# Mapping human pluripotent stem cell differentiation pathways using high throughput single-cell RNA-sequencing

**DOI:** 10.1186/s13059-018-1426-0

**Published:** 2018-04-05

**Authors:** Xiaoping Han, Haide Chen, Daosheng Huang, Huidong Chen, Lijiang Fei, Chen Cheng, He Huang, Guo-Cheng Yuan, Guoji Guo

**Keywords:** Single-cell RNA-sequencing, Primed human pluripotent stem cell, Embryoid body, Naïve human pluripotent stem cell

## Abstract

**Background:**

Human pluripotent stem cells (hPSCs) provide powerful models for studying cellular differentiations and unlimited sources of cells for regenerative medicine. However, a comprehensive single-cell level differentiation roadmap for hPSCs has not been achieved.

**Results:**

We use high throughput single-cell RNA-sequencing (scRNA-seq), based on optimized microfluidic circuits, to profile early differentiation lineages in the human embryoid body system. We present a cellular-state landscape for hPSC early differentiation that covers multiple cellular lineages, including neural, muscle, endothelial, stromal, liver, and epithelial cells. Through pseudotime analysis, we construct the developmental trajectories of these progenitor cells and reveal the gene expression dynamics in the process of cell differentiation. We further reprogram primed H9 cells into naïve-like H9 cells to study the cellular-state transition process. We find that genes related to hemogenic endothelium development are enriched in naïve-like H9. Functionally, naïve-like H9 show higher potency for differentiation into hematopoietic lineages than primed cells.

**Conclusions:**

Our single-cell analysis reveals the cellular-state landscape of hPSC early differentiation, offering new insights that can be harnessed for optimization of differentiation protocols.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1426-0) contains supplementary material, which is available to authorized users.

## Background

Thomson et al. derived human pluripotent stem cells (hPSCs) from human blastocysts for the first time in 1998 [1]. hPSCs have the capacity of self-renewal and multilineage differentiation both in vitro and in vivo. These features of hPSCs have provided remarkable promise in developmental biology and regenerative medicine [2]. hPSCs can be used to generate diverse cell-types from all three germ layers using different differentiation protocols [3–7]. However, most existing protocols suffer from low efficiency and functional deficiency.

In vivo, fertilized mammalian eggs undergo multiple cleavage divisions and form blastocysts (Fig. 1a). The pre-implantation mouse epiblasts obtained from blastocysts have the ground-state naïve pluripotency that can be recapitulated in vitro in the form of embryonic stem cells (ESCs) [8, 9]. Soon after implantation, epiblasts become primed for lineage specification. In vitro, the counterparts of primed epiblasts are termed epiblast stem cells (EpiSCs), which are functionally and morphologically distinct from ESCs. These two states of pluripotent stem cells (i.e. ESCs and EpiSCs) are interchangeable under specific conditions [9]. The study of this cellular-state transition process will contribute to the understanding of early development from pre-implantation epiblasts to post-implantation epiblasts. Conventional hPSCs are considered as the primed state with the molecular and functional identity of post-implantation lineage-primed epiblasts. Several groups have established the naïve hPSCs, which share several molecular features and functional characteristics with naïve mPSCs and pre-implantation epiblasts [10–16]. Following lineage specification, primed epiblasts develop into embryonic ectoderm and primitive streak, which further develop into embryonic mesoderm and endoderm. These three embryonic germ layers develop into all embryonic tissues. Under proper in vitro culture conditions, hPSCs can undergo spontaneous differentiation and form a three-dimensional (3D) structure called embryoid body (EB), which contains cells from all three germ layers [17, 18]. The EB differentiation system is a widely used model to study the early differentiation of various lineage-specific progenitors, including cardiac muscle [19], blood [20], liver [21], and neuron [22], etc. hPSCs (both primed and naïve) and EBs are powerful models to simulate early developmental process in vitro, from pre-implantation epiblasts to lineage-committed progenitors.

**Fig. 1:**
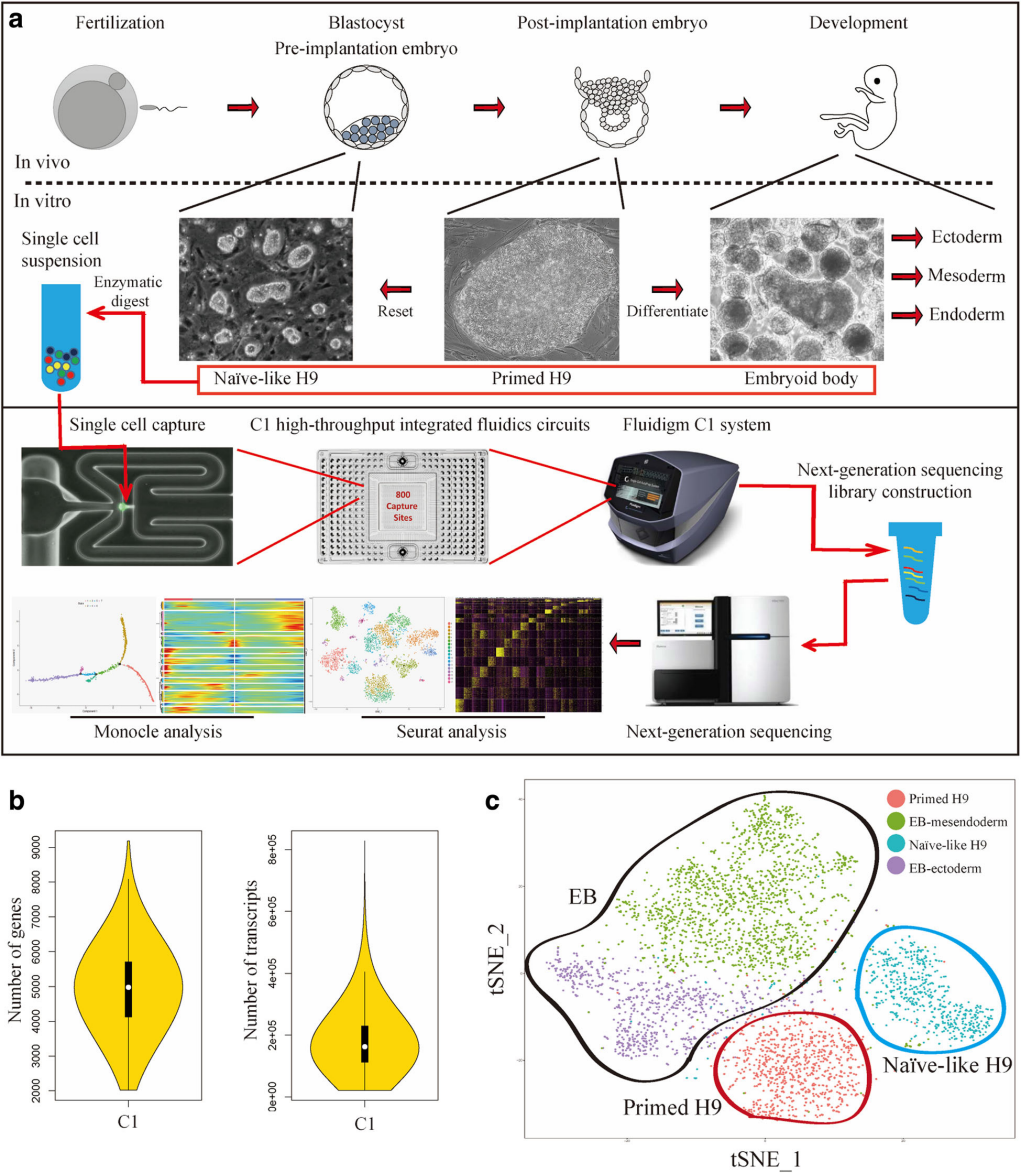
Overview of scRNA-seq analysis on hPSC early differentiation. **a** *Process flow diagram* of scRNA-seq analysis on hPSC early differentiation. Single-cell samples of Naïve-like H9, Primed H9, and EBs were prepared by Fluidigm C1 system with HT IFCs for sequencing. Data analysis was performed using Seurat and Monocle. **b** *Violin plots* show the distribution of transcripts and genes detected per cell. **c** *t-SNE plot* of single-cell samples profiled. Naïve-like H9 cluster (*blue circle*), EB clusters (*black circle*), Primed H9 cluster (*red circle*)

hPSC differentiation is a complex process. Flow cytometry and immunostaining have been used to define cell types in hPSC differentiation cultures. However, these methods are limited by the number of fluorescent probes that can be used at the same time; the heterogeneity of the hPSC differentiation process cannot be fully resolved. Single-cell RNA-sequencing (scRNA-seq), first released in 2009 [23], has provided a promising alternative. During the past few years, the technology has been vastly improved by the development of numerous innovative approaches [24, 25], including C1 (SMARTer) [26], SMART-seq2 [27], CEL-seq [28], Drop-seq [29], InDrop [30], 10X Genomics [31], etc. To date, single-cell technology has been used to study cellular heterogeneity in a wide range of systems [24], including the hierarchy of tumor cells [32, 33], tissue and organs [34–37], developing embryos [38, 39] and in vitro differentiation systems [40–42].

We use the upgraded Fluidigm C1 system with optimized high-throughput integrated fluidics circuits (HT IFCs) to construct the early differentiation trajectories of various lineage-specific progenitors derived from hPSCs and to reveal the interaction between these precursor cells in EB differentiation system. We find key TFs and signaling pathways that direct the differentiation process. We show that liver may be involved in regulating the differentiation of other tissue cells through cell–cell interactions. We also use the C1 scRNA-seq platform to study the primed-to-naïve transition process and to reveal the differences in gene expression profiles between Primed and Naïve-like H9. Combined with the analysis of EB differentiation, genes related to hemogenic endothelium development and MAPK-ERK1/2 signaling pathway are enriched in Naïve-like H9 but not in Primed H9. Functionally, Naïve-like H9 show the differentiation bias to endothelial-hematopoietic lineages. Taken together, we construct a comprehensive single-cell level differentiation roadmap for hPSCs and offer new insights into early embryonic lineages that can guide the establishment and optimization of more sophisticated differentiation system.

## Results

### scRNA-seq analysis of hPSCs and EBs

In order to systematically map hPSCs early differentiation pathways, Naïve-like H9, Primed H9, and EBs were prepared as single-cell samples for sequencing using Fluidigm C1 system with HT IFCs (Fig. 1a). This system can be used to analyze up to 800 cells at a time and detect an average of 5000 genes per cell. 

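Single cells were captured on the C1 HT IFC, a microfluidic chip whose integrated circuits lyse each cell and amplify its cDNA, and the authors deposited the number of reads that featureCounts assigned to each gene of GRCh38 in each cell, without normalization. 11 libraries were used here, of the human embryonic stem cell lines H9 and H1: 1 of Primed H9, 1 of day 4 EBs, 4 of day 8 EBs (replicates 1 to 4), 1 of H9 after 10 days of reset, 2 of H9 after 20 days of reset, 1 of Primed H1 and 1 of Naïve-like H1, each with 56305 genes. A library is the unit of replication, so Primed H9, day 4 EBs, day 10 reset H9 and each H1 group have no replicate. The median count per cell was 180173 in Primed H9, 190717 in day 4 EBs, and 212918, 140976, 118374 and 146041 in day 8 EB replicates 1, 2, 3 and 4. It was 214816 in day 10 reset H9, 254956 and 200086 in day 20 reset H9 replicates 1 and 2, 152346 in Primed H1 and 135555 in Naïve-like H1. The total over the cells of a library lay between 52601170 and 156104391 counts, and single cells held 21531 to 828484. Cells were kept at the paper's limits (2000 to 8800 genes and at most 600000 counts), normalized and clustered with Seurat at the paper's settings (8706 variable genes, 15 principal components, resolution 1.5), with the 226 marker and named genes held out of the variable genes so that they did not shape the clusters they name. A cluster was given the name of the class whose fixed markers had the highest mean log2 fold over the other cells, where at least 3 of them were raised, and carries the ending -like. For tests, the counts of the cells of a class in a library were summed, with at least 10 cells per sum, and compared between classes of the same libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the library as a block. Values per gene are counts of these sums scaled by their total (CPM), as mean ± SD over libraries, and gene positions are those of GENCODE release 44 on GRCh38. Reads were counted without molecular identifiers that the sources used here describe, so intervals and limits cover counting error only.

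**Figure D1:**
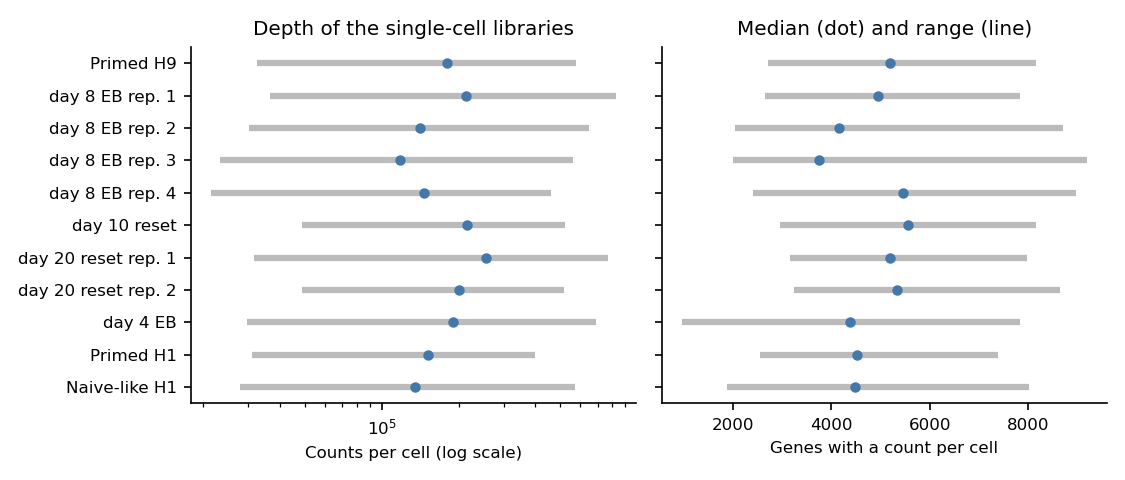
Counts per cell on a log scale (left panel) and genes with a count per cell (right panel) in each of the 11 libraries; a dot is the median and a line spans the lowest to the highest cell. Median counts lie between 118374 in day 8 EB replicate 3 and 254956 in day 20 reset H9 replicate 1.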

A major advantage of this technology is the balance of throughput and resolution. 

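The deposited matrices hold 695 cells of Primed H9, 1953 of day 8 EBs, 683 of day 4 EBs, 342 of day 10 reset H9 and 1149 of day 20 reset H9. With the 361 cells of Primed H1 and 337 of Naïve-like H1 they hold 5520 cells, and no cell has the same counts as another. The limits on genes and counts kept 5486 cells. 17 of the cells they left out are day 4 EB cells, 15 of them with fewer than 2000 genes, and 11 are cells of day 20 reset H9 replicate 1 with more than 600000 counts. A minimum of 1000 genes kept 5501 cells, and no upper limit on genes or counts kept 5504. The files list the capture sites of each chip, and 334 of the 342 day 10 reset H9 cells lie on sites that the authors' list sets to 1. In 8 of 11 libraries fewer cells lie on such sites than the list gives, with 447 cells for 669 sites in day 8 EB replicate 3, and the rule behind this is not given in the sources used here. The numbers and shares of cells refer to the deposited cells. Doublets were not called.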

After sequencing and data processing, we got high-quality transcriptomic data from 4822 single cells, including 2636 EB samples (683 day 4 EBs and 1953 day 8 EBs), 1491 Naïve-like H9 samples, and 695 Primed H9 samples. The scRNA-seq data had high read depth, which can map to 5000 genes for most of the single-cell samples (Fig. 1b and Additional file 1: Figure S1a); and Naïve-like H9 datasets show weak batch effect of Fluidigm C1 system (Additional file 1: Figure S1b). 

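Cells of all H9 libraries had 4937 genes with a count on average, and the library medians lay between 3758.5 in day 8 EB replicate 3 and 5562 in day 10 reset H9. The 2 libraries of day 20 reset H9 were compared cell by cell: among the 30 nearest neighbours of a day 20 cell that are themselves day 20 cells, over 15 principal components of Primed H9 and reset cells, 91.0% came from its own library, against 50.0% by chance. For replicate 1 the share was 89.6% and for replicate 2 it was 92.3%. Over the components of all H9 cells the share was 88.7%. The summed counts of the 2 libraries had a Pearson correlation of 0.988 in log2 CPM, which is across genes, and genes are not independent replicates. This measure of mixing was chosen after the files were examined.

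**Figure D2:**
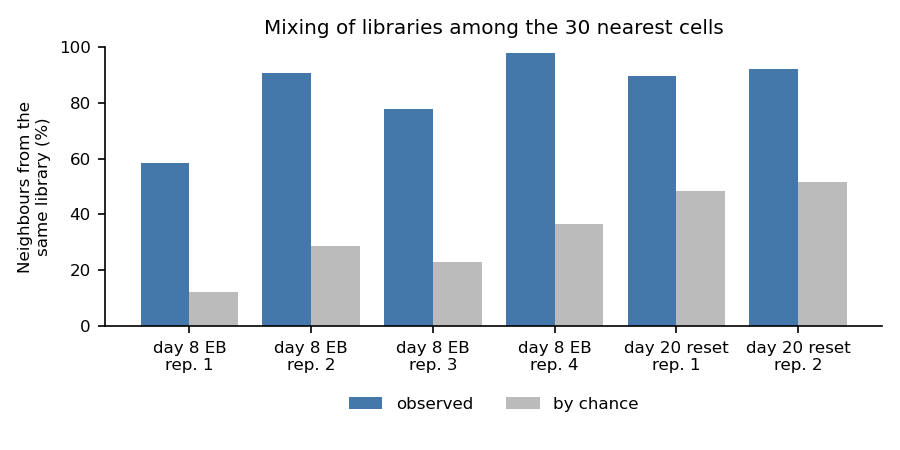
Bars give the percentage of nearest neighbours from a cell's own library and the percentage by chance for the 4 libraries of day 8 EBs and the 2 of day 20 reset H9. Every library lies above chance, by the least in absolute terms for day 20 reset H9 replicate 2 (92.3% against 51.6%).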

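Among the 4 libraries of day 8 EBs, 86.4% of a cell's nearest day 8 EB neighbours came from its own library, where chance would give 28.1%. The share was 58.4% in replicate 1, 90.7% in replicate 2, 77.7% in replicate 3 and 97.8% in replicate 4, and chance gives 12.0%, 28.5%, 22.9% and 36.4%. Between pairs of these libraries, the Pearson correlation of the summed counts in log2 CPM was 0.934 to 0.974 across genes. Neighbour shares cannot tell a technical batch from a difference in the cells that each EB culture held.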

The random differentiation of EBs causes the batch effect (Additional file 1: Figure S1c). We used Seurat to perform principal component analysis (PCA) and t-distributed stochastic neighbor embedding (t-SNE) analysis [43]. 

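Clustering of the 4789 H9 cells that passed gave 14 clusters. Each was led by 1 group of libraries: 2 by Primed H9, 4 by reset H9 and 8 by EBs. The leading group supplied at least 99.8% of the cells in each Primed H9 cluster, at least 98.8% in each reset H9 cluster and at least 71.4% in each EB cluster. The largest cluster held 90.1% of the Primed H9 cells, 94.2% of the day 10 reset cells, and 72.5% and 72.4% of the day 20 reset cells in replicates 1 and 2. In day 8 EBs it held 46.0%, 92.4%, 70.7% and 74.4% of the cells of replicates 1 to 4. Groups and libraries coincide for Primed H9 and day 10 reset H9, so a cluster of such a group is also a cluster of 1 library.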

Seurat divided our samples into four main clusters, including two EB clusters (EB-ectodetm and EB-mesendoderm), one Primed H9 cluster, and one Naïve-like H9 cluster (Fig. 1c). hPSCs (i.e. Naïve-like and Primed H9) have relative homogeneity. EB cells show significant heterogeneity, which indicated well spontaneous differentiation of hPSCs and provided a variety of samples for Monocle pseudotime analysis [44]. 

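Heterogeneity was measured as the distance of each cell from the centre of its library in the 15 principal components of all H9 cells, as mean ± SD over cells. It was 8.59 ± 4.13 in Primed H9 and 9.20 ± 3.73 in day 10 reset H9. In day 8 EBs it was 20.0 ± 6.27, 16.1 ± 5.86, 21.1 ± 7.97 and 16.4 ± 5.55 in replicates 1 to 4, and in day 4 EBs 12.9 ± 7.25. The lowest mean of a day 8 EB library therefore exceeds that of every pluripotent library, of which day 20 reset H9 replicates 1 and 2 had 10.9 ± 5.14 and 12.5 ± 6.18. Primed H9 is a single library, so the spread of its mean between replicates is not known and the difference was not tested. In components drawn from Primed H9 and EB cells alone, the mean was 7.98 in Primed H9 and 15.1 to 20.0 in day 8 EBs. From this heterogeneity, the paper concludes that the EBs differentiated well and gave a variety of cells for pseudotime ordering.

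**Figure D3:**
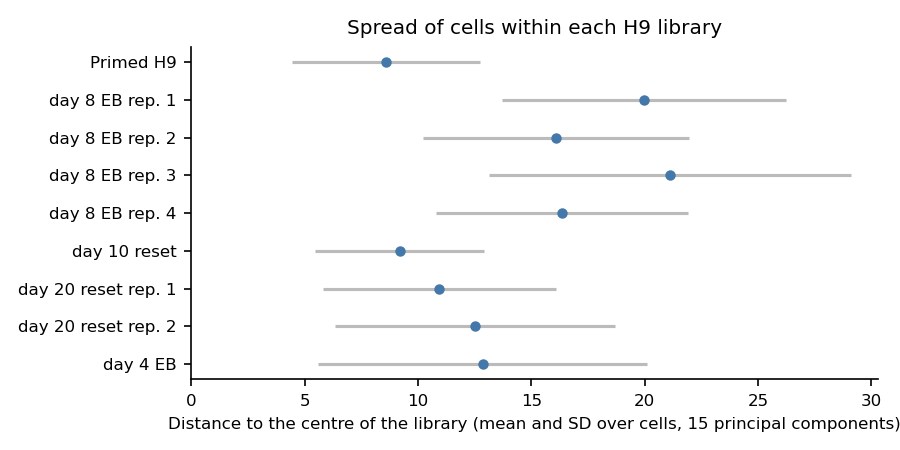
Points give the mean distance of cells from the centre of their library in 15 principal components of all H9 cells, in units of the components, and lines the SD over cells, for each H9 library. The 4 day 8 EB libraries have the 4 largest means.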

To reveal the gene expression dynamics and key regulators of hPSC early differentiation, we used Seurat and Monocle to analyze these data.

### Mapping cellular landscape for early embryonic lineages

Spontaneous differentiation of EBs exhibit heterogeneous patterns of differentiated cell types (Fig. 1c). We extracted single cells from EBs and Primed H9 for further analysis (Fig. 2a). According to the expression of differential genes, day 4 EBs were divided into three clusters, including progenitor cell-2, progenitor cell-10, and progenitor cell-11. 

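Of the 666 day 4 EB cells that passed, 569 fell into the cluster with raised DLK1, HSPE1, CLU and ID3, the markers taken for progenitor cell-2 (85.4%, exact Clopper-Pearson 95% interval 82.5 to 88.0%). 49 cells (7.36%, 5.49 to 9.61%) fell into a cluster with raised DST, FAT1 and NOP56, taken for progenitor cell-10, and 46 (6.91%, 5.1 to 9.11%) into one with raised TRBC2, STOM and CYP1B1, taken for progenitor cell-11. These genes name the clusters and are no test of them. The last cluster depended on the settings: at resolution 0.8 no cluster had its markers raised, with 2000 variable genes it held 1.95% of the cells, and with the markers kept among the variable genes 6.61%.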

Day 4 EBs have weak heterogeneity. 

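At resolution 0.8 the largest class held 92.5% of the day 4 EB cells, and with 2000 variable genes 90.1%. In the clustering of all H9 cells, the largest cluster held 91.7% of them. Their spread around the library's centre in the components of Primed H9 and EB cells was 12.7 ± 7.35, between that of Primed H9 and those of the day 8 EB libraries. A single library of day 4 EBs was made, so the share of each cluster has no error from replicates.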

Progenitor cell-2 does not highly express lineage-related genes; progenitor cell-10 may be related with neural cell differentiation; progenitor cell-11 may be related with mesendoderm differentiation (Fig. 2b and c). 

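The cells of the cluster taken for progenitor cell-10 had a median depth of 0.626 times the median of the day 4 EB library, and those taken for progenitor cell-11 0.639 times, while those taken for progenitor cell-2 had 1.07 times. Cells of both small clusters therefore held fewer counts than other cells of the library. Mitochondrial genes took 57.9% of the counts of the cells taken for progenitor cell-10 and 23.9% in the rest of the library, and 20.2% in those taken for progenitor cell-11. The genes with the highest fold in the cluster taken for progenitor cell-2, outside its markers, were LHX5-AS1, FEZF1 and LMO1, named after their values were seen. All cells of the 3 clusters but 1 come from 1 library and no test between them has replicates, so no fold change with an error can be given for neural or mesendoderm genes.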

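The 3309 cells of Primed H9, day 4 EBs and day 8 EBs that passed formed 12 clusters, 9 at resolution 0.8, 13 with 2000 variable genes and 14 with the markers kept among the variable genes. The number of clusters is set by the resolution and is not a measured quantity. 1948 day 8 EB cells were counted into the named classes. Of the 540 cells in neural-like clusters, 95.4% came from replicate 2. Of the 124 stromal-like cells, 68.5% came from replicate 1, and of the 261 liver-like cells, 60.5% came from replicate 4.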

We defined 11 clusters as different progenitor cells in day 8 EBs. We identified six major types of progenitor cells with distinct gene expression patterns, including muscle cells (cluster 3, 4, 12, 13), stromal cells (cluster 8), endothelial cells (cluster 15), neural cells (cluster 6, 7, 9), epithelial cells (cluster 14), and liver cells (cluster 5) (Fig. 2a and b). 

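The share of day 8 EB cells in each class is given for replicates 1, 2, 3 and 4 in this order. Muscle-like cells made up 40.4%, 2.52%, 72.9% and 75.4% (mean 47.8%), and neural-like cells 9.79%, 92.6%, 0.447% and 0% (mean 25.7%; 0 of 710 cells in replicate 4 allows a share of up to 0.518%). Liver-like cells made up 9.36%, 1.98%, 15.7% and 22.3% (mean 12.3%) and stromal-like cells 36.2%, 2.34%, 5.37% and 0.282% (mean 11.0%). Endothelial-like cells made up 1.70%, 0%, 3.36% and 0.986% (mean 1.51%), and a cluster with raised GABRP, which the paper counts among the muscle cells, 2.55%, 0.540%, 2.01% and 1.13% (mean 1.56%, and no cells at resolution 0.8). No cluster of this set had at least 3 of the epithelial markers raised, so no share is given for epithelial-like cells. The share of a class thus depends on the library: without replicate 2 the mean of neural-like cells falls to 3.41%, without replicate 1 that of stromal-like cells to 2.66%, without replicate 3 that of endothelial-like cells to 0.896%, and that of muscle-like cells is 38.6% without replicate 4 and 62.9% without replicate 2.

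**Figure D4:**
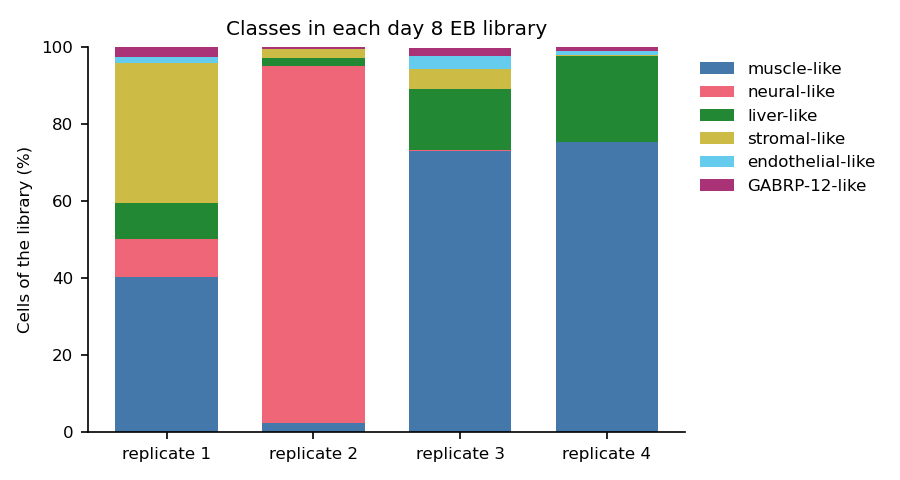
Stacked bars give the percentage of the cells of each day 8 EB library in each class. Neural-like cells take up 92.6% of replicate 2, and muscle-like cells 72.9% and 75.4% of replicates 3 and 4.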

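The genes HAND1, APLNR, ACTC1, PDGFRA and CDH11 were fixed as muscle markers. Both muscle-like clusters had the highest mean fold for the set of a muscle subset, and counted as muscle-like because at least 3 of these 5 genes were raised as well, so their values describe the clusters and do not test them. APLNR (chromosome 11, 57233577 to 57237250) encodes the apelin receptor and had 799.6 ± 322 (n = 4) against 273 ± 190.3 (n = 4) CPM in muscle-like and other day 8 EB cells, a log2 fold change of 1.88 (SE 0.56, adjusted p = 0.464) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a higher value in 4 of 4 libraries. HAND1 (chromosome 5, 154474972 to 154478227) had a log2 fold change of 1.34 (SE 0.43, adjusted p = 0.546) and was higher in 3 of 4 libraries. ACTC1 (chromosome 15, 34790107 to 34795589), cardiac alpha actin, had 833 ± 568 (n = 4) against 968 ± 829 (n = 4) CPM and was higher in 2 of 4 libraries, with a log2 fold change of 0.17 that became -0.14 without the library as a block. Over all 22284 genes, 22 had an adjusted p under 0.05, all of them lower in muscle-like cells. None of them was among the 5 markers, and 1386 genes had an unadjusted p under 0.05. DESeq2 gave 516 genes, edgeR without a filter on low counts 309, and edgeR with 1 library left out 7 (without replicate 4) to 175 (without replicate 2). Adjusted over the list alone, 4 of the 5 were called, though the study chose the list on these samples. APLNR was called without a filter on low counts (adjusted p = 1.61e-21) and without replicate 2 (adjusted p = 0.0471); HAND1, PDGFRA and CDH11 were called only without the filter. The median log2 fold change of all genes was -0.13.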

Clusters 3, 4, 12, and 13 are associated with high expression of muscle progenitor cell markers such as *HAND1*, *APLNR*, and *ACTC1* [45], and therefore these clusters are annotated as muscle cells (Fig. 2). Cluster 8 is annotated as stromal cells for the expression of *LUM*, *KLF6*, and *COL5A1* [46]. 

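LUM, KLF6 and COL5A1 were among the 7 genes that named the stromal-like cluster. In the 3 libraries with at least 10 of these cells (replicates 1 to 3), LUM (chromosome 12, 91102629 to 91111494), which encodes the proteoglycan lumican, had 1715 ± 191 (n = 3) against 258 ± 200.5 (n = 3) CPM in stromal-like and other day 8 EB cells, a log2 fold change of 3.31 (SE 0.51, adjusted p = 0.00180) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. COL5A1 had a log2 fold change of 2.98 (adjusted p = 1.09e-04) and KLF6 (chromosome 10, 3775996 to 3785281), a zinc finger transcription factor, of 1.18 (adjusted p = 0.0496). KLF6 was not called by DESeq2 (adjusted p = 0.0643), without replicate 1 (0.0679) or with the markers kept for clustering (0.0556). Of genes that did not name the cluster, IL6ST had a log2 fold change of 2.25, DDR2 of 2.35 and FGFR2 of 1.92, each higher in 3 of 3 libraries, with adjusted p from 0.00163 to 0.00774. Without the library as a block, none of these 6 genes was called. In all, 218 of 19954 genes were called; DESeq2 gave 1073 and no block 3, and without replicate 2 or 3 edgeR gave 458 or 391. All 10 listed genes were called, and all 10 when adjusted over the list alone; the median log2 fold change of all genes was -0.53.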

Though muscle cell and stromal cell clusters exhibit shared gene expression profiles, collagen genes (e.g. *COL3A1*, *COL5A1*, *COL5A2*, *COL1A1*, and *COL1A2*) are enriched in stromal cell cluster (Fig. 2b and c) [46]. 

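COL3A1 (chromosome 2, 188974373 to 189012746), the chain of type III collagen, had 3853 ± 838 (n = 3) against 459.8 ± 352 (n = 3) CPM in stromal-like and other day 8 EB cells, a log2 fold change of 3.47 (SE 0.43, adjusted p = 2.13e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. COL5A2, COL1A1 and COL1A2 had log2 fold changes of 1.87, 2.54 and 2.33 (adjusted p = 0.0131, 0.00281 and 1.41e-04 by the same test), and each collagen gene was higher in stromal-like cells in 3 of 3 libraries. The block on library decides these calls: without it the adjusted p of the collagen genes lay between 0.0819 and 0.270. In muscle-like cells compared with all others, the 5 collagen genes had log2 fold changes of 0.40 to 0.78, none called, and leaving out replicate 2 reversed 4 of them, as with COL3A1 at -0.37. These collagen genes also served to name the stromal-like cluster. Stromal-like cells were not compared with muscle-like cells alone. The other cells were mostly neural-like in replicate 2 and mostly muscle-like in replicate 3. The calls therefore do not test the difference between stromal and muscle cells that the paper describes.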

Cluster 15 is annotated as endothelial cells for the high expression of *KDR*, *GNG11*, and *ECSCR* (Fig. 2b and c) [47]. 

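The endothelial-like cluster held 26 day 8 EB cells, 4 of replicate 1, 15 of replicate 3 and 7 of replicate 4, so only 1 library reached 10 cells and no test was possible at that limit. At a minimum of 5 cells, a setting chosen after the files were examined, replicates 3 and 4 could be compared. KDR (chromosome 4, 55078481 to 55125595), the receptor of VEGF, had 1936 ± 843 (n = 2) against 216 ± 33.9 (n = 2) CPM in endothelial-like and other day 8 EB cells, a log2 fold change of 3.10 (SE 0.29, adjusted p = 9.53e-24) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GNG11 had a log2 fold change of 4.99 and ECSCR of 6.75 (adjusted p = 8.23e-40 and 5.07e-53 by the same test); these genes named the cluster. CD93, which did not, had 52.0 against 0.0676 CPM (log2 fold change 9.97), and FCN3, encoding ficolin 3, 272 against 0.34 (log2 fold change 9.37). 230 of 17976 genes were called, 369 by DESeq2 and none without the library as a block, where 0.135 is the adjusted p of ECSCR. All 7 listed genes were called over all genes and adjusted over the list alone.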

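Neural-like cells reached 10 cells in replicates 1 and 2 alone, and nearly all of them come from replicate 2. PTN (chromosome 7, 137227341 to 137343774), which encodes the growth factor pleiotrophin, had 527 ± 48.6 (n = 2) against 137 ± 32.3 (n = 2) CPM in neural-like and other cells of these libraries, a log2 fold change of 2.01 (SE 0.24, adjusted p = 7.83e-15) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. OTX2 had a log2 fold change of 1.47 (SE 0.37, adjusted p = 0.00381) and PAX6 of 2.47 (SE 0.52, adjusted p = 1.59e-04) by the same test; neither was called without the library as a block (adjusted p = 0.457 and 0.681). FZD3 (chromosome 8, 28494205 to 28574267), a Wnt receptor, had a log2 fold change of 1.78. These genes named the class; EDNRA, which did not, had 111 ± 12.4 (n = 2) against 21.1 ± 5.89 (n = 2) CPM and a log2 fold change of 2.47 (SE 0.47, adjusted p = 1.25e-05). 679 of 18205 genes were called, 234 higher and 445 lower in neural-like cells, with 1 residual degree of freedom; DESeq2 gave 1142 and no block 194. All 7 listed genes were called, and all 7 when adjusted over the list alone.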

Clusters 6, 7, and 9 are annotated as neural cells for the high expression of *OTX2*, *PTN*, and *FZD3* (Fig. 2b and c), which are important for the development of neural system [48–50]. Cluster 14 is annotated as epithelial cells for the high expression of *PDPN*, *TFAP2C*, and *DMD* [36, 51]. 

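No cluster of the Primed H9 and EB cells had at least 3 of the epithelial markers PDPN, TFAP2C, DMD, PIM2 and GMPR raised. When the muscle-like cells were clustered again, 60 cells had them raised, all of replicate 4, or 11.2% of its muscle-like cells (8.67 to 14.2%), and 38 cells when the markers were kept for clustering. A class found in 1 library cannot be compared over replicates, so these markers are given for day 8 EBs as a whole against Primed H9 (4 libraries against 1). PDPN (chromosome 1, 13583465 to 13617957), which encodes podoplanin, had 66.1 ± 27.9 (n = 4) against 137 (n = 1) CPM, TFAP2C (chromosome 20, 56629306 to 56639283) 18.2 ± 13.4 (n = 4) against 0.989 (n = 1) and DMD, which encodes dystrophin, 47.9 ± 6.42 (n = 4) against 3.28 (n = 1). Their log2 fold changes were -1.71, 3.48 and 3.17 (adjusted p = 0.153, 0.129 and 0.0196 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with PDPN lower in all 4 EB libraries and the others higher. DMD was not called without replicate 1 (adjusted p = 0.0757) or replicate 3 (0.0536). PDPN was called, as lower, without replicate 4 (0.0319), and TFAP2C by DESeq2 (0.00147) and without a filter on low counts (0.0376).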

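Liver-like cells reached 10 cells in all 4 libraries. TTR (chromosome 18, 31557009 to 31598833), which encodes the plasma protein transthyretin, had 2476 ± 2221 (n = 4) against 32.1 ± 36.3 (n = 4) CPM in liver-like and other day 8 EB cells, a log2 fold change of 6.59 (SE 0.37, adjusted p = 3.31e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AFP (chromosome 4, 73431138 to 73456174), alpha-fetoprotein, had 670.0 ± 1053 (n = 4) against 12.0 ± 11.3 (n = 4) and a log2 fold change of 5.34 (SE 0.97, adjusted p = 0.00723), and its adjusted p without the library as a block was 0.0761. FGB, a chain of fibrinogen, had a log2 fold change of 6.87 (adjusted p = 6.34e-05 by the same test). These genes named the class; of those that did not, EPCAM had 667 ± 84.6 (n = 4) against 76.1 ± 37.7 (n = 4) CPM and a log2 fold change of 3.33 (SE 0.31, adjusted p = 3.44e-05), and FLRT3 and ARSE had log2 fold changes of 2.32 and 2.64. Each was higher in 4 of 4 libraries. 499 of 22547 genes were called, 1858 by DESeq2 and 210 without the block, and between 262 and 774 with 1 library left out. The median log2 fold change of all genes was -0.50, and all 7 listed genes were called, also adjusted over the list alone.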

Cluster 5 is annotated as liver cells for the high expression of *AFP*, *TTR*, and *FGB* [52–54]. We also found specific surface markers to separate these progenitor cells from EBs, such as CD34 and PROCR (CD201), which can enrich endothelial cells from EBs (Additional file 1: Figure S2a and S2b). 

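CD34 (chromosome 1, 207880972 to 207911402), a sialomucin of the cell surface, had 195 ± 152 (n = 2) against 1.40 ± 1.38 (n = 2) CPM in endothelial-like and other cells of day 8 EB replicates 3 and 4, a log2 fold change of 7.26 (SE 0.64, adjusted p = 2.77e-26) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. PROCR (chromosome 20, 35172072 to 35216240), the receptor of protein C, had 198 ± 108 (n = 2) against 34.5 ± 4.74 (n = 2) and a log2 fold change of 2.42 (SE 0.45, adjusted p = 2.50e-05). Neither gene named the cluster, and each was higher in 2 of 2 libraries. The comparison rests on 22 endothelial-like cells, as only replicates 3 and 4 hold at least 5. Without the library as a block, the adjusted p was 0.324 for both. These are counts of transcripts, and the proteins at the cell surface were not analysed here.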

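The paper's supplement lists the genes behind each term, and each list was followed here by direction, since the background of the published enrichment is not given in the sources used here. Of the 425 genes that the study lists as specific for muscle cells, 334 were higher in muscle-like cells than in other day 8 EB cells (78.6%, where 43.5% of all tested genes were), and none was called. For liver cells it was 471 of 482, with 244 called higher and 1 called lower, and for neural cells 69 of 71, with 41 called. The study drew these lists from the same cells, so the tallies are not independent evidence.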

As a further validation, we found that genes specifically expressed in each cell type were enriched for the expected Gene Ontology (GO) terms (Additional file 1: Figure S2c) [55]. For example, genes that are specifically expressed in muscle cell cluster are significantly enriched for skeletal system development (*p =* 7.06E-07); specific genes of neural cell cluster are significantly enriched for positive regulation of neuroblast proliferation (*p =* 1.86E-04) and neuronal stem cell population maintenance (*p =* 2.17E-04); specific genes of liver cell cluster are significantly enriched for very-low-density lipoprotein particle (*p =* 4.29E-08) and lipoprotein metabolic process (*p =* 5.15E-08); specific genes of endothelial cell cluster are significantly enriched for angiogenesis (*p =* 1.90E-12), positive regulation of endothelial cell proliferation (*p =* 4.40E-05), and hemopoiesis (*p =* 0.0045). These analyses strongly indicate that our cell-type assignments are accurate.

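Of the 9 genes listed for skeletal system development, 8 were higher in muscle-like cells, 0 were called over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 1 when adjusted over the list alone. For positive regulation of neuroblast proliferation, 4 of 4 were higher and called in neural-like cells, and for neuronal stem cell population maintenance 4 of 4 were higher and 2 called (4 adjusted over the list alone). In liver-like cells, 6 of 6 genes of the very-low-density lipoprotein particle and 7 of 7 of lipoprotein metabolic process were called higher. In endothelial-like cells, counted by direction over replicates 3 and 4 with a sum of at least 5 cells, 16 of 16 angiogenesis genes, 6 of 6 genes of endothelial cell proliferation and 4 of 4 of hemopoiesis were higher. Genes of a term share regulation, so these tallies are not independent counts. From the enriched terms, the paper concludes that its assignment of cell types is accurate.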

**Fig. 2:**
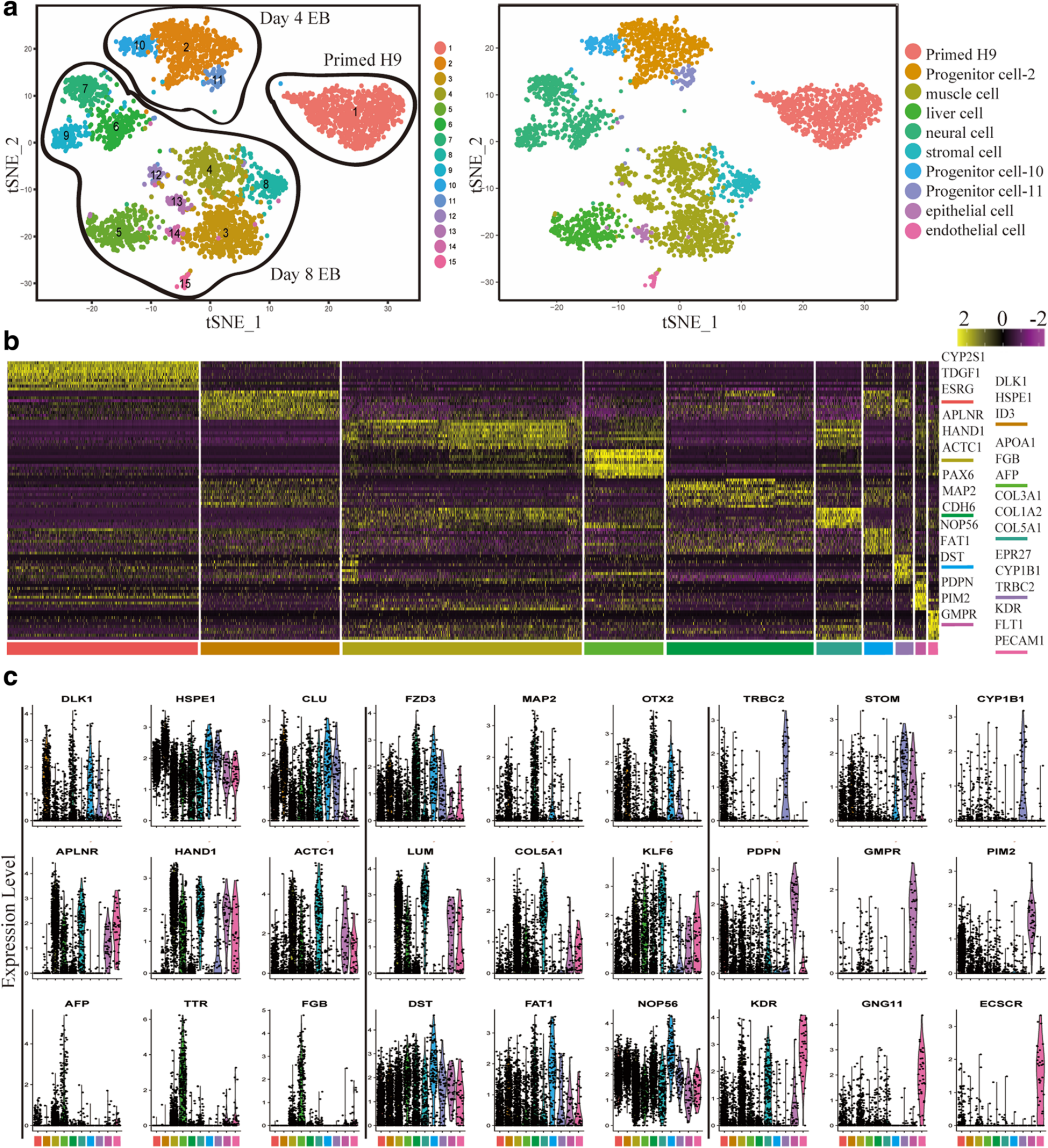
scRNA-seq analysis reveals lineage progenitors in EBs. **a** *t-SNE plots* of Primed H9 and EBs (day 4 EBs and day 8 EBs). We defined three progenitor clusters in day 4 EBs, including progenitor cell-2, progenitor cell-10, and progenitor cell-11. We defined six progenitor clusters in day 8 EBs, including muscle cell, liver cell, neural cell, stromal cell, epithelial cell, and endothelial cell. **b** *Heatmap* shows the expression pattern of top 15 differential genes in each progenitor cell. Differential genes of each cell type are listed in Additional file 4: Table S3. **c** *Violin plots* show the expression level distributions of marker genes across cell types. Cell types are represented by different colors in (**a**), (**b**), and (**c**)

Both cluster neural cell and muscle cell consist of several sub-clusters. 

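The 540 neural-like cells were clustered again with the 226 held-out genes left out, which gave 7 clusters. 176 cells (32.6%) lay in clusters with PODXL, DRAXIN, TUBB2A and ESRG raised, 151 (28.0%) in clusters with RAX, SIX3, OTX2 and PAX6 raised, and 132 (24.4%) in clusters with the ERBB3 set raised. The other 81 cells had no set raised. Replicate 1 supplied 12 of the PODXL set, 1 of the OTX2 set and 4 of the ERBB3 set, so only the PODXL set reached 10 cells in both libraries. With the marker genes kept for clustering, the sets held 171, 153 and 103 cells.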

According to the specific gene expression pattern, neural cell cluster was further divided into three subsets, including neural progenitor-PODXL-6, neural progenitor-OTX2–7, and neural progenitor-ERBB3–9 (Fig. 3a and b and Additional file 1: Figure S3a–d). Sub-clusters of neural cells are different types of cells. Neural progenitor-PODXL-6 may be related with cerebral cortex development, because of the enriched expression of *PODXL* [56], *DRAXIN* [57, 58], and *TUBB2A* [59]. 

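PODXL (chromosome 7, 131500262 to 131558217), which encodes the sialomucin podocalyxin, had 399.5 ± 68.2 (n = 2) against 162 ± 61.1 (n = 2) CPM in the cells of this subset and in other neural-like cells, a log2 fold change of 1.34 (SE 0.39, adjusted p = 0.284) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TUBB2A, a beta tubulin, had a log2 fold change of 1.78 (SE 0.47, adjusted p = 0.156), and DRAXIN (chromosome 1, 11691710 to 11725857), a secreted guidance protein, of 0.03 (SE 0.67, adjusted p = 1). PODXL and TUBB2A were higher in both replicates and DRAXIN in 1 of 2; in replicate 1 alone the log2 fold change of DRAXIN was -0.67. These genes named the subset. Of 8 listed genes 1 was called, PCAT14, which did not name it (562 ± 260.2 (n = 2) against 135 ± 151 (n = 2) CPM, log2 fold change 2.69 (SE 0.38, adjusted p = 1.39e-08)), and 4 when adjusted over the list alone, though the study chose the list on these samples. Over all 15576 genes, 5 were called, DESeq2 called 5, and 374 had an unadjusted p under 0.05. DESeq2 did not call 3 of these genes, PTN, MALAT1 and MT-RNR2, and no block gave 10 genes.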

Neural progenitor-OTX2–7 is enriched for *RAX*, *SIX3*, and *OTX2*, which are highly expressed in retinal-pigmented epithelium (RPE) [60]. 

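The subset with RAX, SIX3 and OTX2 raised held 150 cells of day 8 EB replicate 2 and 1 of replicate 1, so its values come from 1 library and are given with exact 95% Poisson intervals; these genes named the subset. RAX (chromosome 18, 59267035 to 59274086), a homeobox gene, had 108 (95% interval 104 to 113) against 8.59 (7.87 to 9.37) CPM in the subset and in other neural-like cells of replicate 2. SIX3 (chromosome 2, 44941702 to 44946071) had 176 (95% interval 170.2 to 182) against 15.8 (14.8 to 16.9). OTX2 (chromosome 14, 56799905 to 56816693) had 775 (95% interval 763 to 787) against 123 (121 to 126). The intervals do not overlap, and they leave out the variation between libraries. RAX was found in 39.3% of the subset's cells and in 19.7% of the others.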

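In day 8 EB replicate 2, all 4 genes that the paper's supplement gives for forebrain development were higher in the subset with RAX, SIX3 and OTX2 raised than in other neural-like cells. So were 3 of 3 genes of forebrain dorsal/ventral pattern formation and 3 of 3 of cell proliferation in forebrain. A direction in 1 library cannot be tested against the spread between libraries, and the lists share genes with each other and with the markers that named the subset.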

Genes related with forebrain development are enriched in neural progenitor-OTX2–7 (Additional file 1: Figure S4a). RPE is derived from forebrain [61], so neural progenitor-OTX2–7 may be related with the RPE development. Neural progenitor-ERBB3–9 exhibits specific expression of known neural crest (NC) cell markers (*ERBB3*, *SOX9*, and *EDNRA*) [62–64]. 

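Clusters with ERBB3, SOX9 and EDNRA raised held 126 cells of day 8 EB replicate 2, 4 of replicate 1 and 2 of replicate 3, and these genes named them. In replicate 2, ERBB3 (chromosome 12, 56076799 to 56103505), a receptor tyrosine kinase, had 340.4 (95% interval 332 to 349) against 51.6 (49.9 to 53.4) CPM in these cells and in other neural-like cells. SOX9 (chromosome 17, 72121020 to 72126416), a transcription factor, had 113 (95% interval 108 to 118) against 56.4 (54.6 to 58.3), and EDNRA (chromosome 4, 147480917 to 147544954), the endothelin receptor type A, 325 (95% interval 316 to 333) against 65.0 (63.0 to 67.0). ERBB3 was found in 84.9% of the cells of the subset and in 48.1% of other neural-like cells, so it also occurs outside the subset. With the marker genes kept for clustering, the subset held 100 cells of replicate 2.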

So neural progenitor-ERBB3–9 may be related with the NC cell development (Additional file 1: Figure S4a).

**Fig. 3:**
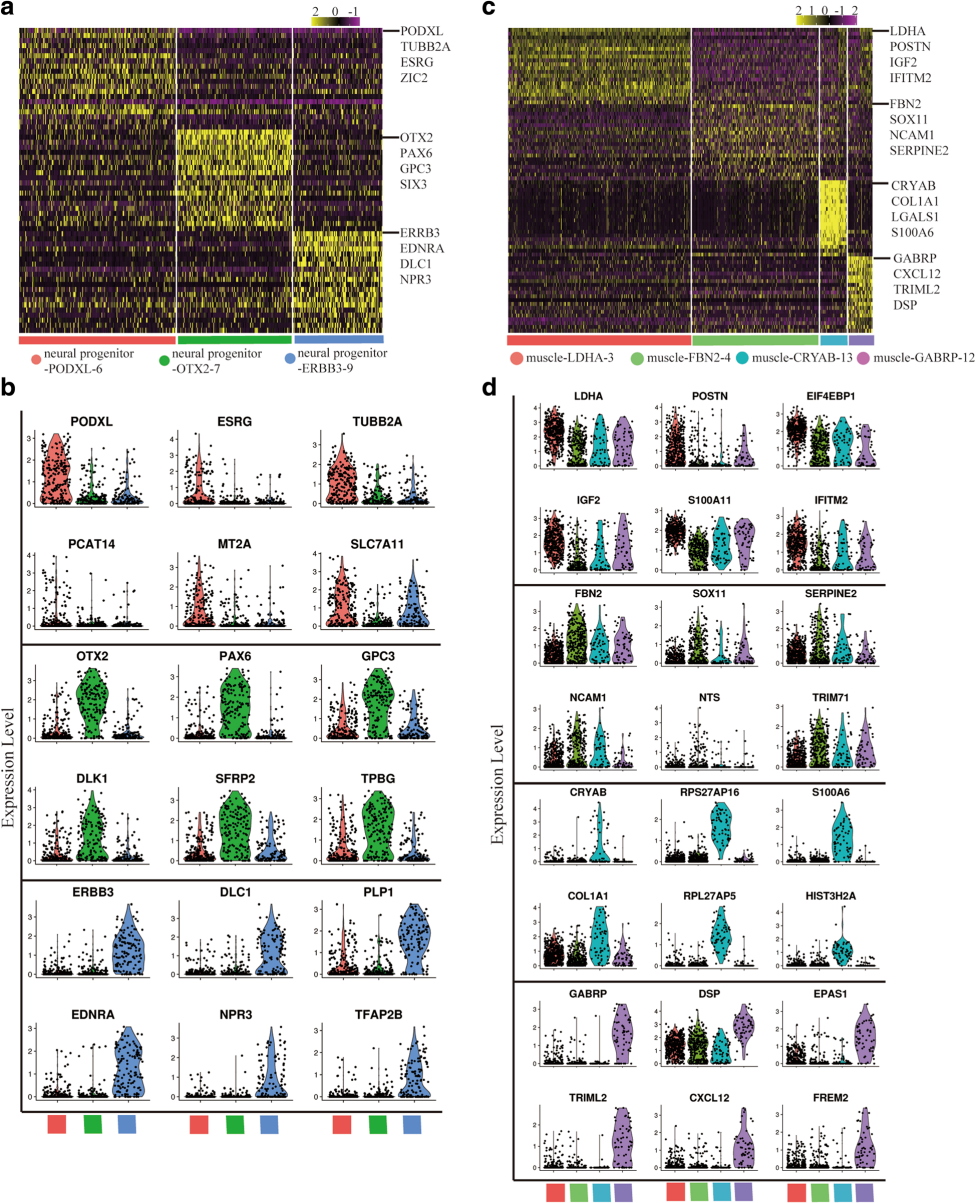
Sub-clusters of neural and muscle progenitors. **a**, **c** *Heatmaps* show the differential gene expression pattern of each sub-cluster from neural cell cluster (**a**) and muscle cell cluster (**c**). Top 20 differential genes of each sub-cluster are shown. Differential genes of each sub-cluster are listed in Additional file 5: Table S4. **b**, **d** *Violin plots* show the expression distributions of specific marker genes across sub-clusters: neural sub-clusters (**b**) and muscle sub-clusters (**d**). Cell types are represented by different *colors*

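The 970 muscle-like cells formed 8 clusters when clustered again. Of them, 181 (18.7%) lay in clusters with the LDHA set raised, 165 (17.0%) with the FBN2 set and 34 (3.51%) with the CRYAB set, and 530 had no muscle set raised and no epithelial set. The subsets follow the libraries: 180 cells with the LDHA set come from replicate 4, 153 with the FBN2 set and 31 with the CRYAB set from replicate 3. Cells with the GABRP set raised formed a cluster of their own in the whole EB set and were not part of the muscle-like cells here.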

Cluster muscle cell consists of four sub-clusters, including muscle-LDHA-3, muscle-FBN2–4, muscle-CRYAB-13, and muscle-GABRP-12. These sub-clusters have specific gene expression pattern and gene expression distribution (Fig. 3c and d and Additional file 1: Figure S3e–h). Muscle-LDHA-3 is enriched for *LDHA*, *POSTN*, and *IGF2* [65]; muscle-FBN2–4 is enriched for *FBN2*, *NCAM1*, and *SERPINE2* [66]; muscle-CRYAB-13 is enriched for *CRYAB*, *COL1A1*, and *LGALS1* [67, 68]; muscle-GABRP-12 is enriched for *GABRP*, *CXCL12*, and *TRIML2* [69]. 

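The subset with the LDHA set raised could be read in replicate 4 alone, where POSTN (chromosome 13, 37562583 to 37598844), a secreted matrix protein, had 715 (95% interval 705 to 726) against 234 (229.8 to 238) CPM in its cells and in other muscle-like cells and IGF2 677 against 418. LDHA (chromosome 11, 18394560 to 18408425), lactate dehydrogenase A, had 1075 (95% interval 1062 to 1088) against 1152 (1143 to 1161) and was not higher. Over the muscle-like cells of all libraries LDHA was raised in the subset (log2 fold 0.74), which helped to name it. The other muscle-like cells of replicate 4 lie mostly in the EB cluster that had LDHA raised over all other cells (0.80), so they are a narrow comparison for it. FBN2, NCAM1 and SERPINE2 were read in replicate 3, where FBN2 (chromosome 5, 128257909 to 128659185) had 528 (95% interval 517 to 538) against 413 (405 to 421). CRYAB, COL1A1 and LGALS1 were also read in replicate 3, where CRYAB had 820.2 (95% interval 793 to 848) against 12.5 (11.4 to 13.7). The cells with GABRP, CXCL12 and TRIML2 raised numbered 6, 3, 9 and 8 cells of day 8 EB replicates 1 to 4, so it was compared with all other day 8 EB cells at a minimum of 5 cells, chosen after the files were examined, in replicates 1, 3 and 4. There GABRP, a subunit of the GABA receptor, had 817 ± 220.1 (n = 3) against 24.3 ± 10.4 (n = 3) CPM and a log2 fold change of 5.15 (SE 0.50, adjusted p = 2.14e-21) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DSP, the listed gene that did not name the cluster, had 3109.9 ± 821 (n = 3) against 500.2 ± 143 (n = 3) and 2.69 (SE 0.25, adjusted p = 1.58e-22). DSP was not called by DESeq2 (adjusted p = 0.0614). 91 of 18564 genes were called, 341 by DESeq2, 10 without the library as a block, and 42 to 89 with 1 library left out. All 6 listed genes were called, also adjusted over the list alone, and the median log2 fold change of all genes was -1.53.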

Combined with the differentiation trajectory, we think these muscle sub-clusters were divided for both different cell types and different differentiation stages (Additional file 1: Figure S4c). Skeletal muscle cell differentiation related genes are enriched in muscle-FBN2–4 and muscle-CRYAB-13; angiogenesis related genes are enriched in muscle-GABRP-12; glycolytic process and insulin receptor signaling pathway related genes are enriched in muscle-LDHA-3 (Additional file 1: Figure S4b). 

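Of the genes that the paper's supplement gives for each term, counted by direction, 1 of 3 for skeletal muscle cell differentiation was higher in every library read in cells with the FBN2 set raised than in other muscle-like cells. For insulin receptor signaling pathway it was 3 of 5 and for glycolytic process 1 of 3 in cells with the LDHA set raised, all of replicate 4. For angiogenesis, 5 of 7 were higher in the GABRP cluster in each of 3 libraries. Lists this short have no power to show an enrichment, and none was tested.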

The sub-clusters analysis indicated the diversity of differentiation direction in neural and muscle cell clusters.

### Construction of hPSC early differentiation trajectory

We used Monocle [44] to order single cells through EB differentiation and construct the whole lineage differentiation trajectory with a tree-like structure (Fig. 4a). We found two branches following EB differentiation, including an ectoderm branch and a mesendoderm (mesoderm and endoderm) branch. 

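To compare the 2 branches, neural-like cells were taken as the ectoderm side, and muscle-like, stromal-like, liver-like and endothelial-like cells as the mesendoderm side, in day 8 EB replicates 1 and 2, the libraries with at least 10 cells on both. 672 of 18101 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 234 higher on the ectoderm side and 438 on the mesendoderm side. DESeq2 called 1119, and edgeR without the library as a block 219. EDNRA, which did not name a class, had 111 ± 12.4 (n = 2) against 19.4 ± 3.03 (n = 2) CPM and a log2 fold change of 2.57 (SE 0.48, adjusted p = 1.06e-05). CYMP, a pseudogene, was higher on the mesendoderm side, with 0.151 ± 0.108 (n = 2) against 19.4 ± 3.51 (n = 2) and a log2 fold change of -7.28 (SE 1.98, adjusted p = 0.00959), not called without the block (adjusted p = 0.0604). The ordering of Monocle was not repeated here.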

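Replicates 3 and 4 hold 2 and 0 neural-like cells, so the ectoderm side rests on replicates 1 and 2. In replicate 2, PTN was found in 95.5% of the ectoderm-like cells and 84.2% of the mesendoderm-like cells, and CDH6 in 88.3% and 76.3%. The genes OTX2, PTN, FZD3, PAX6, MAP2, CDH6 and EDNRA, listed for neural cells, were all higher on the ectoderm side in both libraries, with log2 fold changes of 1.46 to 2.84. All but EDNRA named the class. OTX2 and PAX6 were not called without the library as a block (adjusted p = 0.41 and 0.689, edgeR).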

The ectoderm branch only consists of cells from neural cell cluster. The mesendoderm branch consists of cells from the muscle cell, endothelial cell, stromal cell, liver cell, and epithelial cell clusters. This differentiation trend is similar to the development in vivo that primed epiblasts develop into embryonic ectoderm and primitive streak (embryonic mesoderm and endoderm). It indicates that the differentiation trajectory of whole EBs can simulate the development in vivo. 

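In replicate 1, the mesendoderm side holds 95 muscle-like, 85 stromal-like, 22 liver-like and 4 endothelial-like cells, and in replicate 2 14, 13, 11 and 0. Muscle-like cells came mostly from replicates 3 and 4, with 326 and 535 cells, which have too few neural-like cells for the comparison. The mesendoderm side of the comparison is therefore not the mixture of all 4 libraries. LUM had 1111 CPM on the mesendoderm side of replicate 1 and 31.4 on its ectoderm side, and TTR 205 and 5.23; both name classes of the mesendoderm side.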

We used a specific heatmap to show the gene expression dynamics of these two branches (Fig. 4b and Additional file 1: Figure S5a). From pre-branch (Primed H9) to cell fate 1 (ectoderm), we found some gene clusters with specific expression pattern, including II (cluster 2), III (cluster 3), and V (cluster 5). 

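The genes that the study lists for each cluster were followed in the comparison of the ectoderm-like and mesendoderm-like cells. Of the 398 tested genes of cluster II, 352 were higher on the ectoderm side (median log2 fold change 1.41), as were 207 of 226 of cluster III (1.27) and 153 of 186 of cluster V (0.64). 57, 55 and 22 of them were called higher, and 1 gene of cluster II lower. A test of each list by camera with its preset correlation between genes gave adjusted p from 3.19e-35 to 6.88e-04 over the 6 lists. With the correlation estimated from these libraries, no list was called (adjusted p = 0.0901 to 0.321), and with fry cluster I alone (adjusted p = 0.0233; the others 0.112 to 0.178). Compared with Primed H9 as well, 220 of 230 genes of cluster III and 158 of 189 of cluster V were highest on the ectoderm side, and of cluster II 235, with 177 highest in Primed H9. The study drew the lists from the same cells, which makes the tallies no independent evidence.

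**Figure D5:**
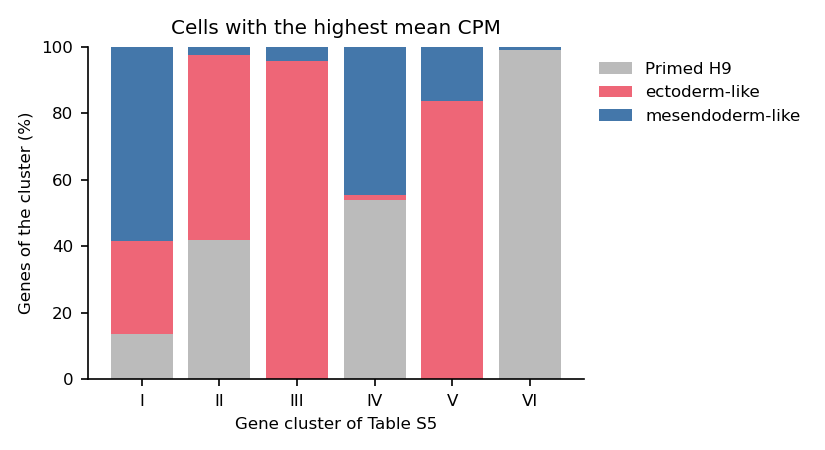
Stacked bars give, for gene clusters I to VI, the percentage of genes with their highest CPM in Primed H9, in ectoderm-like and in mesendoderm-like cells of day 8 EB replicates 1 and 2. 111 of 112 genes of cluster VI are highest in Primed H9.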

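Of the 112 genes listed as cluster VI, 111 had more CPM in Primed H9 than on either side of the EBs. Of the 1578 genes listed as cluster I, 923 were highest on the mesendoderm side, 443 on the ectoderm side and 212 in Primed H9. In the test of both sides, 1050 of 1499 genes of cluster I were lower on the ectoderm side (median log2 fold change -1.22), 340 called so and 77 called the other way. Primed H9 is 1 library, so which group is highest has no error for it. Cluster IV had 134 of 144 genes lower on the ectoderm side (median -1.50).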

We defined the genes cluster VI (cluster 6) and I (cluster 1), which are highly expressed in Primed H9 and cell fate 2 (mesendoderm), respectively. We performed GO enrichment analysis to reveal the different functions of these gene clusters (Additional file 1: Figure S5b). Nervous system development related GO terms are significantly enriched in cluster II, III, and V. In neural differentiation, cells get neural characteristics at the early stage of differentiation. 

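For nervous system development, the paper's supplement gives 14 genes of cluster II and 16 of cluster III. On the ectoderm side, 13 of 14 and 15 of 15 tested were higher, 3 and 5 called by edgeR over all genes, and 6 and 8 adjusted over the list alone. For central nervous system development all tested genes were higher, 10 of cluster II, 7 of cluster III and 6 of cluster V, with 1, 3 and 1 called. The day 8 cells compared here hold no time order, so the stage at which neural genes rise was not read from this comparison.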

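Of the genes that the supplement lists for kidney development, all 16 tested were lower on the ectoderm side, 7 called by edgeR's test over all genes and 12 adjusted over the list alone. For heart development it was 24 of 25 (11 called, 19 over the list alone) and for skeletal system development 25 of 25 (14 and 17). For angiogenesis, 37 of 41 were lower (22 and 29), and for lung development 12 of 14 (6 and 9). No gene of these lists was called higher on the ectoderm side.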

Cluster I is related with kidney development, heart development, skeletal system development, angiogenesis, and lung cell differentiation.

**Fig. 4:**
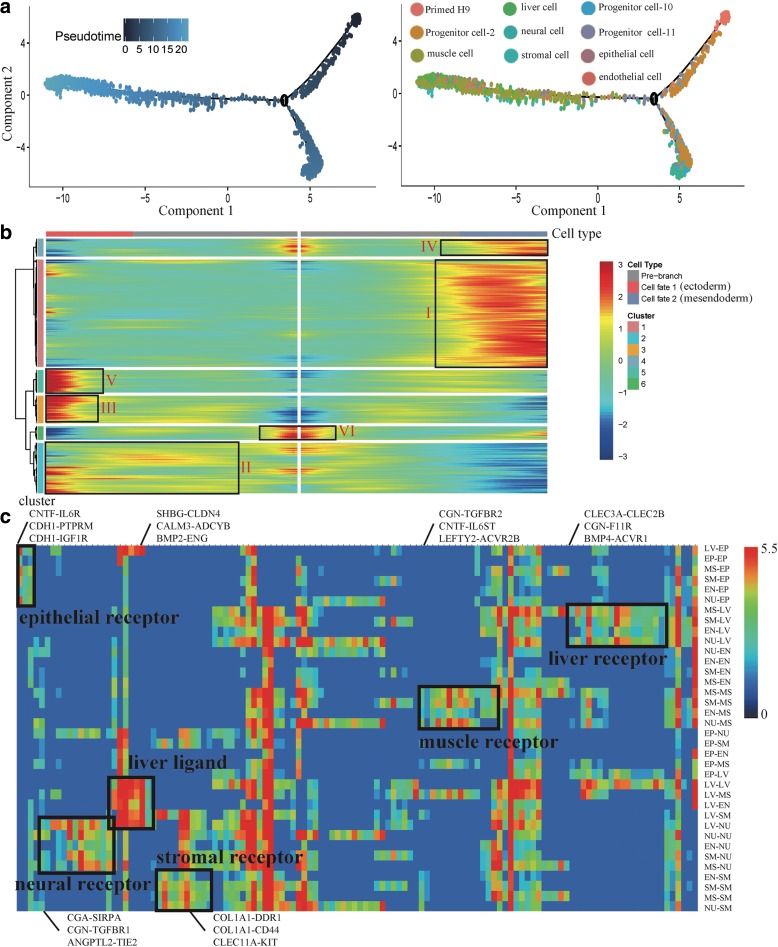
EBs simulate the early development in vivo. **a** Differentiation trajectory of EBs constructed by Monocle. **b** *Heatmap* shows the gene expression dynamics during EB differentiation. Genes (*row*) are clustered and cells (*column*) are ordered according to the pseudotime development. Genes are listed in Additional file 6: Table S5. Gene clusters I–VI were selected for further analysis. **c** *Heatmap* shows the mean number of cell–cell interactions. LV liver cell, EP epithelial cell, MS muscle cell, SM stromal cell, EN endothelial cell, NU neural cell. List of ligand-receptor pairings (*column*) and cell–cell pairings (*row*) are listed in Additional file 7: Table S6

The differentiation trend of EBs is similar to the development in vivo, because 3D EBs have complex cell adhesions and paracrine signaling system, which can establish various interactions among different cell types [70]. Based on the expression of ligands or complementary receptors on every cell, we calculated the number of interactions among different cell types and showed potential cell-cell interactions in a network (Additional file 1: Figure S6) [71]. These ligand-receptor pairings suggest extensive crosstalk among six types of progenitor cells (Fig. 4c). 

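The paper's supplement lists 122 ligand-receptor pairs, of which 120 have both genes in the files. A pair was counted for 2 day 8 EB cells where one had a count of the ligand and the other a count of the receptor, and the mean was taken over all pairs of cells of 2 classes. It was highest from liver-like to endothelial-like cells (9.09 pairs) and lowest among neural-like cells (2.58). Over all 6 classes, liver-like cells sent 7.70 pairs on average, epithelial-like 6.69, stromal-like 6.56, muscle-like 6.13, endothelial-like 4.96 and neural-like 3.60. Over cells of all libraries, endothelial-like cells received the most pairs (7.37), then stromal-like (6.43), epithelial-like (6.13), liver-like (5.58), muscle-like (5.36) and neural-like cells (4.76). Counted within each library over classes of at least 10 cells, a choice made after the results were seen, liver-like cells sent 8.09, 5.41, 5.81 and 8.79 pairs in replicates 1 to 4. The next class sent 6.79 (muscle-like), 5.36 (muscle-like), 5.35 (stromal-like) and 6.96 (epithelial-like). Apart from this lead, the order of the classes over all libraries does not hold within each. Muscle-like cells sent more than stromal-like cells in replicates 1 and 2 and fewer in replicate 3. Neural-like cells sent 6.05 in replicate 1 and 3.31 in replicate 2. Muscle-like cells received more than liver-like cells in replicates 1, 3 and 4 (6.64 against 6.37 in replicate 1 and 4.25 against 4.20 in replicate 3). The class that received the most was stromal-like in replicates 1 and 2, endothelial-like in replicate 3 and epithelial-like in replicate 4. A cell with more counts has more genes with a count, and the classes differ in depth: the median was 224580 counts in stromal-like, 203452 in endothelial-like, 169389 in liver-like, 155124 in epithelial-like, 137684 in neural-like and 135772 in muscle-like cells. For each of the 36 ordered pairs of classes, between 24 and 37 of the ligand-receptor pairs had the ligand in at least 10% of the cells of the sending class and the receptor in at least 10% of those of the receiving class. By that count stromal-like cells sent the most, 32 to 37 pairs, and liver-like cells 28 to 33. With expressed taken as above the mean over all cells, liver-like cells had 2.92 pairs with the other classes and these 2.37 among themselves, in place of 6.64 and 5.59; without replicate 4 it was 5.25 and 4.69. The counts show transcripts of both genes and no contact or binding.

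**Figure D6:**
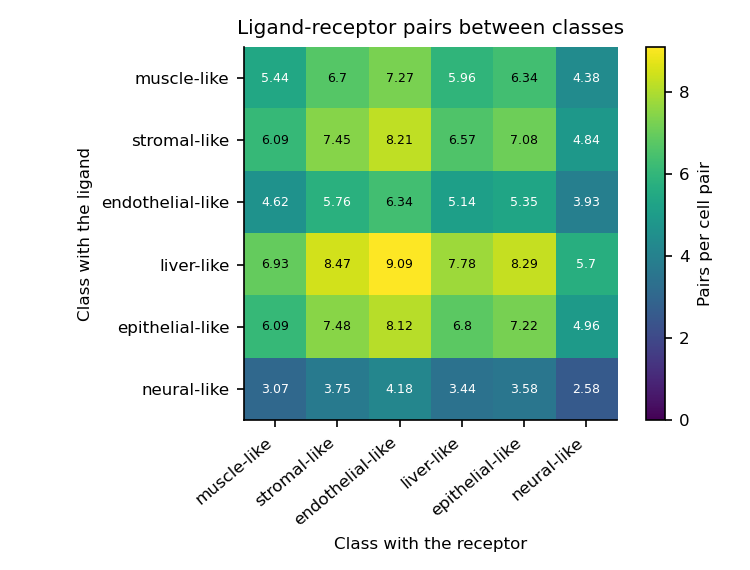
The colour of each square gives the mean number of ligand-receptor pairs per pair of day 8 EB cells, with the class of the cell with the ligand by row and that of the cell with the receptor by column. The row of liver-like cells reaches 9.09 and the row of neural-like cells starts at 2.58.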

The one-to-many and many-to-one relationships exist between receptors and ligands. For example, liver cell receptor *CLEC2B* can bind ligand *CLEC3A* from muscle cells, stromal cells, endothelial cells, and neural cells; liver ligand *SHBG* can bind to receptor *CLDN4* on all types of cells, which indicate the important roles of liver cells in the differentiation of other cell types. These ligand-receptor pairings may reveal the cell–cell interactions during the development in vivo.

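CLEC2B (chromosome 12, 9852369 to 9869386), a C-type lectin, had no count in the 261 liver-like cells, which allows a share of cells with a count of up to 1.40%, and was found in 1 of 910 muscle-like and 1 of 124 stromal-like cells. CLEC3A (chromosome 16, 78022515 to 78066761), a secreted lectin, was found in 6 muscle-like (0.659%), 4 of 540 neural-like, 1 stromal-like and 1 of 26 endothelial-like cells, and also in 1 liver-like cell. SHBG (chromosome 17, 7613946 to 7633382), sex hormone binding globulin, was found in 8 liver-like cells (3.07%, 1.33 to 5.95%). Its share was 3.19% in muscle-like, 3.85% in endothelial-like (1 of 26) and 6.67% in epithelial-like cells, none below that in liver-like cells. It was lower in neural-like (0.926%) and stromal-like cells (0.806%, 1 of 124). CLDN4 (chromosome 7, 73799542 to 73832690), a claudin, was found in 44.1% of liver-like cells and in 3.85% (endothelial-like) to 25% (epithelial-like) of the other classes. From these pairs, the paper proposes that liver cells take part in the differentiation of other cell types.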

The whole lineage differentiation trajectory cannot reveal the single-cell gene expression dynamics of each progenitor cell, so we constructed differentiation trajectory for each cell type with day 8 EBs (Fig. 5a). Transcription factors (TFs) play a key role in the regulation of development and differentiation. Based on the dynamics of their expression patterns, the TFs associated with each differentiation trajectory were divided into three clusters (I, II, III) (Fig. 5b). 

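The cells of each class were ordered with Primed H9 by a diffusion map over 2000 variable genes, as a substitute for Monocle, and the EB cells were split by this order into 3 stages (early, middle and late) of equal numbers of cells. For each transcription factor the mean CPM were compared between Primed H9 and the 3 stages. The 741 factors that the study lists are all in the files. Of the 318 listings as cluster I over the 6 classes, 242 were highest in Primed H9 (76.1%), with a share from 64.4% in endothelial to 88.7% in liver cells. In the clusters II and III, 1.10% and 2.55% were highest there.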

Cluster I TFs are highly expressed at the initial stage of differentiation. Primed H9, the common starting point of differentiation, highly express cluster I TFs (e.g. *SOX2*, *PRDM14*, and *ZIC2*) [72]. 

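SOX2 (chromosome 3, 181711925 to 181714436) had 68.8 CPM in Primed H9 and 17.8, 6.10 and 0.24 in the early, middle and late stages of the muscle-like cells. PRDM14 (chromosome 8, 70051651 to 70071693) had 26.9 in Primed H9 and at most 5.73 in a stage of any class, and ZIC2 (chromosome 13, 99981784 to 99986765) 66.2 in Primed H9 and 6.83 in late muscle-like cells. In neural-like cells SOX2 and ZIC2 were higher than in Primed H9, with 232 and 290.2 in the late stage, and the study lists them there in cluster II. Primed H9 is 1 library, so these values have no error between replicates.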

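Of the 1368 listings as cluster II with a count, 506 were highest in the late stage (37.0%), with 57.7% in neural, 39.7% in epithelial, 36.5% in endothelial, 34.1% in stromal, 20.1% in muscle and 14.9% in liver cells. In CPM of the early, middle and late stages, HAND1 had 429.6, 669 and 1064 in muscle-like cells and ZFHX3 35.5, 48.7 and 36.8. TAL1 had 119, 80.5 and 202 and GATA2 21.6, 3.75 and 5.94 in the 26 endothelial-like cells. KLF6 had 1019, 931 and 1373 and MAF 21.7, 42.4 and 22.2 in stromal-like cells, and EOMES 3.60, 10.1 and 6.39 and SOX7 10.5, 2.63 and 2.27 in liver-like cells. SOX9 had 0, 0 and 5.15 and FOXP1 26.7, 51.3 and 68.5 in epithelial-like cells, and PAX3 85.8, 169 and 187 and TFAP2B 76.9, 50.0 and 72.1 in neural-like cells. The late stage was the highest for HAND1, TAL1, KLF6, SOX9, FOXP1 and PAX3. Stage and library are confounded: replicate 4 gave 98.8% of the late muscle-like and 100% of the late liver-like cells, and replicate 3 59.3% and 47.1% of the early ones. A change between stages can thus be a difference between libraries. The ordering moves these shares: ranked on the first principal component instead, 54.3% in muscle and 49.6% in liver cells were highest in the late stage, and without replicate 2 35.5% in neural cells. Stages were also taken within each library, a choice made after the files were examined, and late and middle stages were compared. In muscle-like cells of 3 libraries, 0 of 17157 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 549 at an unadjusted p under 0.05. In liver-like cells of 2 libraries it was 0 of 13814 by the same test, with 264. Other classes had too few cells per library. Of cluster II, 175 of 323 factors were higher late in muscle-like cells (54.2%, against 49.3% of all genes). In liver-like cells it was 69 of 117 (59.0% against 52.0%). Of cluster III, 60 of 129 (46.5%) and 117 of 265 (44.2%) were higher late. None of these factors was called, nor when adjusted over the list alone.

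**Figure D7:**
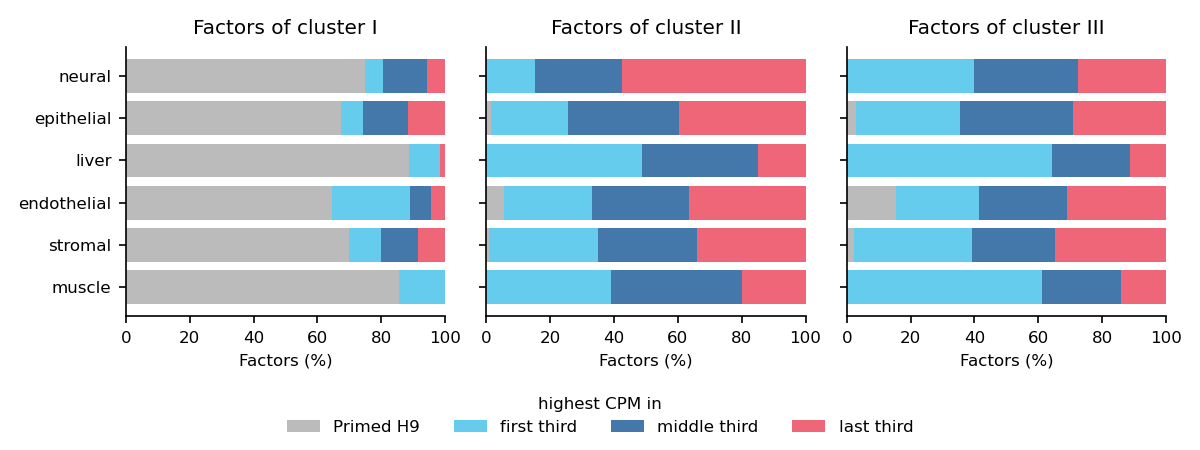
Stacked bars give, for the factors of clusters I, II and III (1 panel each), the percentage with the highest mean CPM in Primed H9 and in the early, middle and late stages of each class. The late stage takes 57.7% of cluster II in neural and 14.9% in liver cells.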

Cluster II TFs are highly expressed at the terminal stage of differentiation, so these TFs indicate the characteristics of each progenitor cell, including cluster endothelial cell (e.g. *GATA2* and *TAL1*) [73], cluster muscle cell (e.g. *HAND1* and *ZFHX3*) [74], cluster stromal cell (e.g. *KLF6* and *MAF*) [75], cluster liver cell (e.g. *EOMES* and *SOX7*) [76], cluster epithelial cell (e.g. *SOX9* and *FOXP1*) [77], and cluster neural cell (e.g. *PAX3* and *TFAP2B*) [78]. Cluster I and II TFs indicate that the start points and end points of our differentiation trajectories are correct. 

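In muscle-like and liver-like cells these stages follow the libraries. Of the 1060 listings as cluster III, 291 were highest in the middle stage (27.5%), 487 in the early and 255 in the late stage. In CPM of the early, middle and late stages, CDX1 had 8.01, 0.935 and 0.280 and MEF2C 14.4, 8.60 and 3.38 in muscle-like cells. PAX3 had 20.3, 11.6 and 0.959 and SALL1 25.6, 22.6 and 3.65 in stromal-like cells, and MEIS2 21.3, 16.5 and 26.2 and PRRX1 39.0, 56.8 and 59.3 in liver-like cells. ARID5B had 58.5, 40.6 and 75.2 in epithelial-like cells, and PKNOX2 39.6, 20.8 and 28.3 and TBX3 8.24, 14.7 and 23.0 in neural-like cells. CASZ1, with 0, 7.38 and 6.95 in epithelial-like cells, was the one of these factors with its highest value in the middle stage. From the order of clusters I and II, the paper concludes that the start and end points of its trajectories are correct.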

Cluster III TFs are highly expressed at the middle stage of differentiation, including cluster endothelial cell (e.g. *HOXA1* and *TFAP2A*), cluster muscle cell (e.g. *CDX1* and *MEF2C*), cluster stromal cell (e.g. *PAX3* and *SALL1*), cluster liver cell (e.g. *MEIS2* and *PRRX1*), cluster epithelial cell (e.g. *ARID5B* and *CASZ1*), and cluster neural cell (e.g. *PKNOX2* and *TBX3*). These TFs are the candidate genes to control the differentiation of each progenitor cell. We also performed Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis to reveal the major differential signaling pathways involved in the differentiation, including cluster endothelial cell (e.g. MAPK and Hippo), cluster muscle cell (e.g. Prolactin and Estrogen), cluster stromal cell (e.g. Wnt and Hippo), cluster liver cell (e.g. Prolactin and cGMP-PKG), cluster epithelial cell (e.g. Hippo and AMPK), and cluster neural cell (e.g. Hippo and cGMP-PKG) (Additional file 1: Figure S7). These differentiation trajectories show us the key TFs and signaling pathways that related to the differentiation process and may provide evidences for the optimization of the differentiation system in vitro.

**Fig. 5:**
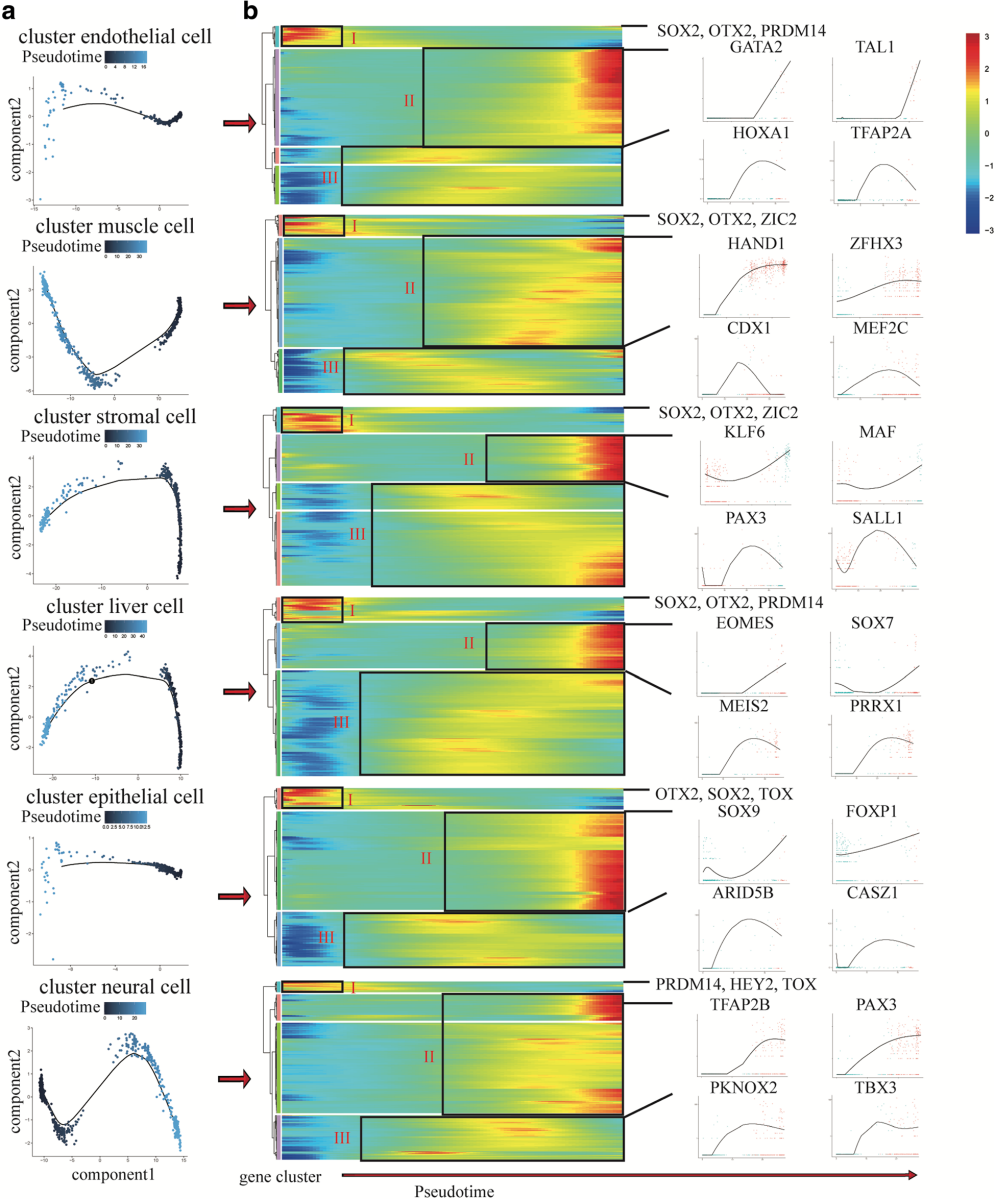
Differentiation trajectories of progenitor cells derived from hPSC. **a** Differentiation trajectories of progenitor cells constructed by Monocle. **b** *Heatmaps* show TFs expression dynamics during differentiation. Genes are listed in Additional file 8: Table S7. Genes (*row*) are clustered and cells (*column*) are ordered according to the pseudotime development. In each heatmap, TFs are divided into three clusters (I, II, and III). Specific TFs are listed on the *right* to show their expression dynamics

### Construction of naïve hPSC reset trajectory

We reset Primed H9 into Naïve-like H9 by RSeT, a commercial medium based on NHSM formula [10]. 

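The bulk values, read as RSEM expected counts, are those of 12 libraries, 2 each of Primed H9 and of days 3, 6, 10, 15 and 20 in RSeT medium. Rounded, they sum per library to 16447794 to 20365412 counts, and 20418 to 21518 genes were above 0. They were compared with edgeR's quasi-likelihood F test on the rounded counts, with 6 residual degrees of freedom and adjustment by Benjamini-Hochberg over 17553 genes, and distances were taken on log2 CPM plus 1 over 16092 genes. The single cells of the reset come from 1 library of day 10 (342 cells, median 214816 counts) and 2 of day 20 (550 and 588 cells, median 252946 and 200086), and were compared as sums per library as for the EBs. Days 3, 6 and 15 have no single cells in the files.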

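The distance between bulk libraries of day 20 and Primed H9 was 112 ± 7.37 (4 pairs of libraries), 2.10 times the mean distance of 53.6 between replicates, and that between day 3 and Primed H9 89.5 ± 3.17 (1.67 times). Successive days from 3 to 20 lay 59.6, 61.4, 60.7 and 56.1 apart, 1.05 to 1.14 times the replicate distance, with the smallest value between days 15 and 20. 4288 genes were called between day 20 and Primed H9 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (2356 of them beyond 2-fold), 2841 between day 3 and Primed H9, and 1, 0, 1 and 0 between successive days. Of the successive days, 1740, 2063, 1235 and 1765 genes had an unadjusted p under 0.05, DESeq2 called 177, 306, 49 and 122, and limma on log2(CPM + 1), like DESeq2 added after the files were examined, 4, 9, 1 and 0. Without a filter on low values, edgeR called 682, 710, 538 and 356 genes between successive days. With replicate number as a block, it called 29, 24, 2 and 0, with 1898 at an unadjusted p under 0.05 for the 0. A longer span, days 10 to 20, chosen after the results were seen, gave 98 genes (563 with the block) and 1.38 times the replicate distance. With 2 libraries per day, a lack of calls does not show that a state is stable.

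**Figure D8:**
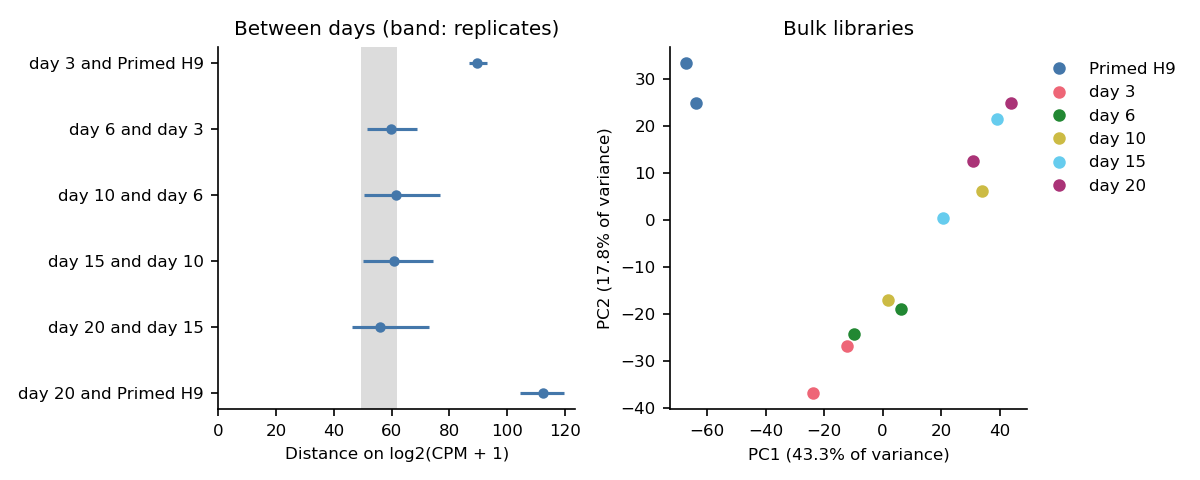
The left panel gives the distance between bulk libraries of each pair of days, in log2 CPM, with the range of the replicate distances (49.3 to 61.9) as a band; the right panel gives principal components 1 (43.3% of variance) and 2 (17.8%), with libraries by day. The distance to Primed H9 grows from 89.5 on day 3 to 112 on day 20.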

Through bulk RNA-seq, we found the state of Naïve-like H9 was stable after 15–20 days domestication in RSeT media (Fig. 6a). We confirmed the naïve state via morphology, immunofluorescence of surface markers and pluripotent transcription factors, quantitative PCR (qPCR) of naïve and primed genes [79, 80], and flow cytometry of surface markers [81] (Additional file 1: Figure S8).

**Fig. 6:**
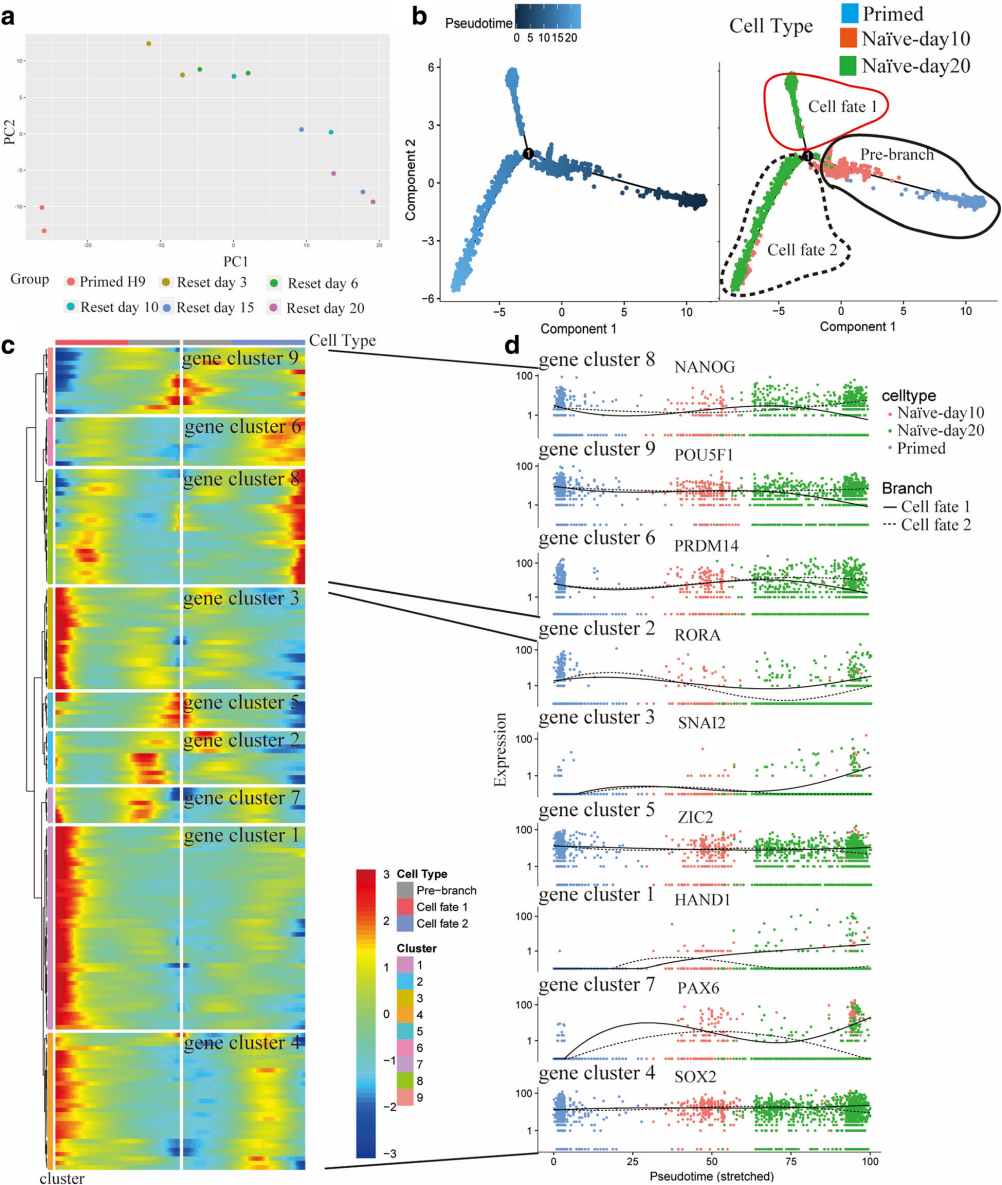
Construction of naïve hPSC reset trajectory by pseudotime analysis. **a** PCA analysis of bulk RNA-seq shows the correlation of hPSCs with different states. Reset H9 was sampled at day 3, day 6, day 10, day 15, and day 20. **b** H9 reset trajectory constructed by Monocle. **c** *Heatmap* shows TFs expression dynamics during the cellular-state transition process. Genes (*row*) are clustered and cells (*column*) are ordered according to the pseudotime development. Genes are listed in Additional file 9: Table S8. **d** TFs expression dynamics. Full line: cell fate 1; Imaginary line: cell fate 2

We performed pseudotime analysis to study cell state transition process (from day 0 to day 20) using scRNA-seq data (Fig. 6b). 

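Single genes do not order day 10 alike. GDF3 (chromosome 12, 7689784 to 7695775), a growth factor, had 22.0 in Primed H9, 38.9 on day 10 and 438 and 284 in the libraries of day 20, in CPM summed over all cells, so day 10 lies between. THY1 (chromosome 11, 119415476 to 119424985), a cell surface glycoprotein, had 99.2 in Primed H9, 12.5 on day 10 and 10.2 and 7.77 in the libraries of day 20. POU5F1 (chromosome 6, 31164337 to 31180731) had 41.0 in Primed H9, 20.9 on day 10 and 24.7 and 24.0 in the libraries of day 20, so day 10 lies below the other times, and pseudogenes close to it in sequence make its counts uncertain. Day 10 and Primed H9 are 1 library each, and the differences were not tested.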

Day 10 RSeT samples are at the intermediate state followed Primed H9. Day 20 RSeT samples are divided into two branches (cell fate 1 and cell fate 2). 

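Clusters of the reset cells were named by the set with the higher mean fold over other day 20 cells, with at least 3 of its genes raised. The sets were TDGF1, DPPA4, L1TD1, TERF1 and ESRG for fate 2-like and MEIS2, MEF2C, EPAS1, HOXB2, NFIX, COL3A1 and COL1A1 for fate 1-like cells; the fate 2-like clusters had 4 or 5 raised. Fate 2-like cells made up 75.3% (71.4 to 78.8%) of day 20 replicate 1 and 19.6% (16.4 to 23.0%) of replicate 2, fate 1-like cells 22% (18.6 to 25.7%) and 35.2% (31.3 to 39.2%), and 2.55% and 45.2% had neither set raised. At a clustering resolution of 0.8 the share of fate 2-like cells was 78% and 64.3%. The share of replicate 2 rests there on a cluster of 397 cells in which 3 of the 5 genes were raised, with a mean log2 fold of 0.11. On day 10, 2 of 342 cells were fate 2-like and 7 fate 1-like. Between both sets in the libraries of day 20, 1506 of 17234 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 899 higher in fate 2-like cells and 607 lower, with 2446 by DESeq2, 2677 without a filter on low counts and 189 without the library as a block.

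**Figure D9:**
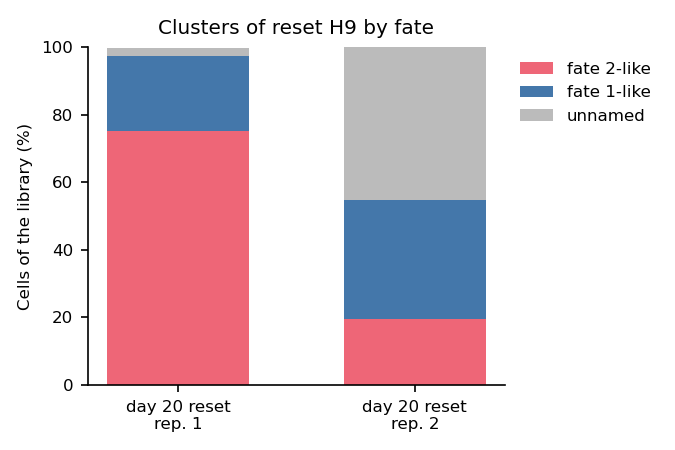
Stacked bars give the percentage of cells in the fate 2-like, fate 1-like and unnamed clusters for each day 20 library. Fate 2-like cells are 75.3% of day 20 replicate 1 and 19.6% of replicate 2.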

The RSeT culture process causes the heterogeneity of the Naïve-like H9. 

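Among the nearest 30 neighbours of a day 20 cell from either day 20 library, 91.0% came from its own library, where 50.0% would be met by chance. Cells of replicates 1 and 2 thus lay mostly apart, and these files cannot tell a difference between cultures from one between library preparations. The fate 1-like clusters each held cells of both replicates, 92 and 132, 19 and 54, and 10 and 21 cells of replicates 1 and 2. TDGF1 (chromosome 3, 46574534 to 46582457), which names the fate 2-like cells, was found in 95.6% of all day 20 cells of replicate 1 and 87.2% of replicate 2, and in 100% of Primed H9 cells.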

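POU5F1, which encodes the transcription factor OCT4, had 30.0 ± 3.12 (n = 2) against 9.93 ± 2.77 (n = 2) CPM in fate 2-like and fate 1-like cells of day 20, a log2 fold change of 1.87 (SE 0.25, adjusted p = 0.00459) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NANOG (chromosome 12, 7787794 to 7799146) had 22.0 ± 3.84 (n = 2) against 8.80 ± 4.07 (n = 2) and 1.64 (SE 0.29, adjusted p = 0.0146), and PRDM14 53.1 ± 0.415 (n = 2) against 17.9 ± 7.41 (n = 2) and 1.88 (SE 0.23, adjusted p = 0.00346). All were higher in both libraries, and none was called without the library as a block (adjusted p = 0.0570, 0.142 and 0.0588). SOX2, of the same network, was lower in fate 2-like cells (-0.56, SE 0.15, adjusted p = 0.0617) and was called so by DESeq2 (adjusted p = 0.0291). Of the 9 factors listed for both fates, 3 were called higher and 3 lower, and 3 and 6 when adjusted over the list alone.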

The expression pattern shows that only cell fate 2 branch directs to the naïve state with high expression of pluripotent TFs (e.g. *POU5F1*, *NANOG*, and *PRDM14*) (Fig. 6c and d). 

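HAND1 (chromosome 5, 154474972 to 154478227), a basic helix-loop-helix factor, had 0.228 ± 0.169 (n = 2) against 23.9 ± 10.7 (n = 2) CPM in fate 2-like and fate 1-like cells of day 20, a log2 fold change of -6.16 (SE 0.59, adjusted p = 9.69e-04) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SNAI2 (chromosome 8, 48917598 to 48921740), a zinc-finger factor, had 0.268 ± 0.276 (n = 2) against 5.99 ± 2.81 (n = 2) and -4.31 (SE 1.04, adjusted p = 0.0433), and PAX6 (chromosome 11, 31784779 to 31817961), a paired box factor, 1.71 ± 0.187 (n = 2) against 21.8 ± 12.2 (n = 2) and -3.33 (SE 0.48, adjusted p = 0.00642). SNAI2 was not called without the library as a block (adjusted p = 0.104). In fate 1-like cells, HAND1 had a count in 9 of 121 cells of replicate 1 and 23 of 207 of replicate 2, so a minority of cells carries its sum.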

Cell fate 1 branch directs to a differentiation state with gradual downregulation of pluripotent TFs (e.g. *POU5F1* and *NANOG*) and upregulation of lineage specifier genes (e.g. *HAND1*, *SNAI2*, and *PAX6)*. 

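At day 10, HAND1 had 1.23 (0.992 to 1.50) CPM with its 95% interval, against 0.0505 (0.0203 to 0.104) in Primed H9, 0.347 (0.25 to 0.469) and 0.108 (0.0224 to 0.317) in fate 2-like cells of both day 20 libraries, and 16.4 (14.8 to 18.1) and 31.5 (29.8 to 33.3) in fate 1-like cells. SNAI2 had 2.09 (1.78 to 2.44) at day 10, 0.318 (0.231 to 0.427) in Primed H9, and 0.463 (0.35 to 0.601) and 0.0723 (0.00875 to 0.261) in fate 2-like cells. PAX6 had 47.3 (45.7 to 48.8) at day 10, 0.513 (0.400 to 0.647) in Primed H9, and 1.58 (1.36 to 1.82) and 1.84 (1.37 to 2.42) in fate 2-like cells. Day 10 stands here for a middle stage, it is 1 library, and cells were not ordered within a day.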

Though these lineage specifier genes are upregulated at the middle stage in both branches, they are downregulated at the terminal stage of cell fate 2. The differential expression dynamics of lineage specifier genes may help us to understand the reset process.

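The 529 fate 2-like cells of both day 20 libraries were taken as Naive-like H9 and compared with the 695 cells of Primed H9. The genes that name the fate 2-like cells are also among the markers fixed here for Primed H9. This choice can thus bring both groups closer in genes of pluripotency. The libraries share almost no cluster among the fate 2-like cells. 274 and 138 cells of replicate 1 lie in 2 clusters, and 114 of the 115 of replicate 2 in another. With 2 sums against 1, the test has 1 residual degree of freedom, and the error comes from the Naive-like side alone. 1144 of 23293 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 445 higher and 699 lower in Naive-like H9, and DESeq2 called 1196. With all day 20 cells in place of the fate 2-like cells it was 1446 genes, and with every cell thinned to 50000 counts 1020. On simulated counts, 50.7% of 8-fold changes were recovered. Among genes without any count in 1 group, GATA4 had a mean of 2.94 CPM in Naive-like H9. This is 135.9 times the limit of 3 counts in Primed H9, and a limit from an interval bounded on both sides would give a smaller fold. DNMT3L had no count in Primed H9 (a limit of 0.0217 CPM) and 12.1 and 67.1 CPM in the libraries of Naive-like H9. P2RX5 had 10.4 CPM in Primed H9 and no count in Naive-like H9, where the limits were 0.0248 CPM in replicate 1 and 0.108 CPM in replicate 2. In bulk, 11840 of 16504 genes tested in both changed in the same direction between day 20 and Primed H9, and so did all 888 genes called in both. The bulk libraries of day 20 hold the whole culture and not the fate 2-like cells alone.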

We extracted cell fate 2 branch as Naïve-like H9 to compare gene expression pattern between Naïve-like and Primed H9 at single-cell level (Fig. 7a). Though expression distributions of pluripotent TFs (e.g. *POU5F1*, *NANOG*, and *SOX2*) are similar (Fig. 7b and Additional file 1: Figure S9a), there are significant differences in gene expression signatures between Naïve-like and Primed H9 (Fig. 7c). 

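POU5F1 had 30.0 ± 3.12 (n = 2) against 41.0 (n = 1) CPM in Naive-like and Primed H9, a log2 fold change of -0.40 (SE 0.39, adjusted p = 0.784) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NANOG had 22.0 ± 3.84 (n = 2) against 11.7 (n = 1) and 0.96 (SE 0.48, adjusted p = 0.367), and SOX2 57.3 ± 5.46 (n = 2) against 68.8 (n = 1) and -0.23 (SE 0.37, adjusted p = 0.920). None of them was called, which with 1 residual degree of freedom does not show that they are equal. In the bulk libraries, POU5F1 was lower on day 20 than in Primed H9 (-0.61, SE 0.18, adjusted p = 0.0309 by edgeR's quasi-likelihood test). Bulk day 20 includes fate 1-like cells, which had less POU5F1 than fate 2-like cells, so this fall does not describe Naive-like cells alone. NANOG lay above its mean over all cells in 44.2% of Naive-like and 25.0% of Primed cells, and SOX2 in 41.8% of Naive-like and 41.9% of Primed cells. With all day 20 cells the log2 fold change of SOX2 was 0.02. Of the 20 signature genes that the paper's figure gives for Naive-like H9, 19 were called higher (20 over the list alone), and of the 20 for Primed H9 all were called lower. The largest was PCAT14 (548 ± 239 (n = 2) against 0.585 (n = 1); 9.93, SE 0.60, adjusted p = 5.03e-57); GAL was not called (adjusted p = 0.0607) except by DESeq2 and in thinned cells (adjusted p = 0.0371 and 0.0478), and its adjusted p ran from 0.0371 to 0.842 over the alternatives.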

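DUSP6 (chromosome 12, 89347235 to 89352501), a phosphatase of MAP kinases, had 2.41 ± 2.24 (n = 2) against 59.9 (n = 1) CPM in Naive-like and Primed H9, a log2 fold change of -4.57 (SE 0.45, adjusted p = 1.88e-21) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. THY1 had 7.87 ± 4.38 (n = 2) against 99.2 (n = 1) and -3.62 (SE 0.38, adjusted p = 2.57e-18), DNMT3B (chromosome 20, 32762385 to 32809359), a DNA methyltransferase, 258 ± 84.7 (n = 2) against 673 (n = 1) and -1.35 (SE 0.34, adjusted p = 0.00322). ZIC2 (-1.43, SE 0.38, adjusted p = 0.00513), ZIC5 (-1.75, SE 0.51, adjusted p = 0.0164) and CD24 (-1.10, SE 0.35, adjusted p = 0.0369) were lower too, and all 6 were lower in both day 20 libraries, and called over the list alone. With all day 20 cells, ZIC2, ZIC5 and CD24 were not called (adjusted p = 0.0615, 0.0628 and 0.0864), nor were ZIC5 by DESeq2 (0.0747) and CD24 without a filter or in thinned cells (0.0866 and 0.0538). Over the alternatives, the adjusted p ran from 0.00551 to 0.0615 for ZIC2, 0.0197 to 0.0747 for ZIC5 and 0.0416 to 0.0866 for CD24. DUSP6 lay above its mean over all cells in 3.21% of Naive-like and 49.2% of Primed cells, and CD24 in 30.8% of Naive-like and 78.0% of Primed cells. All 6 were also called lower on day 20 in the bulk libraries, with DUSP6 at -4.45 (SE 0.58, adjusted p = 5.80e-04).

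**Figure D10:**
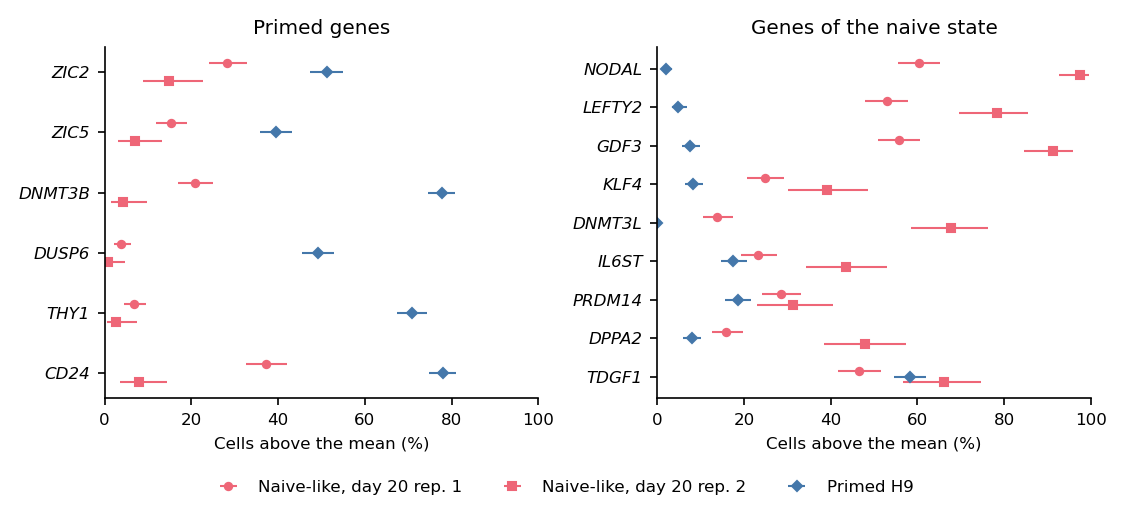
Points give the percentage of cells above the mean of each gene over all cells, with exact 95% intervals, for genes listed as primed and as naive in Naive-like and Primed H9. CD24 is above its mean in 30.8% of Naive-like and 78.0% of Primed cells.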

Primed genes (e.g. *ZIC2*, *ZIC5*, *DNMT3B*, *DUSP6*, *THY1*, and *CD24*) are enriched in Primed H9 (Fig. 7d). 

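NODAL (chromosome 10, 70431936 to 70447951), a ligand of the TGF-beta family, had 455 ± 133 (n = 2) against 4.25 (n = 1) CPM in Naive-like and Primed H9, a log2 fold change of 6.80 (SE 0.52, adjusted p = 2.79e-36) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LEFTY2 had 531 ± 42.3 (n = 2) against 9.16 (n = 1) and 5.91 (SE 0.49, adjusted p = 7.68e-30), though its counts may mix with those of LEFTY1, which is close in sequence, GDF3 4.83 (SE 0.47, adjusted p = 3.32e-22) and KLF4 (chromosome 9, 107484852 to 107490482) 11.4 ± 3.71 (n = 2) against 1.99 (n = 1) and 2.58 (SE 0.69, adjusted p = 0.00585). DNMT3L, a cofactor of DNA methyltransferases, had 39.6 ± 38.9 (n = 2) against 0 (n = 1), with no count in Primed H9, and DPPA2 45.0 ± 31.5 (n = 2) against 9.39 (n = 1) and 2.33 (SE 0.45, adjusted p = 1.51e-05); DPPA2 was not called with all day 20 cells (adjusted p = 0.125, 8.38e-06 to 0.125 over the alternatives). IL6ST (0.97, SE 0.51, adjusted p = 0.411), PRDM14 (1.03, SE 0.40, adjusted p = 0.145) and TDGF1 (0.19, SE 0.36, adjusted p = 0.940) were higher in both libraries and not called by edgeR or DESeq2 (DESeq2 adjusted p = 0.381, 0.0835 and 0.895). TDGF1 names the fate 2-like cells and with all day 20 cells was lower than in Primed H9 (-0.58). As a difference of mean expression per cell from Primed H9, in natural logarithms, TDGF1 was -0.0112 in replicate 1 and 0.109 in replicate 2 of the fate 2-like cells. Of the 9 genes, 6 were called and 7 over the list alone; in bulk, 8 were called higher on day 20, with IL6ST at 1.85 (SE 0.44, adjusted p = 0.0119) and PRDM14 at 1.02 (SE 0.28, adjusted p = 0.0224), and TDGF1 was lower (-0.36, SE 0.27, adjusted p = 0.357). The paper concludes from these genes that its Naive-like H9 are in a naive state.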

*NODAL*, *LEFTY2*, *GDF3*, *KLF4*, *DNMT3L*, *IL6ST*, *PRDM14*, *DPPA2*, and *TDGF1* are highly expressed in Naïve-like H9 as previously reported (Fig. 7e) [79, 80]. These results confirmed the “naïve” state of our Naïve-like H9. These gene expression characteristics also exist in Naïve-like H1 (Additional file 1: Figure S10a–c and S10f). 

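The H1 cells are 1 library per state (336 Naive-like and 361 Primed cells, median 136008 and 152346 counts), so they were tested with H9, with the line as a term, 3 Naive-like against 2 Primed sums. 657 of 20322 genes were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1873 by DESeq2 and 1506 without a filter on low counts, and between 341 (without day 20 replicate 1) and 1144 (without H1) with a library or line left out. Of the primed genes, DUSP6 (-3.58, SE 0.64, adjusted p = 0.0167), THY1 (-3.14, SE 0.37, adjusted p = 0.00314), DNMT3B (-1.69, SE 0.28, adjusted p = 0.0124) and CD24 (-1.24, SE 0.26, adjusted p = 0.0360) were called lower; DUSP6 was not without day 20 replicate 1 (adjusted p = 0.0760) nor CD24 without replicate 2 (0.0694). Of the naive genes, LEFTY2 (5.14, SE 0.46, adjusted p = 0.00120), GDF3 (3.36, SE 0.73, adjusted p = 0.0381) and DNMT3L (10.86, SE 1.31, adjusted p = 0.00333) were called. GDF3 was not called without day 20 replicate 1 (adjusted p = 0.0916). NODAL (4.53, SE 1.14, adjusted p = 0.0677) and KLF4 (2.13, SE 0.53, adjusted p = 0.0667) were called by DESeq2 (0.0188 and 9.36e-04) and not by edgeR. Over the list alone 6 of 6 primed and 6 of 9 naive genes were called. TDGF1 had 164 against 542 CPM in Naive-like and Primed H1 and was lower there. In H9 it was higher in the fate 2-like cells, which it helps to name, and lower with all day 20 cells. The H1 cells were not chosen by such genes, so this does not show that the lines differ. A term for line by state, which asks whether the lines differ, was called for 148 of 23835 genes, among them GDF3 (-3.29, SE 0.57, adjusted p = 7.21e-06), with 110 by DESeq2 and 54 with all day 20 cells.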

We performed surface marker analysis to show the candidate surface genes, which can distinguish naïve hPSCs from primed hPSCs (Additional file 1: Figure S9b). The surface markers of Primed H9 include *CUZD1*, *KCNQ2*, *CLDN10*, *PODXL*, etc.; the surface markers of Naïve-like H9 include *CNTNAP2*, *FZD5*, etc.

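CUZD1 (chromosome 10, 122832158 to 122846175), a zona pellucida-like protein, had 0.513 ± 0.725 (n = 2) against 49.7 (n = 1) CPM in Naive-like and Primed H9, a log2 fold change of -6.35 (SE 0.51, adjusted p = 5.17e-32) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; DESeq2 did not call it (adjusted p = 0.570, the highest of the alternatives, which start at 1.82e-33). CLDN10 (chromosome 13, 95433604 to 95579759), a claudin, had 6.68 ± 5.81 (n = 2) against 66.2 (n = 1) and -3.28 (SE 0.41, adjusted p = 4.03e-13). PODXL was lower and not called (91.7 ± 58.1 (n = 2) against 173 (n = 1); -0.90, SE 0.35, adjusted p = 0.132). CNTNAP2 (chromosome 7, 146116002 to 148420998), a neurexin-like protein, was higher and called (199 ± 11.4 (n = 2) against 62.7 (n = 1); 1.71, SE 0.38, adjusted p = 4.76e-04). FZD5, a Wnt receptor, was higher and not called (57.2 ± 13.8 (n = 2) against 30.8 (n = 1); 0.93, SE 0.40, adjusted p = 0.219). Of 23 listed surface genes of Primed H9, 21 were called lower (23 over the list alone), and of 11 of Naive-like H9 7 were called higher (11). Tested with H1, 16 and 3 were called, and CUZD1 was not (adjusted p = 0.0827), though it was without a filter on low counts (1.75e-19; 5.17e-32 to 0.331 over the alternatives). CUZD1 lay above its mean in 0.378% of Naive-like and 28.8% of Primed cells of H9 and 1.79% of Naive-like and 7.76% of Primed cells of H1. These are counts of transcripts, and protein at the surface was not measured here.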

**Fig. 7:**
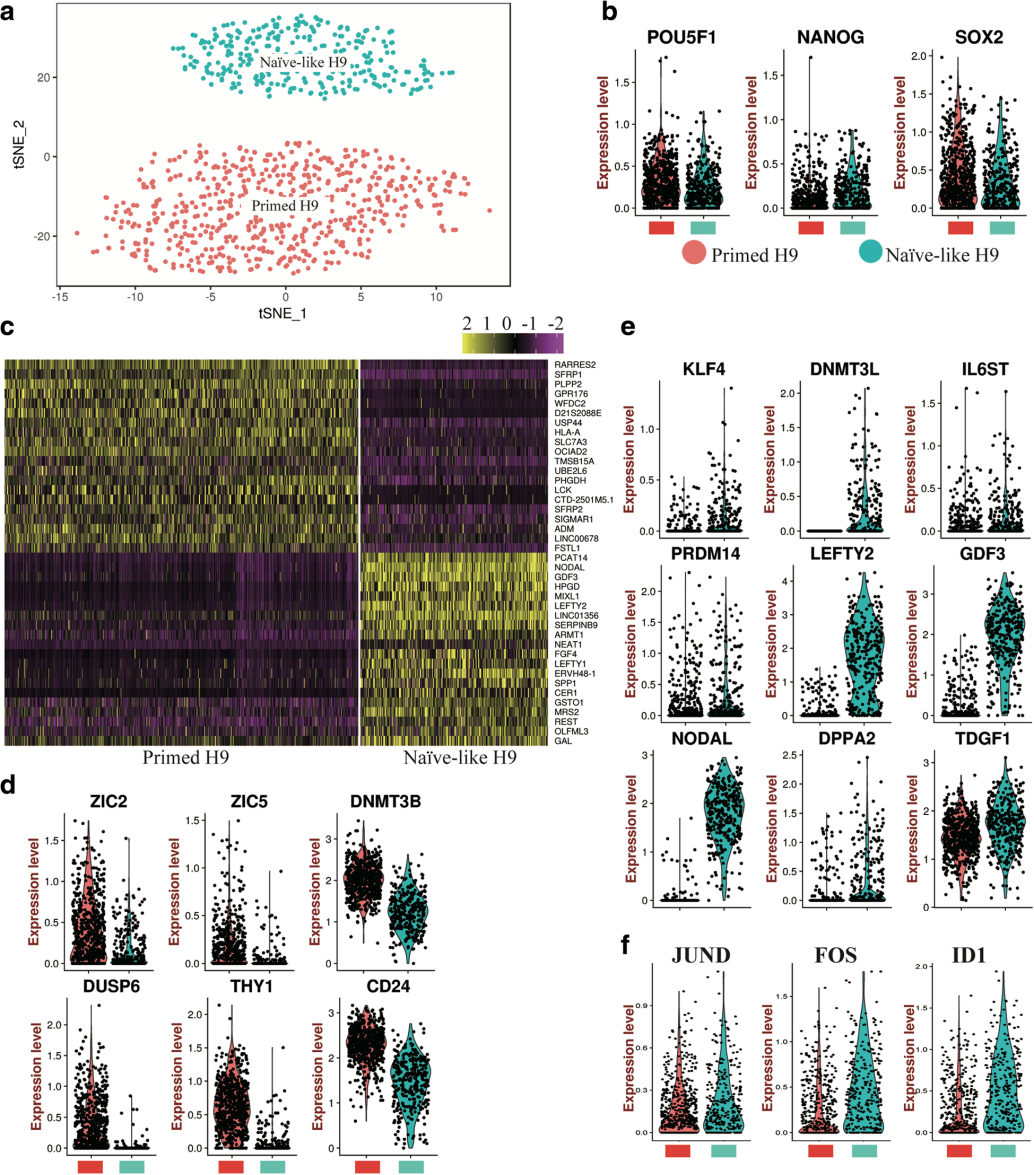
Comparison of Primed and Naïve-like H9 at single-cell level. **a** scRNA-seq t-SNE plot of Primed and Naïve-like H9. Naïve-like H9 was selected from day 20 Reset H9. **b** *Violin plots* show the expression level distributions of pluripotent transcription factors (*POU5F1*, *NANOG*, and *SOX2*). **c** *Heatmap* shows the distinct gene expression pattern of Primed and Naïve-like H9. Top 20 differential genes are shown. Genes used are listed in Additional file 10: Table S9. **d**–**f** *Violin plots* show the expression level distributions of primed genes (**d**), naïve genes (**e**), and MAPK related genes (**f**)

We performed GO enrichment analysis and established GO term diagram of Naïve-like and Primed H9 (Additional file 1: Figure S9c). Primed H9 have high expression of major histocompatibility complex I related genes as previously reported [72]. 

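HLA-C (chromosome 6, 31268749 to 31272130) had 30.3 ± 3.29 (n = 2) against 105 (n = 1) CPM in Naive-like and Primed H9, a log2 fold change of -1.75 (SE 0.36, adjusted p = 8.36e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 genes that the paper's supplement gives for the MHC class I protein complex were lower in both libraries, 3 called over all genes and 4 over the list alone. Reads of class I genes align to each other and haplotypes differ, so the values of single genes of the family are uncertain. HLA-DQB1, of class II, was higher (54.2 ± 1.07 (n = 2) against 13.4 (n = 1); 2.06, SE 0.43, adjusted p = 1.09e-04), but tested with H1 its log2 fold change was 0.17 (SE 1.22, adjusted p = 0.978).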

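Of the 11 genes that the paper's supplement gives for nervous system development in Primed H9, all were lower in Naive-like H9 in both day 20 libraries, 6 called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes and 10 over the list alone. STMN3 (chromosome 20, 63639705 to 63657682), a stathmin, had 10.1 ± 2.51 (n = 2) against 90.4 (n = 1) CPM in Naive-like and Primed H9 and a log2 fold change of -3.13 (SE 0.38, adjusted p = 1.00e-13), and BEX1, on the X chromosome, 30.2 ± 23.5 (n = 2) against 131 (n = 1) and -2.11 (SE 0.35, adjusted p = 3.11e-07). No test of the term against other terms was made, as the lists are those that the study found enriched in the same cells.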

And genes related with nervous system (ectoderm) development are also enriched in Primed H9. 

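Of the genes that the supplement gives for gastrulation, 3 of 3 were higher in Naive-like H9 (2 called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 3 over the list alone), of those for endoderm development 3 of 3 (3 and 3), and of those for regulation of MAPK cascade 4 of 4 (4 and 4). CER1 (chromosome 9, 14719724 to 14722733), a secreted inhibitor of NODAL and BMP, had 167 ± 24.2 (n = 2) against 1.25 (n = 1) CPM and a log2 fold change of 7.10 (SE 0.53, adjusted p = 7.58e-38), and FOXA2, a forkhead factor, 6.31 ± 3.55 (n = 2) against 0.231 (n = 1) and 4.83 (SE 1.04, adjusted p = 2.02e-04). FOXA2 was found in 11.1% of Naive-like cells of day 20 replicate 1 and 20% of replicate 2, so few cells carry its sum.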

In Naïve-like H9, genes related with gastrulation and endoderm development and MAPK signaling pathway are enriched. 

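In H1, FOS had 27.6 (26.2 to 29.1) against 21.4 (20.2 to 22.6) CPM with 95% intervals in the Naive-like and the Primed library, ID1 55.6 (53.6 to 57.7) against 59.5 (57.5 to 61.5), and JUND 33.5 (31.9 to 35.1) against 26.9 (25.6 to 28.3). The intervals cover counting error only, and with 1 library per state a difference between them has no test. Tested with H9, none of these genes was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.239, 0.407 and 0.604), nor by DESeq2 (adjusted p = 0.111, 0.254 and 0.575), and none when adjusted over the list alone.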

GO term diagram of Naïve-like H1 also shows MAPK signaling pathway enrichment (Additional file 1: Figure S10 g). Interestingly, MAPK signaling pathway is also enriched in the differentiation trajectory of endothelial cell cluster, which derives from mesendoderm (Additional file 1: Figure S7). We checked the expression distribution of germ layer genes in both H9 and H1. Genes related with mesendoderm development (*T*, *FGF4*, *MIXL*, *LEFTY1*, *EOMES*, etc. [40]) are highly expressed in Naïve-like hPSCs (Fig. 8a and Additional file 1: Figure S10e); genes related with nervous development (*ALCAM* [82], *OLFM1* [83], *SIGMAR1* [84], etc.) are highly expressed in Primed hPSCs (Fig. 8b and Additional file 1: Figure S10d). 

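T, also named TBXT (chromosome 6, 166157656 to 166168700), had 38.1 ± 14.2 (n = 2) against 0.0433 (n = 1) CPM in Naive-like and Primed H9, a log2 fold change of 9.80 (SE 0.74, adjusted p = 3.07e-36) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 6 counts in 2 of 695 Primed cells. FGF4 had 99.5 ± 14.9 (n = 2) against 0.433 (n = 1) and 7.89 (SE 0.57, adjusted p = 1.84e-40), MIXL1, the gene meant by MIXL, 7.23 (SE 0.53, adjusted p = 2.57e-38), LEFTY1 4.84 (SE 0.47, adjusted p = 8.31e-22) and EOMES (chromosome 3, 27715949 to 27722711) 22.2 ± 1.50 (n = 2) against 0.217 (n = 1) and 6.71 (SE 0.71, adjusted p = 1.14e-18). 7 of 8 mesendoderm genes were called higher (8 over the list alone), and GSC by DESeq2 alone (adjusted p = 0.0354; 0.0354 to 0.346 over the alternatives). ALCAM (chromosome 3, 105366909 to 105576900), an adhesion molecule, had 7.47 ± 4.28 (n = 2) against 41.5 (n = 1) and -2.45 (SE 0.44, adjusted p = 2.94e-06), OLFM1 -2.29 (SE 0.44, adjusted p = 1.51e-05), and 6 of 8 neural genes were called lower (7 over the list alone), DPYSL3 and CPNE1 not (adjusted p = 0.572 and 0.181). Tested with H1, 5 mesendoderm (8 over the list alone) and 4 neural genes (5) were called, and FGF4 was not (adjusted p = 0.0546), though DESeq2 called it (0.00463). Without day 20 replicate 1, LEFTY1 was not called with H1 (adjusted p = 0.0689; 8.31e-22 to 0.0689 over the alternatives). From this, the paper proposes a differentiation bias of Naive-like cells to endothelial-hematopoietic lineages, which was not measured in these files.

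**Figure D11:**
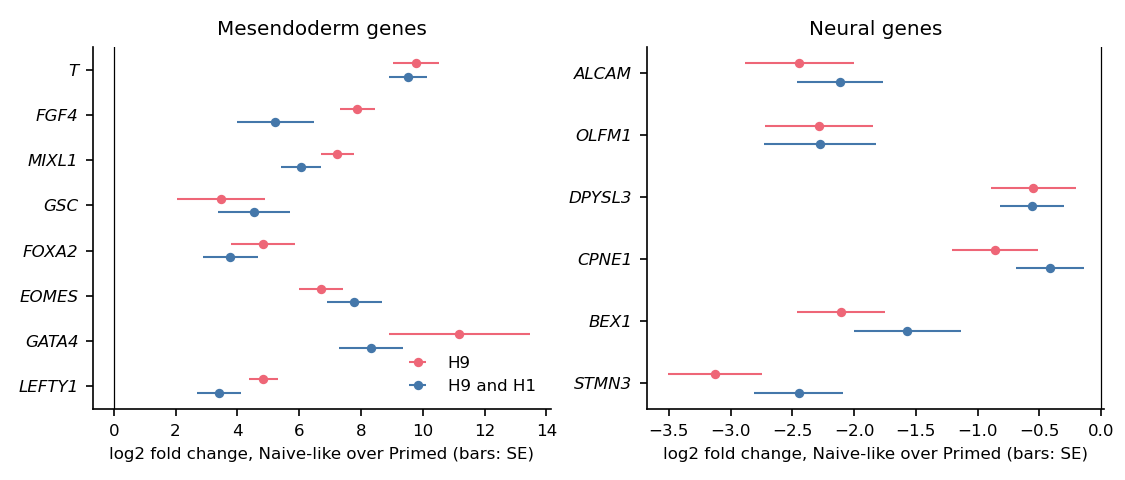
Points give the log2 fold change of Naive-like over Primed cells with its standard error for 8 mesendoderm genes and 6 of the 8 neural genes, in H9 alone and in H9 and H1 together. T is at 9.80 in H9 and 9.52 with H1.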

We suspected that Naïve-like hPSCs have the differentiation bias to tissue cells related with endothelial-hematopoietic lineages [85, 86]. We used hematopoietic differentiation system to compare the differentiation ability between Naïve-like and Primed H9. The percentage of CD34^+^CD45^+^ cells and CD34^+^CD43^+^ cells are higher in Naïve-like H9, which generates more colony-forming units (CFUs) than Primed H9 as well (Fig. 8c and d). It suggests that Naïve-like H9 has better potency for hematopoietic differentiation. We checked the protein level of MAPK (p38, JNK, and ERK1/2) through western blot, and only the ERK1/2 is highly detected in Naïve-like H9 (Fig. 8e), which is consistent with the single cell transcriptome analysis. 

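FOS (chromosome 14, 75278826 to 75282230), a subunit of AP-1, had 67.0 ± 16.5 (n = 2) against 29.6 (n = 1) CPM in Naive-like and Primed H9, a log2 fold change of 1.21 (SE 0.40, adjusted p = 0.0456) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ID1 (chromosome 20, 31605283 to 31606515), an inhibitor of DNA binding, had 78.3 ± 8.24 (n = 2) against 26.7 (n = 1) and 1.60 (SE 0.40, adjusted p = 0.00250). With all day 20 cells FOS was not called (adjusted p = 0.0883; 0.0240 to 0.0883 over the alternatives). JUND, listed with them, was not called (0.75, SE 0.44, adjusted p = 0.515). In the bulk libraries FOS had 62.3 ± 34.1 (n = 2) against 93.4 ± 87.3 (n = 2) on day 20 and in Primed H9 and a log2 fold change of -0.64 (SE 0.81, adjusted p = 0.611), and ID1 1.14 (SE 0.31, adjusted p = 0.0204).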

The high expression of *FOS* (the substrates of MAPK-ERK1/2) [87] and *ID1* (the downstream target of MAPK-ERK1/2) are also detected in Naïve-like H9 (Fig. 7f) [88], which do not affect the pluripotency of Naïve-like H9 (Fig. 7b and Additional file 1: Figure S8). *FOS* can induce the expression of hematopoietic genes [89]. Furthermore, *ID1* is a helix-loop-helix inhibitor and may promote the hematopoietic differentiation [90] like the helix-loop-helix inhibitor TAL1 does [91].

**Fig. 8:**
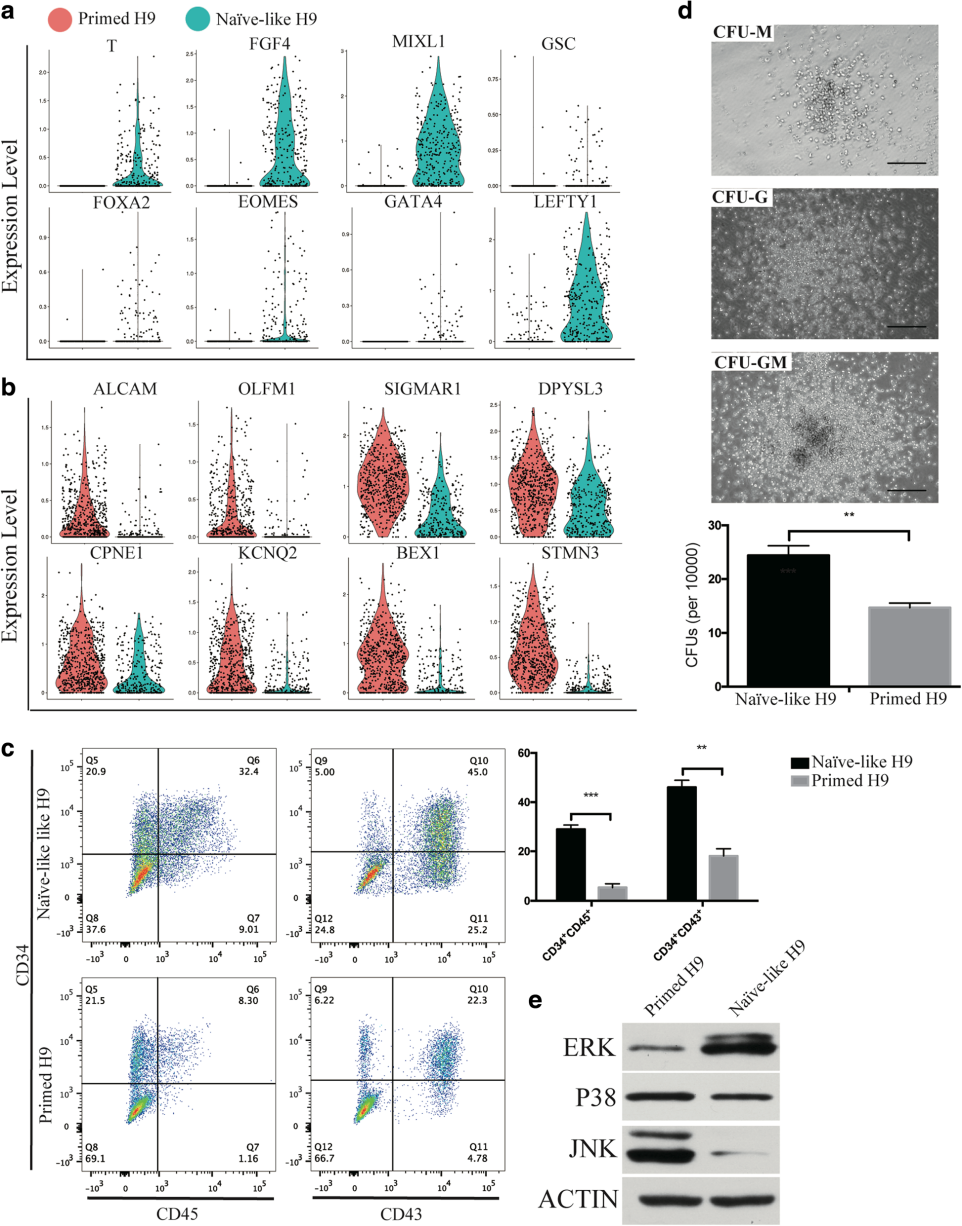
Hematopoietic differentiation bias of Naïve-like H9. **a**, **b** *Violin plots* show the expression level distributions of mesendoderm genes (*T*, *FGF4*, *MIXL*, *GSC*, *FOXA2*, *EOMES*, *GATA4*, and *LEFTY1*) (**a**) and neural genes (*ALCAM*, *OLFM1*, *SIGMAR1*, DPYSL3, *CPNE1*, *KCNQ2*, *BEX1*, and *STMN3*) (**b**). **c** Flow cytometry analysis of hematopoietic progenitors derived from hPSCs. Significant difference was assessed by the t-test. ***p < 0.001, **p < 0.01, *p < 0.05. **d** The morphology and number of hematopoietic CFUs. Scale bars = 100 μm. **e** Western blot analysis of MAPK (ERK1/2, JNK, and P38) in naïve and primed H9

## Discussion

In this study, we performed the analysis of scRNA-seq data from a total of 4822 single cells generated from EBs and hPSCs (Fig. 9). Through constructing the early differentiation trajectories of various progenitors identified in EBs, we revealed the key TFs and signaling pathways that direct the differentiation of distinct cell types. Moreover, we constructed the cell–cell interaction network of these cell types and indicated the key roles of liver cells in the differentiation of other cell types. We further reprogramed Primed H9 into Naïve-like H9 to study the cellular-state transition process. We found that genes related with MAPK-ERK1/2 signaling pathway are enriched in endothelial-hematopoietic development and Naïve-like H9. Functionally, Naïve-like H9 show higher potency for differentiation into the hematopoietic lineages. These results provide valuable information for the optimization of differentiation protocols.

**Fig. 9:**
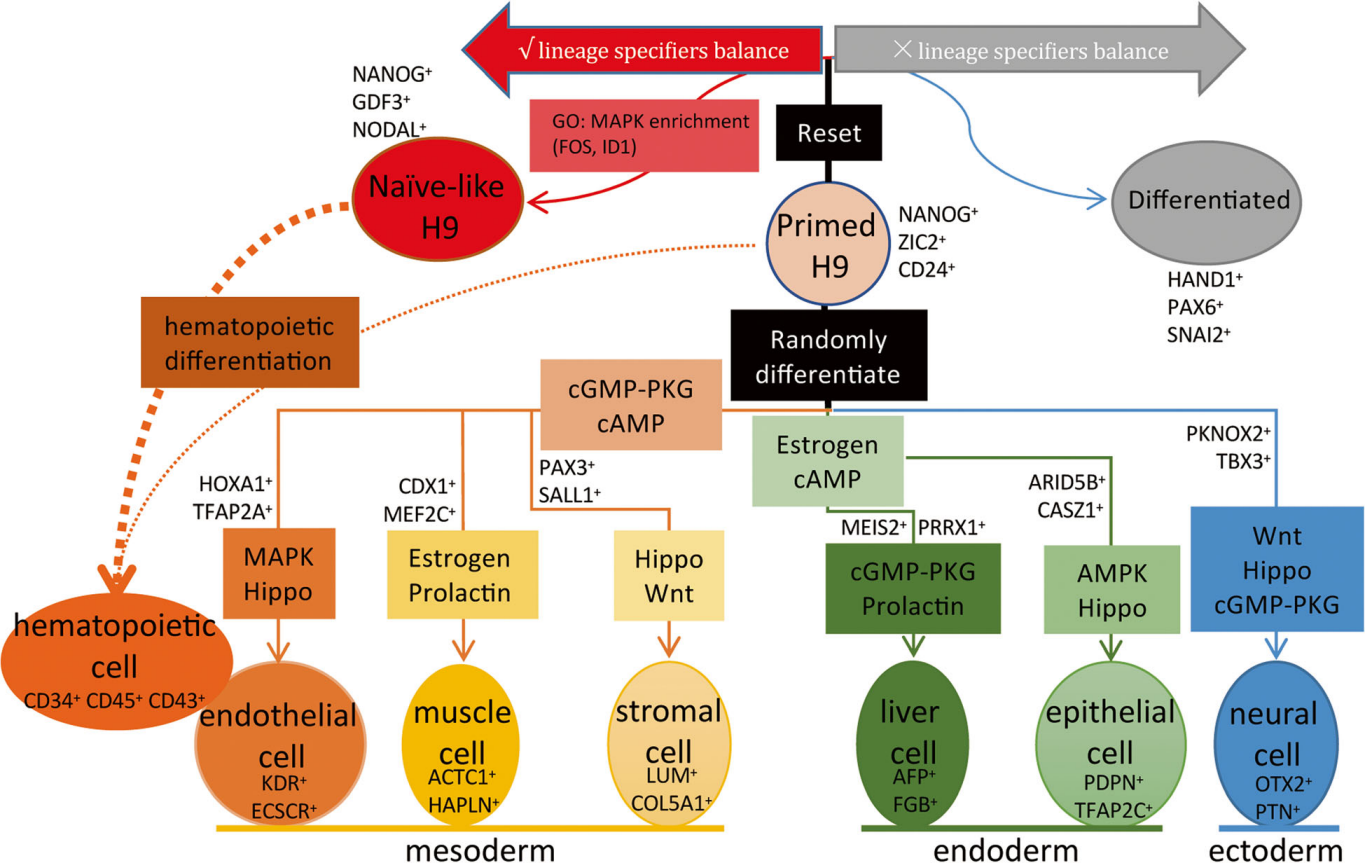
*Snapshot* of scRNA-seq profiling on progenitor cells and hPSCs. Differentiation trajectories of six progenitor cells derived from Primed H9 show key signaling pathways and TFs involved in the differentiation. The balance of lineage specifiers decides the reset result of Primed H9. MAPK-ERK1/2 signaling pathway related genes are enriched in Naïve-like H9, which may contribute to the hematopoietic differentiation bias

The scRNA-seq platform we used is Fluidigm C1 system with the HT IFCs [26]. The old version of IFCs can only capture 96 cells at most [40, 92], so cell sorting or other enrichment strategies are usually performed before scRNA-seq for the recovery of rare cell types. However, HT IFCs can efficiently analyze thousands of single cells without prior enrichment from heterogeneous systems such as EB differentiation (Fig. 2a).

In contrast to monolayer differentiation, EB differentiation system provides 3D structure to establish complex cell adhesions and paracrine signaling, which promote the differentiation and morphogenesis similar to the native tissue development [70]. The interactions between different cell types are important for the development and differentiation. Liver is the essential site for the early hematopoietic development in the embryo stage [85]. Cardiomyocytes and endothelial cell were reported important for the differentiation of liver in EB differentiation [21]. We used the random EB differentiation system to generate various tissue cells of three germ lineages for our hPSC early differentiation trajectory construction (Fig. 9). We found complex interactions among different cell types (Fig. 4c and Additional file 1: Figure S6). Interestingly, liver cells build specific interactions with other cell types using specific ligands and receptors in EBs. The functions of these interactions should be verified in further studies. It may indicate the important role of liver cells in the differentiation of other cell types.

We used the scRNA-seq to study the reset trajectory of Naïve-like H9. In the tree-like trajectory, we found two branches, one directs to success and the other directs to failure (Fig. 6b). After comparing gene expression dynamics, we revealed the cell state transition process, from Primed to Naïve-like H9. We found that some lineage specifier genes (*PAX6*, *HAND1*, et al.) are upregulated at the middle stage (Fig. 6d). In the success branch, those lineage specifier genes are downregulated before the terminal stage. However, in the failure branch, the upregulation is persistent, which lead to differentiation but not the naïve state. The balance of lineage specifier genes can keep the pluripotency of stem cell [93]. We therefore suspected that in the cell state transition process Primed H9 is reprogramed to a pluripotent intermediate state with the balance of lineage specifiers (Fig. 9). When this balance is broken, the intermediate state cells lose their pluripotency and differentiate. Understanding the mechanisms that control the balances of these lineage specifier genes may help us to regulate the pluripotency of hPSCs and optimize differentiation protocols.

Differentiation bias of different hPSCs might be harnessed for better lineage differentiation protocols. Here, we found better potency of hematopoietic differentiation in Naïve-like H9. MAPK-ERK1/2 related genes are highly expressed in Naïve-like H9 but not in Primed H9 (Fig. 7f and Fig. 8e and Additional file 1: Figure S9c). We therefore suspect that MAPK-ERK1/2 contributes to the hematopoietic differentiation bias of Naïve-like H9 (Fig. 9). Though LIF is the key cytokine to keep the “naïve” state of hPSCs [10], it can also activate the MAPK-ERK1/2 signaling pathway [94], which is involved in the differentiation of hPSCs towards endothelial lineages (Additional file 1: Figure S7), and hematopoietic development [87]. The commercial naïve medium RSeT contain the MAPK-ERK1/2 inhibitor (such as PD0325901 [10]). The inhibitor may lead to perturbation of MAPK-ERK1/2 pathway. When the inhibitor is removed and differentiation media are added, hemogenic fate is enhanced for Naïve-like hPSC culture.

## Conclusion

In this study, we used scRNA-seq to map the early differentiation of hPSCs. We identified various lineage-specific progenitor cells and constructed the differentiation trajectories by pseudotime analysis. The gene expression dynamics offer new insights into molecular pathways of early embryonic lineages that can be harnessed for optimization of differentiation protocols.

## Methods

### Cell culture and differentiation

H9 and H1 human ES cells were maintained in mTeSR™1 media (STEMCELL Technologies) on tissue culture plates coated with Matrigel (BD Bioscience) routinely [95]. H9 and H1 were reset into a naïve-like state by RSeT™ media (STEMCELL Technologies) following the instruction [81, 96]. We generated EBs by clone suspension. EBs were differentiated in DMEM/F12 (GIBCO) supplemented with 20% FBS (GIBCO), 50 U/mL penicillin/streptomycin (GIBCO), 2 mM L-Glutamine (GIBCO), 1 × non-essential amino acids, and 100 μM ß-mercaptoethanol (Sigma). In brief, H9 was digested using 0.5 mg/mL Dispase (Invitrogen) for 30 min. Then cell clumps suspended in differentiation media were seeded into an Ultra-Low attachment 6 well plate (Corning). After four days or eight days of culture, EBs were harvested and digested into single-cell suspension in 3 × 10^5^ cells/mL using TrypLE (GIBCO). We did not use cell sorting or other enrichment strategies before single-cell capture. The hematopoietic differentiation of hPSCs was performed using STEMdiff Hematopoietic Kit (STEMCELL Technologies) following the instructions. At day 12, cells were analyzed with flow cytometry. CD34^+^ cells were enriched with EasySep™ CD34 positive selection kit (StemCell Technologies) for CFU assays.

### Colony-forming unit (CFU) assays

CFU assays were performed with MethoCult™ H4034 Optimum methylcellulose-based media (StemCell Technologies) following manufacturer’s instructions. In brief, 3 mL MethoCult™ media with 1 × 10^4^/mL CD34^+^ cells and penicillin-streptomycin were added into each 35 mm low adherent plastic dish. Colonies were counted and identified after 10–14 days of incubation.

### Flow cytometry analysis of cell phenotype

Cells suspended in 100 μL of PBS were incubated with antibodies at 4 °C for 30 min. The samples were measured on BD Fortessa and analyzed by FlowJo software (Tree Star). Antibodies used in our study were listed: anti-Human CD34 (BioLegend, Pacific Blue, clone 581), anti-human CD34 (BioLegend, PE, clone 581), anti-human CD201 (BioLegend, APC, clone RCR-401), anti-Human CD43 (BioLegend, APC, clone 10G7), anti-Human CD45 (BioLegend, FITC, clone HI30), anti-Human CD90 (BD Pharmingen, APC, clone 5E10), and CD24 (BioLegend, PE, clone ML5).

### Immunofluorescence staining and confocal image analysis

Cells were seeded into glass-bottom culture dishes (NEST, 35/15 mm) coated with Matrigel. Cultured cells were fixed in 4% paraformaldehyde at room temperature for 30 min. Then permeabilized treatment was performed at room temperature for 30 min with PBS + 0.2% TritonX-100. Cells were blocked with PBS + 1% BSA + 4% FBS + 0.4% TritonX-100 at room temperature for 1 h. Then cells were incubated with primary antibodies, diluted in PBS + 0.2% BSA + 0.1% TritonX-100, at 4 °C overnight. Cells were incubated with AlexaFluor secondary antibodies (Invitrogen) for 1 h at room temperature. Then cells were incubated with DAPI for 5 min at room temperature. After the second round of fixation, cells were ready for imaging. Olympus IX81-FV1000 was used to collect immunofluorescence images and FV10-ASW 2.1 Viewer was used to process images. The primary antibodies used in our study were listed in Additional file 2: Table S1.

### Western blot analysis

Whole-cell protein were isolated from Primed H9 and Naïve-like H9. Protein samples were incubated with the following primary antibodies in 5%BSA: anti-ERK (Servicebio, Wuhan, China, GB13003–1), anti-JNK (Epitomics, 3496-s), anti-P38 (ABCAM, ab31828), and anti-β-actin (Servicebio, Wuhan, China, GB13001–1). Secondary antibodies were HRP-linked goat anti-mouse, goat anti-rabbit (Servicebio, Wuhan, China, GB23303). Blots were developed using ECL (Servicebio, Wuhan, China, G2014). The primary antibodies used in our study were listed in Additional file 2: Table S1.

### Reverse transcription (RT) and qPCR analysis

Total RNA prepared with EasyPure RNA Kit (Transgen) was reverse transcribed into complementary DNA (cDNA) by TransScript All-in-One First-Strand cDNA Synthesis SuperMix for qPCR kit (Transgen). The diluted cDNA was used as temples in qPCR (ChamQ SYBR qPCR Master Mix-Q311 (Vazyme)). The qPCR platform we used was LightCycler 480 (Roche) and data were analyzed by the ∆∆Ct method. The primers used in our study were listed in Additional file 3: Table S2, including the reference gene (*ACTB*).

### Single-cell capture and scRNA-seq library preparation

We used Fluidigm C1 system and C1 high-throughput integrated fluidics circuits (HT IFCs) to perform the single-cells capture and library construction as instruction described. A total of 4000–8000 cells were loaded onto a medium-sized (10–17 μm) HT IFCs. The efficiency of capture was measured under the microscope. The capture sites without cell or with more than one cell were marked and excluded from further analysis. C1 system captured and converted all polyadenylated messenger RNA (mRNA) into cDNA with the cell-specific barcodes. After reverse transcription and preamplification, cDNA was prepared as samples for next-generation sequencing using library tagmentation and 3’end enrichment. Samples harvested from HT IFCs were used to create libraries for Illumina sequencing with Illumina Nextera XT DNA Library kit.

### Bulk RNA-seq library construction

We used mRNA Capture Beads (VAHTS mRNA-seq v2 Library Prep Kit for Illumina, Vazyme) to extract mRNA from total RNA. PrimeScript™ Double Strand cDNA Synthesis Kit (TaKaRa) was used to synthesize double-stranded cDNA from purified polyadenylated mRNA templates. We used TruePrep DNA Library Prep Kit V2 for Illumina (TaKaRa) to prepare cDNA libraries for Illumina sequencing.

### Sequencing data analysis

The sequenced reads were mapped against the reference GRCh38 using STAR v2.5.2a [97]. scRNA-seq expression data, quantified by counts via featureCounts v1.5.1 [98], were analyzed with Seurat v2.0.1 (PCA, Cluster, t-SNE and cluster) [43]. In brief, the Seurat object was generated from digital gene expression matrices. The parameter of “Filtercells” is nGene (2000 to 8800) and transcripts (-Inf to 6e + 05). In the standard pre-processing workflow of Seurat, we selected 8706 variable genes for following PCA. Then we performed cell cluster and t-SNE. Fifteen principal components were used in cell cluster with the resolution parameter set at 1.5. Marker genes of each cell cluster were outputted for GO and KEGG analysis, which were used to define the cell types. Cell clusters were annotated with the information of cell types and germ layers. Digital gene expression matrices with annotations from Seurat were analyzed by Monocle v2.3.6 (pseudotime analysis) [44]. TFs from AnimalTFDB [99] and surface genes [100] were used to filter the gene lists. The cell–cell interactions were constructed by igraph v1.12 as previously reported [71]. The count of cell–cell interactions was based on the ligands-receptors pairings [101]. We used DAVID [55] to perform GO and KEGG analysis. GO terms were visualized by REVIGO [102] and Cytoscape [103]. Bulk RNA-seq data, quantified by FPKM via RSEM v0.4.6 [104], were analyzed with DEseq2 v1.14.1 [105].

## Additional files

Additional file 1: **Figure S1.** Quality control of the dataset. **Figure S2.** Surface marker analysis and GO enrichment analysis of lineage progenitors. **Figure S3.** FeaturePlot of specific genes from neural and muscle sub-clusters. **Figure S4.** Differentiation trajectories and GO analysis of neural and muscle sub-clusters. **Figure S5.** GO analysis and expression dynamics of gene clusters I–VI. **Figure S6.** Network of potential cell–cell interactions in EBs. **Figure S7.** Signaling pathways involved in differentiation of various progenitor cells. **Figure S8.** The identification of Naïve-like H9. **Figure S9.** Surface marker analysis and GO analysis of Primed and Naïve-like H9. **Figure S10.** The identification and GO analysis of Primed and Naïve-like H1 (Additional file 11: Table S10, Additional file 12: Table S11, Additional file 13: Table S12, Additional file 14: Table S13, Additional file 15: Table S14). (DOCX 19207 kb)

Additional file 2: **Table S1.** Immunofluorescence antibody. (XLSX 33 kb)

Additional file 3: **Table S2.** qPCR primer. (XLSX 47 kb)

Additional file 4: **Table S3.** List of genes used in Fig. 2b for heatmap. (XLSX 468 kb)

Additional file 5: **Table S4.** List of genes used in Fig. 3a and c for heatmap. (XLSX 99 kb)

Additional file 6: **Table S5.** List of genes used in Fig. 4b for heatmap. (XLSX 38 kb)

Additional file 7: **Table S6.** List of ligand-receptor pairs and cell–cell pairs used in Fig. 4c for heatmap. (XLSX 12 kb)

Additional file 8: **Table S7.** List of genes used in Fig. 5b for heatmaps. (XLSX 43 kb)

Additional file 9: **Table S8.** List of genes used in Fig. 6c for heatmap. (XLSX 12 kb)

Additional file 10: **Table S9.** List of genes used in Fig. 7c for heatmap. (XLSX 44 kb)

Additional file 11: **Table S10.** List of GO terms used in Additional file 1: Figure S2. (XLSX 64 kb)

Additional file 12: **Table S11.** List of GO terms used in Additional file 1: Figure S4. (XLSX 73 kb)

Additional file 13: **Table S12.** List of GO terms used in Additional file 1: Figure S5. (XLSX 56 kb)

Additional file 14: **Table S13.** List of signaling pathways used in Additional file 1: Figure S7a. (XLSX 20 kb)

Additional file 15: **Table S14.** List of GO terms used in Additional file 1: Figure S9. (XLSX 22 kb)

# Supplementary material for: Mapping human pluripotent stem cell differentiation pathways using high throughput single-cell RNA-sequencing
**Source:** Genome Biol. 2018 Apr 5;19:47. doi: 10.1186/s13059-018-1426-0
**Supplement:** Supplementary file 1 — Figure S1. Quality control of the dataset. Figure S2. Surface marker analysis and GO enrichment analysis of lineage progenitors. Figure S3. FeaturePlot of specific genes from neural and muscle sub-clusters. Figure S4. Differentiation trajectories and GO analysis of neural and muscle sub-clusters. Figure S5. GO analysis and expression dynamics of gene clusters I–VI. Figure S6. Network of potential cell–cell interactions in EBs. Figure S7. Signaling pathways involved in differentiation of various progenitor cells. Figure S8. The identification of Naïve-like H9. Figure S9. Surface marker analysis and GO analysis of Primed and Naïve-like H9. Figure S10. The identification and GO analysis of Primed and Naïve-like H1 (Additional file 11: Table S10, Additional file 12: Table S11, Additional file 13: Table S12, Additional file 14: Table S13, Additional file 15: Table S14).

**Additional file 1**

**
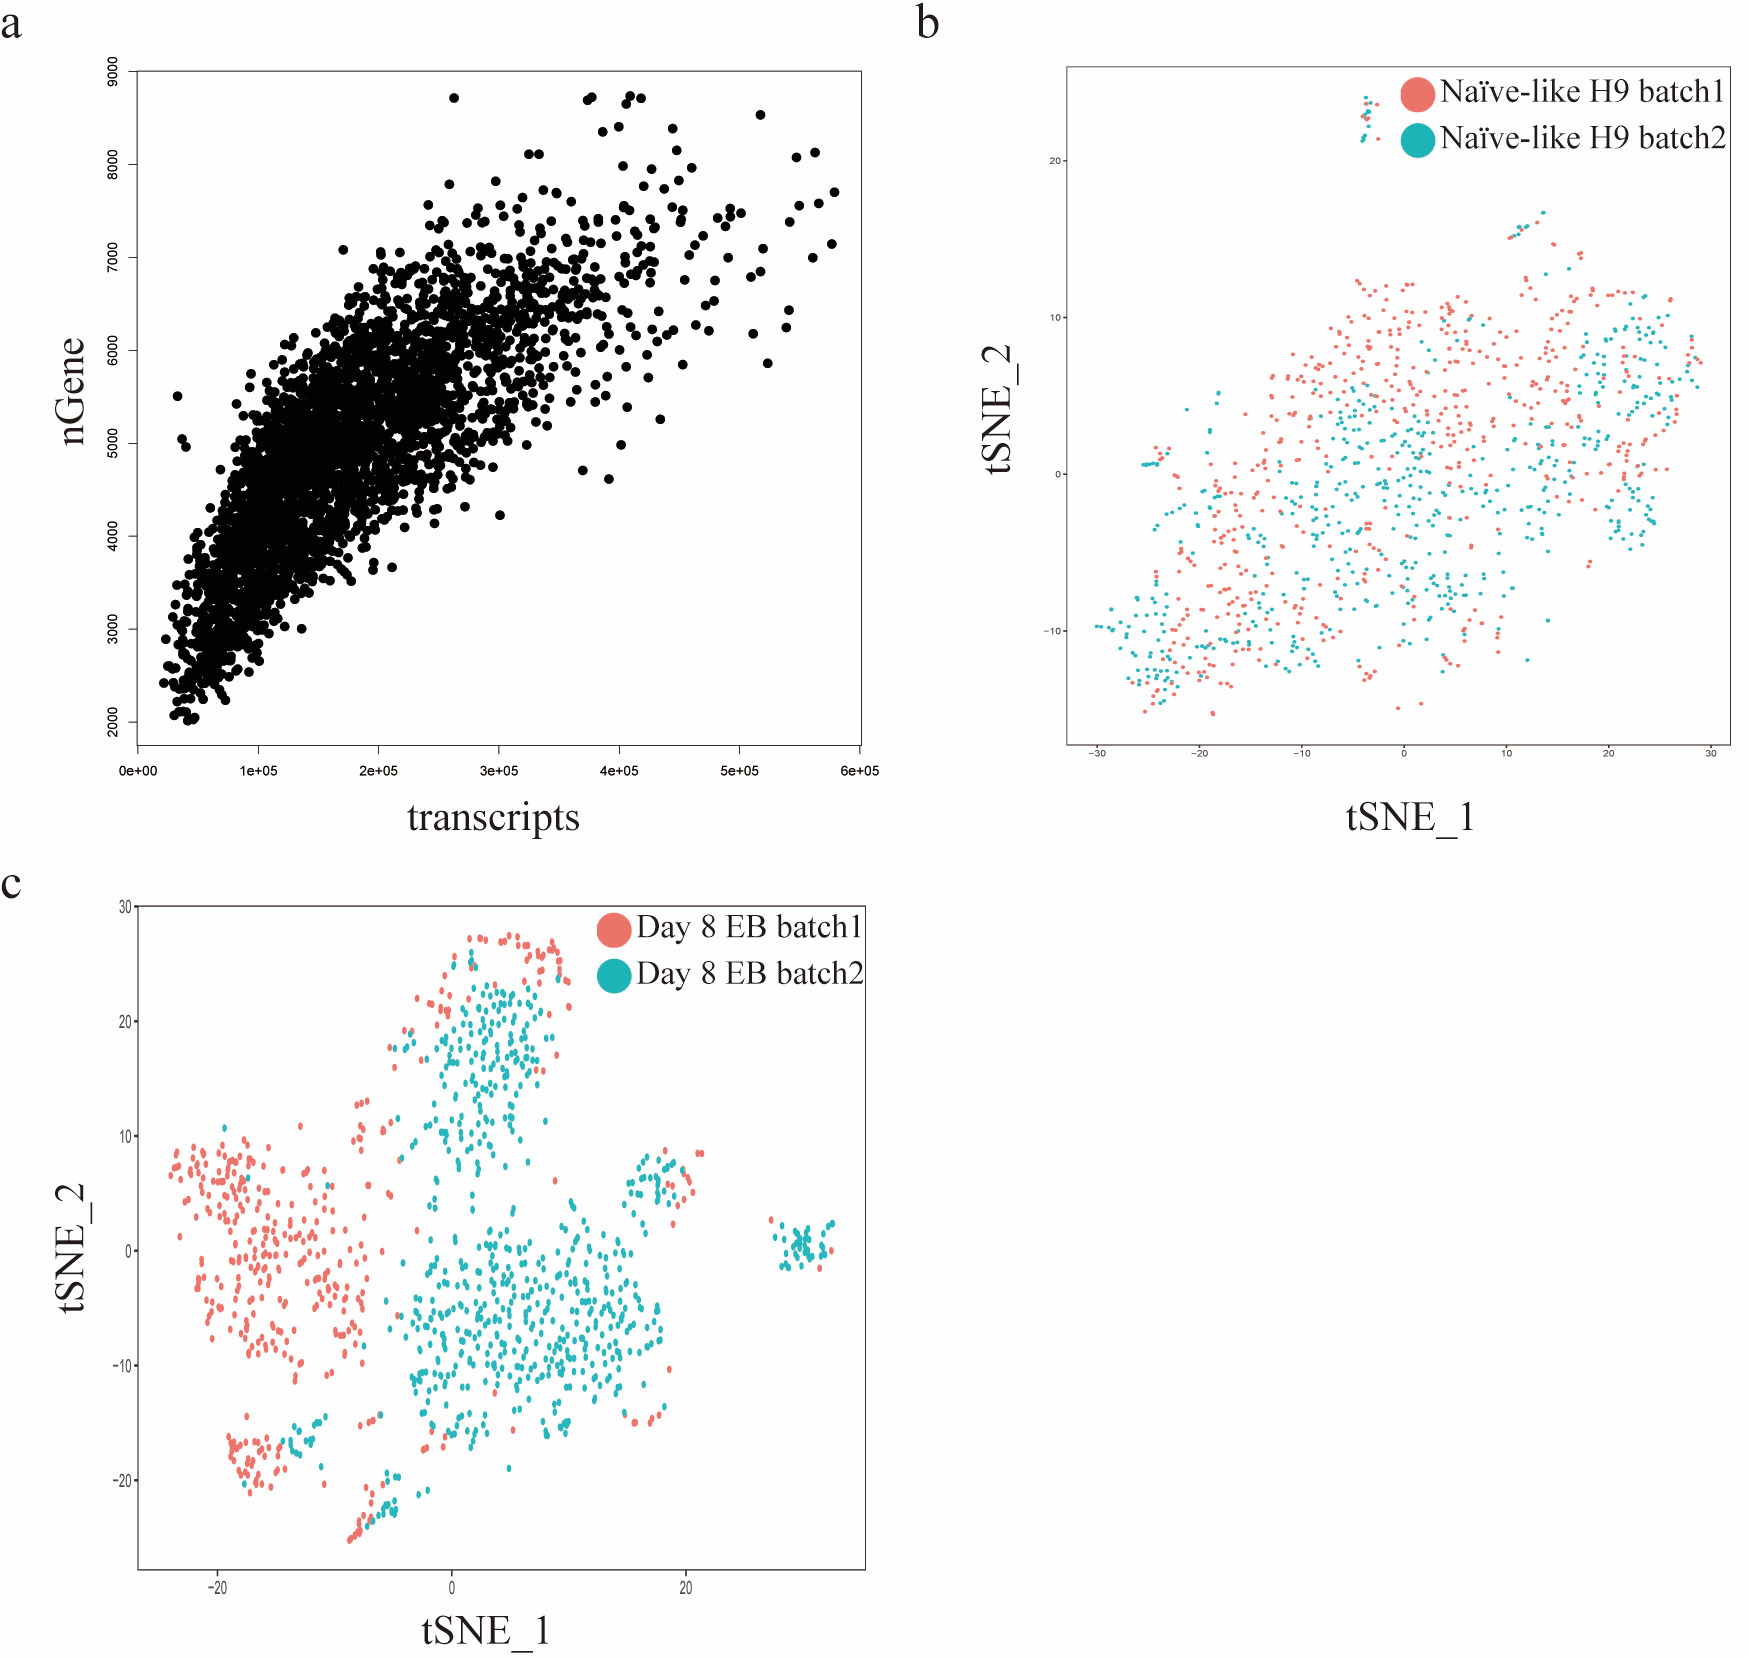
**

**Fig. S1 Quality control of the data set. a** Scatter diagram showed the gene numbers (nGene) and transcript numbers of single cells after cell filtering. **b-c** Batch information of Naïve-like H9 (b) and day 8 EBs (c) mapped on t-SNE plots.

**
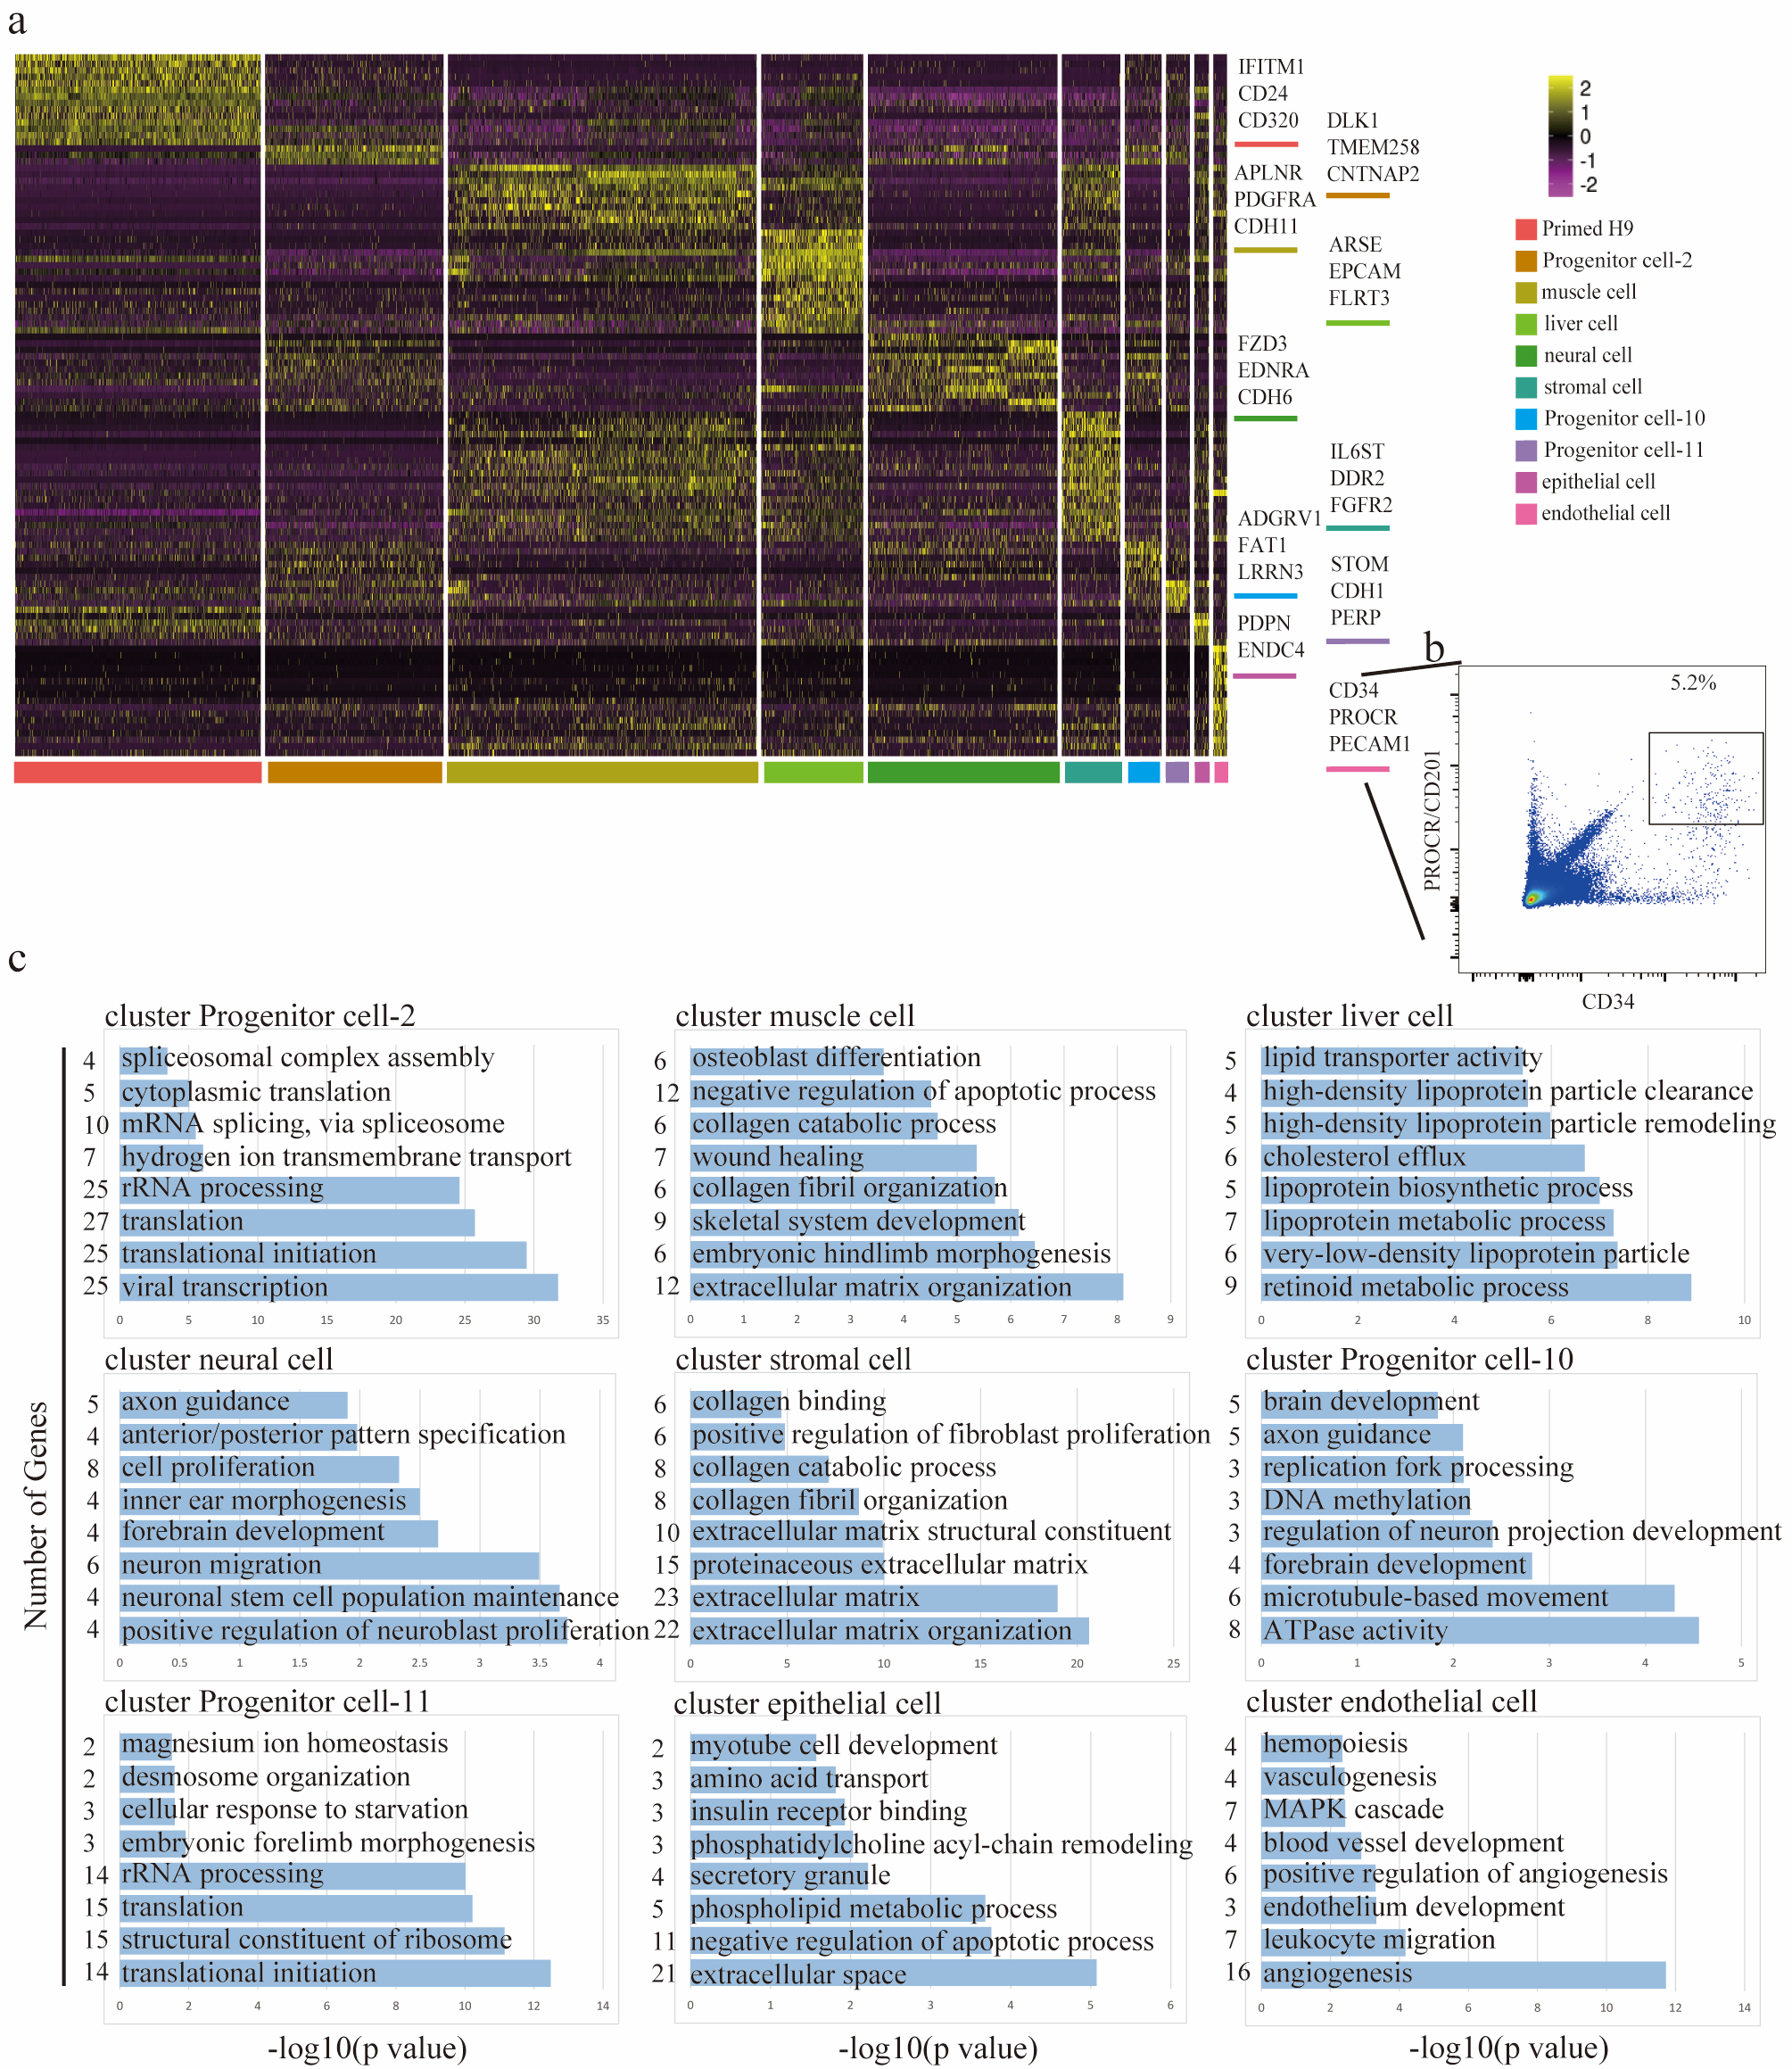
**

**Fig. S2 Surface marker analysis and GO enrichment analysis of lineage progenitors. a** Heatmap shows the specific surface markers of each progenitor cell. **b** Flow cytometry showed the percentage of CD34^+^CD201^+^ endothelial cells in EBs. **c** Top 100 genes of each cell type were selected to perform the GO analysis. Eight GO terms are shown with *p*<0.05. Gene number of each GO term is listed on the left. *p* value is shown as –log(*p value*). GO terms used are listed in Additional file 11: Table S10.

**
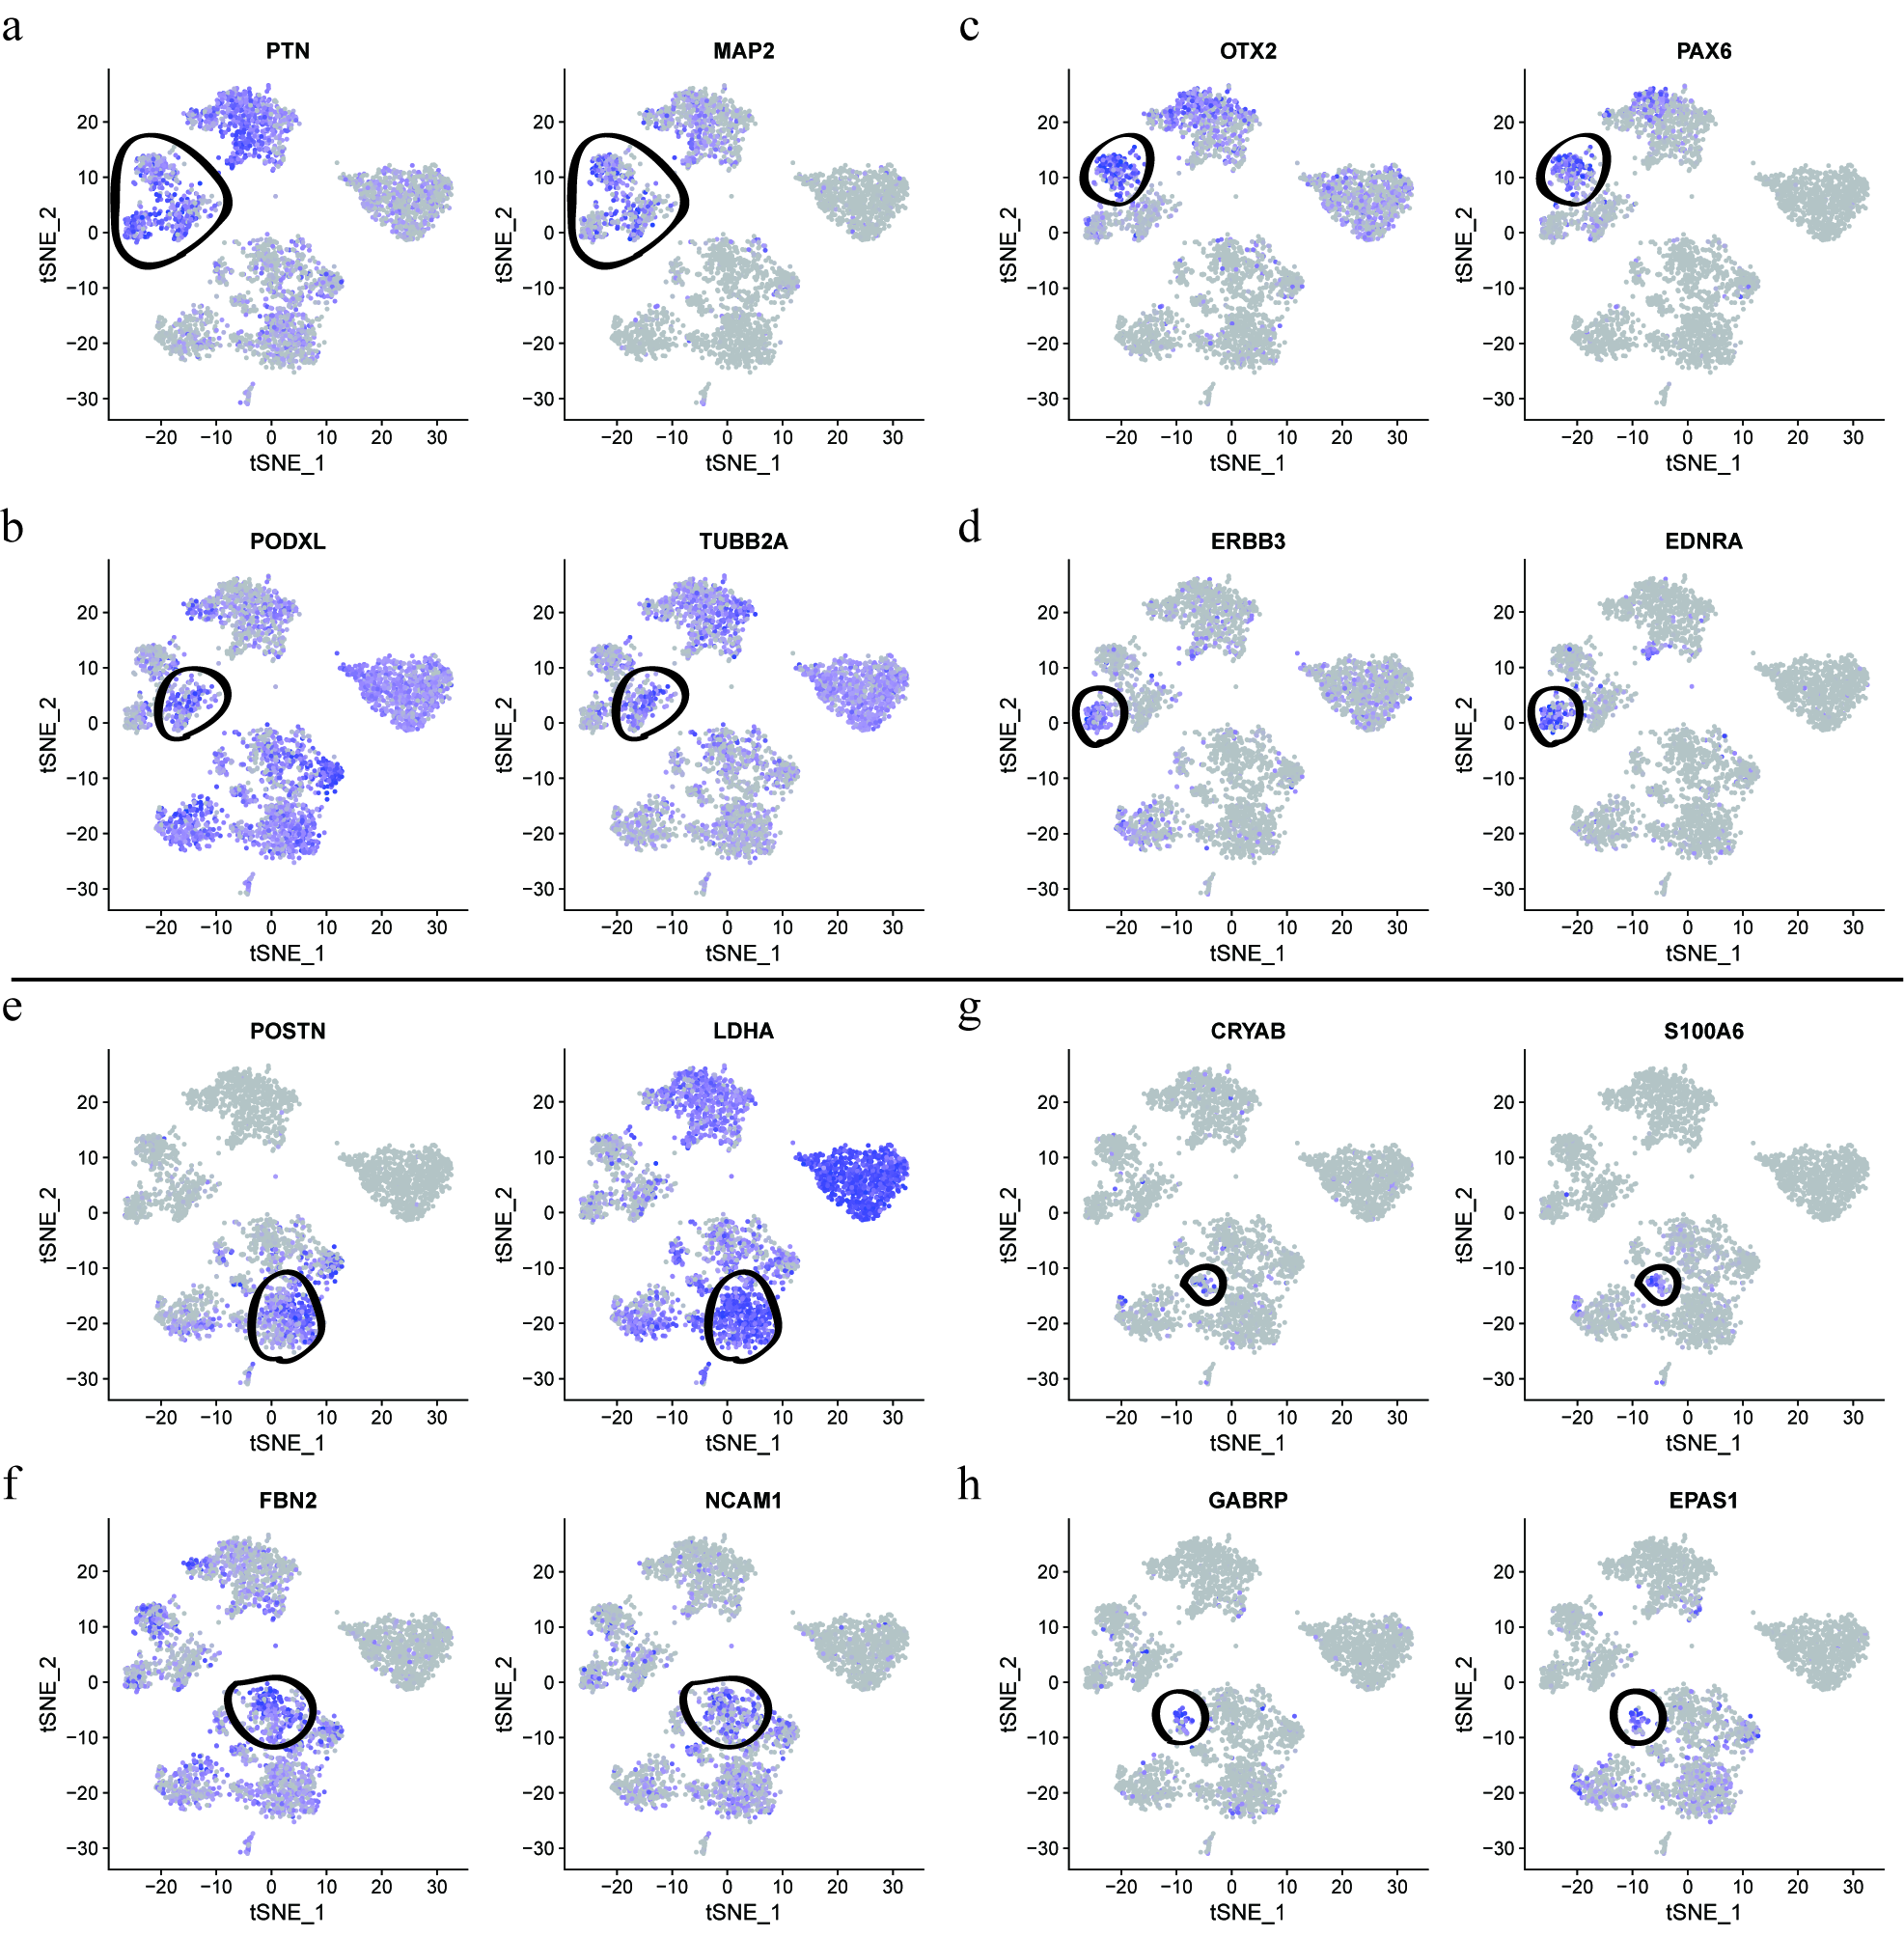
**

**Fig. S3 FeaturePlot of specific genes from neural and muscle sub-clusters.** **a-d** Genes enriched in cluster neural cell (a), neural progenitor-PODXL-6 (b), neural progenitor-OTX2-7 (c), and neural progenitor-ERBB3-9 (d). **e-h** Genes enriched in cluster muscle-LDHA-3 (e), muscle-FBN2-4 (f), muscle-CRYAB-13 (g), and muscle-GABRP-12 (h) . Black circles mark the sub-clusters.

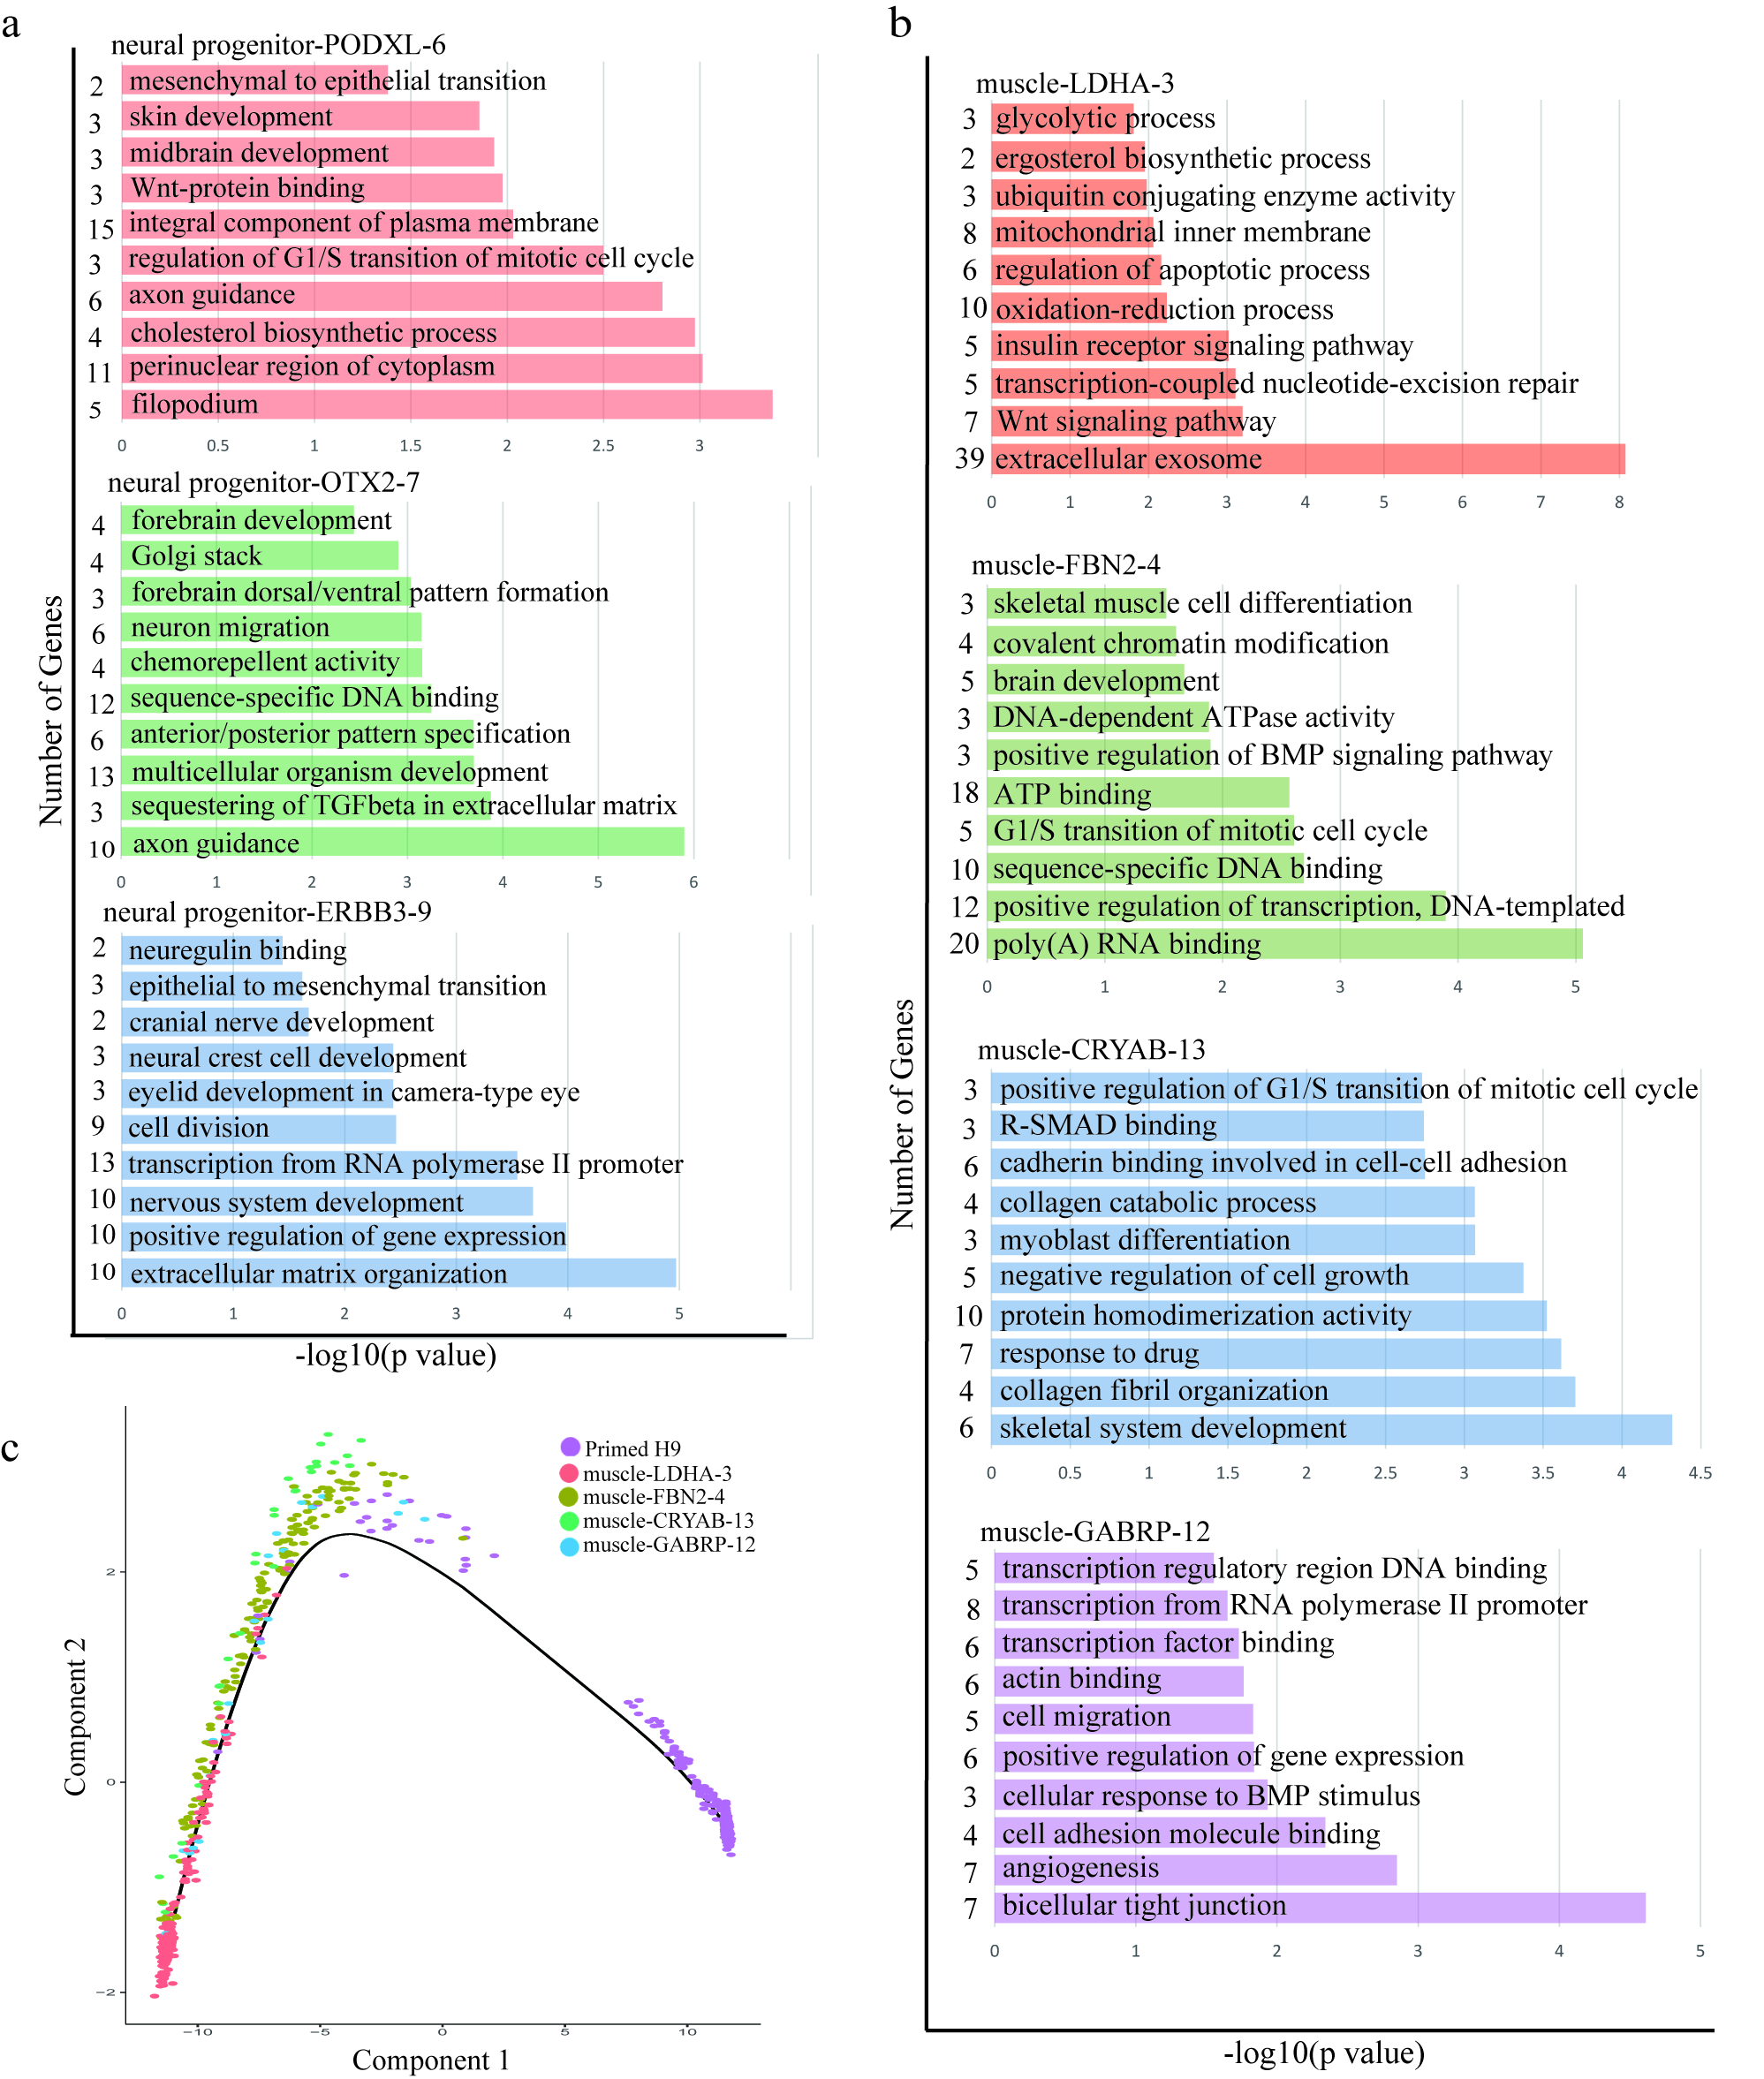

**Fig. S4 Differentiation trajectories and GO analysis of neural and muscle sub-clusters. a-b** Ten GO terms of each neural sub-cluster (a) and muscle sub-cluster (b). Top 100 genes of each sub-cluster were selected to perform the GO enrichment analysis. Gene number of each GO term is listed on the left. *p*<0.05. *p* value was shown as –log(*p* value). GO terms used are listed in Additional file 12: Table S11. **c** Differentiation trajectories of muscle sub-clusters constructed by Monocle.

**
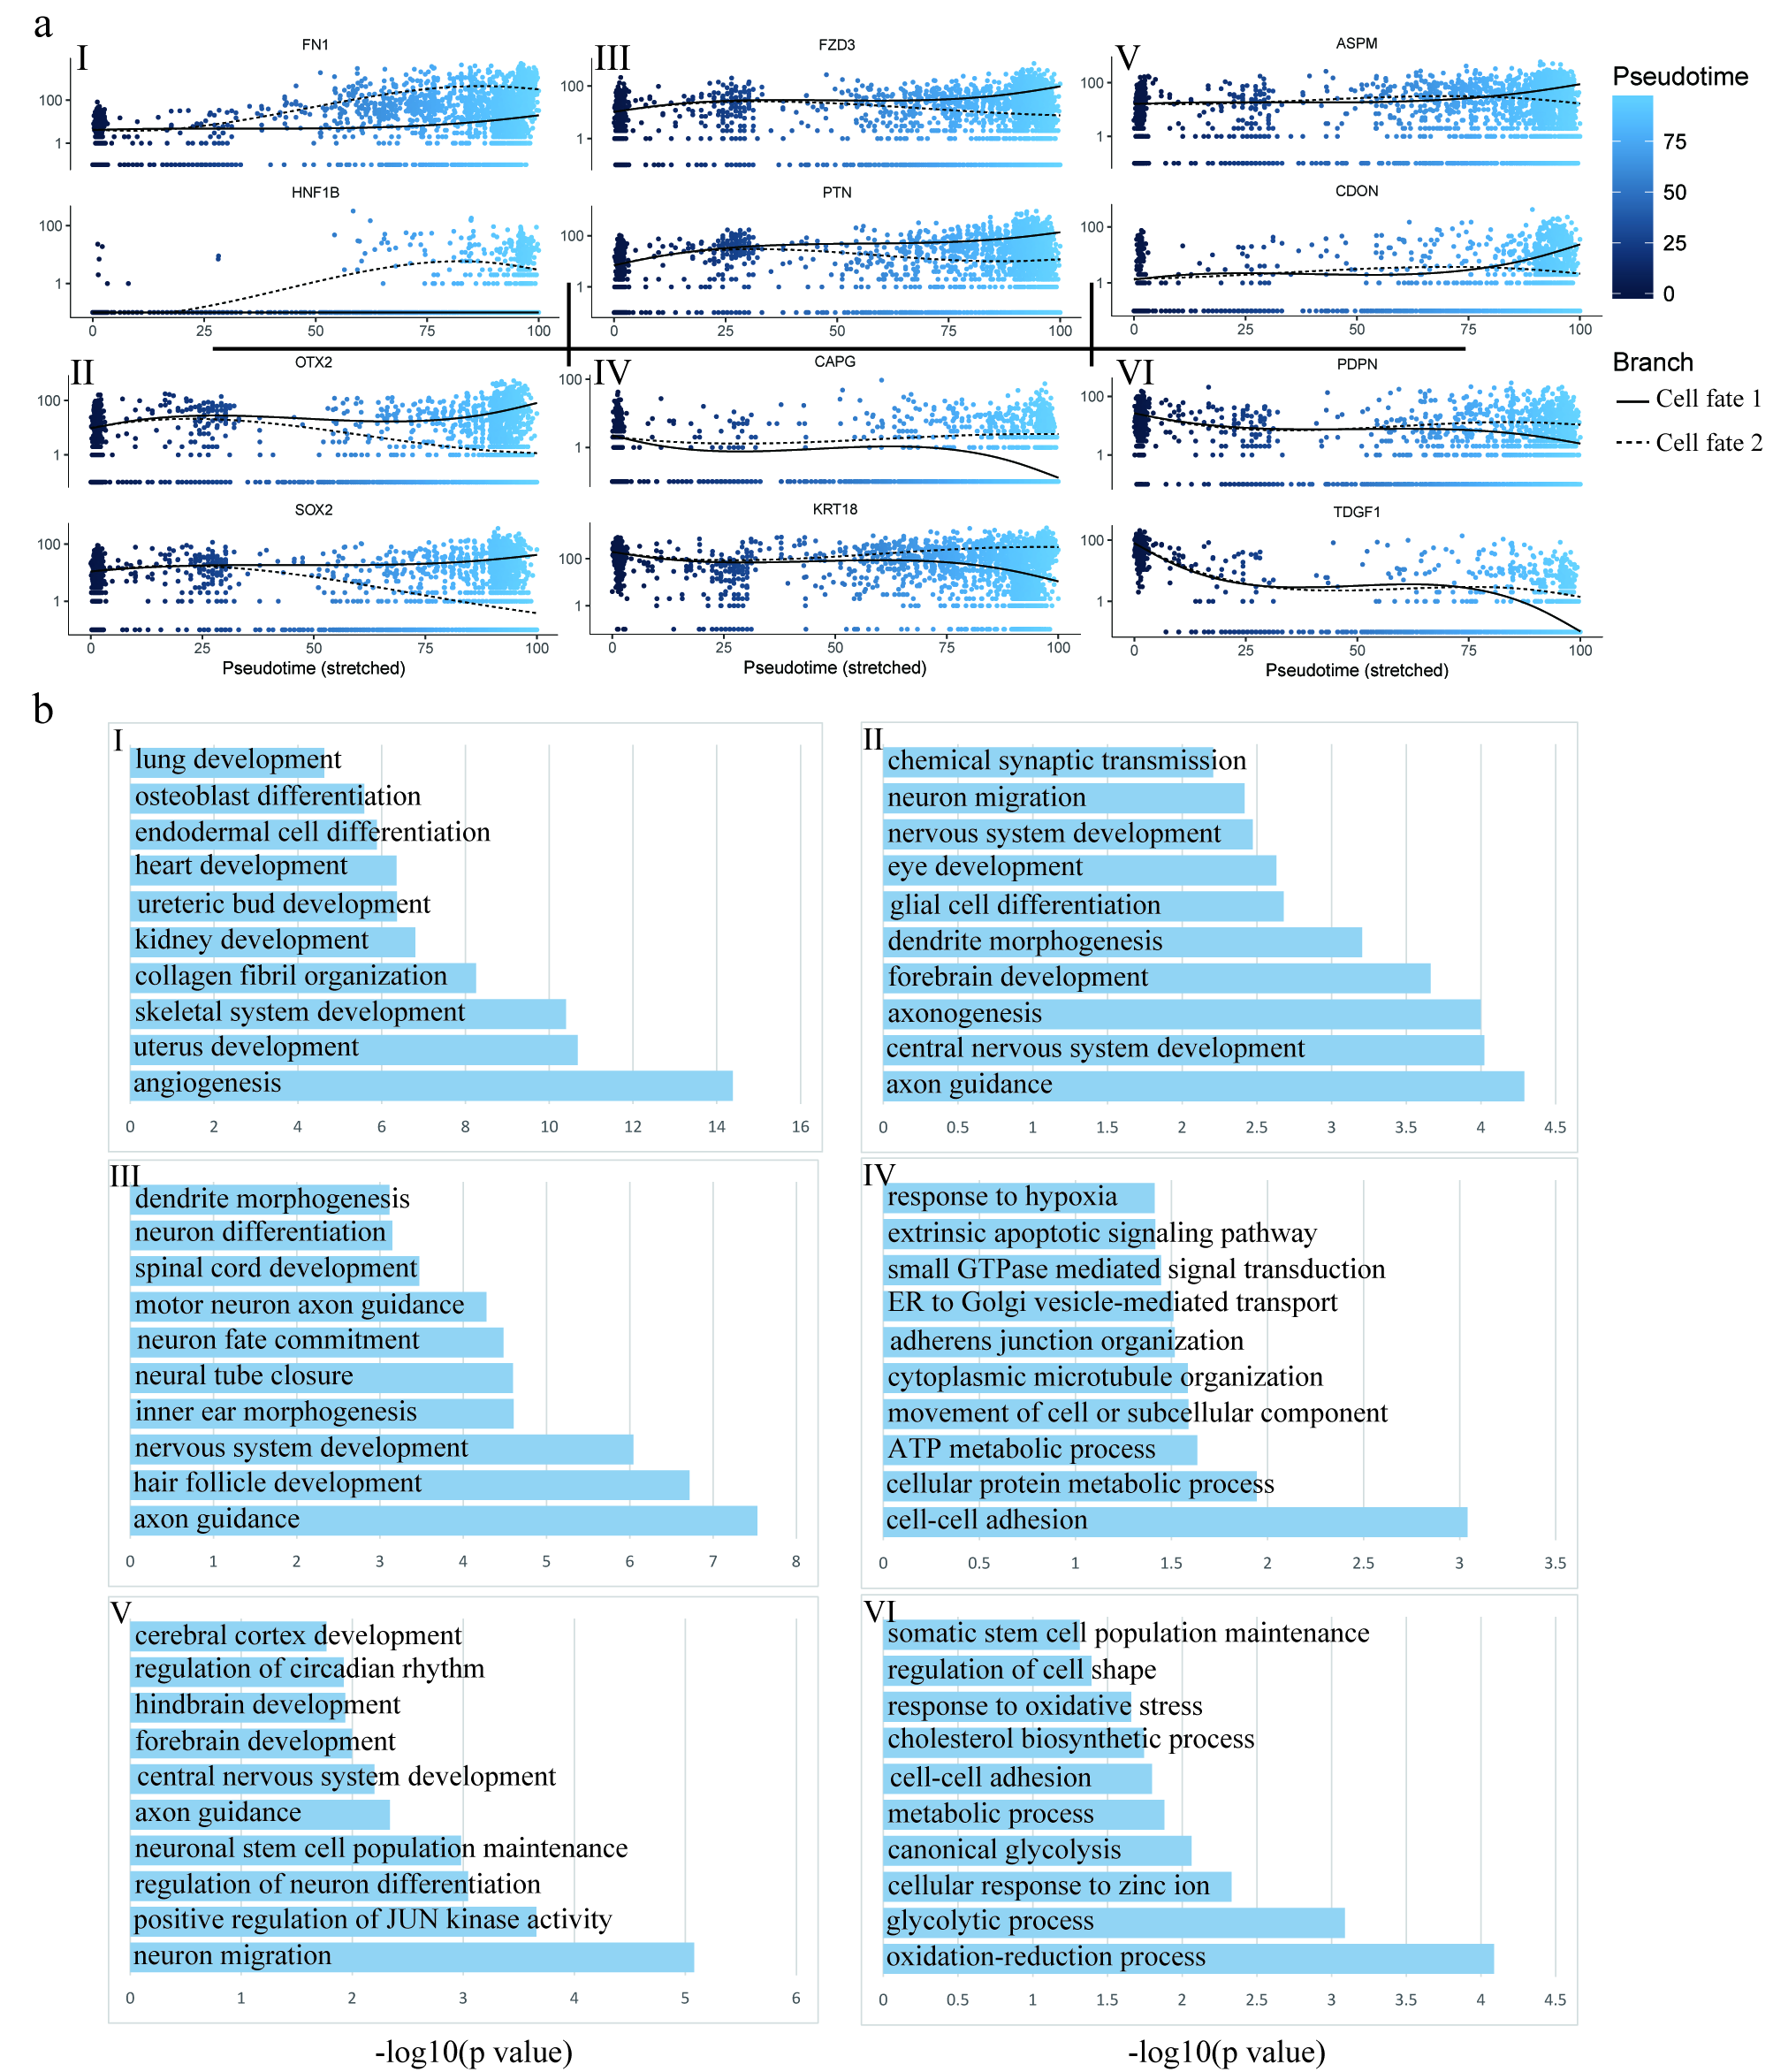
**

**Fig. S5 GO analysis and expression dynamics of gene clusters I-VI.** **a** Gene expression dynamics. Full line: cell fate 1; Imaginary line: cell fate 2. **b** Ten GO terms were shown with *p*<0.05. *p* value was shown as –log(*p* value). GO terms used are listed in Additional file 13: Table S12.

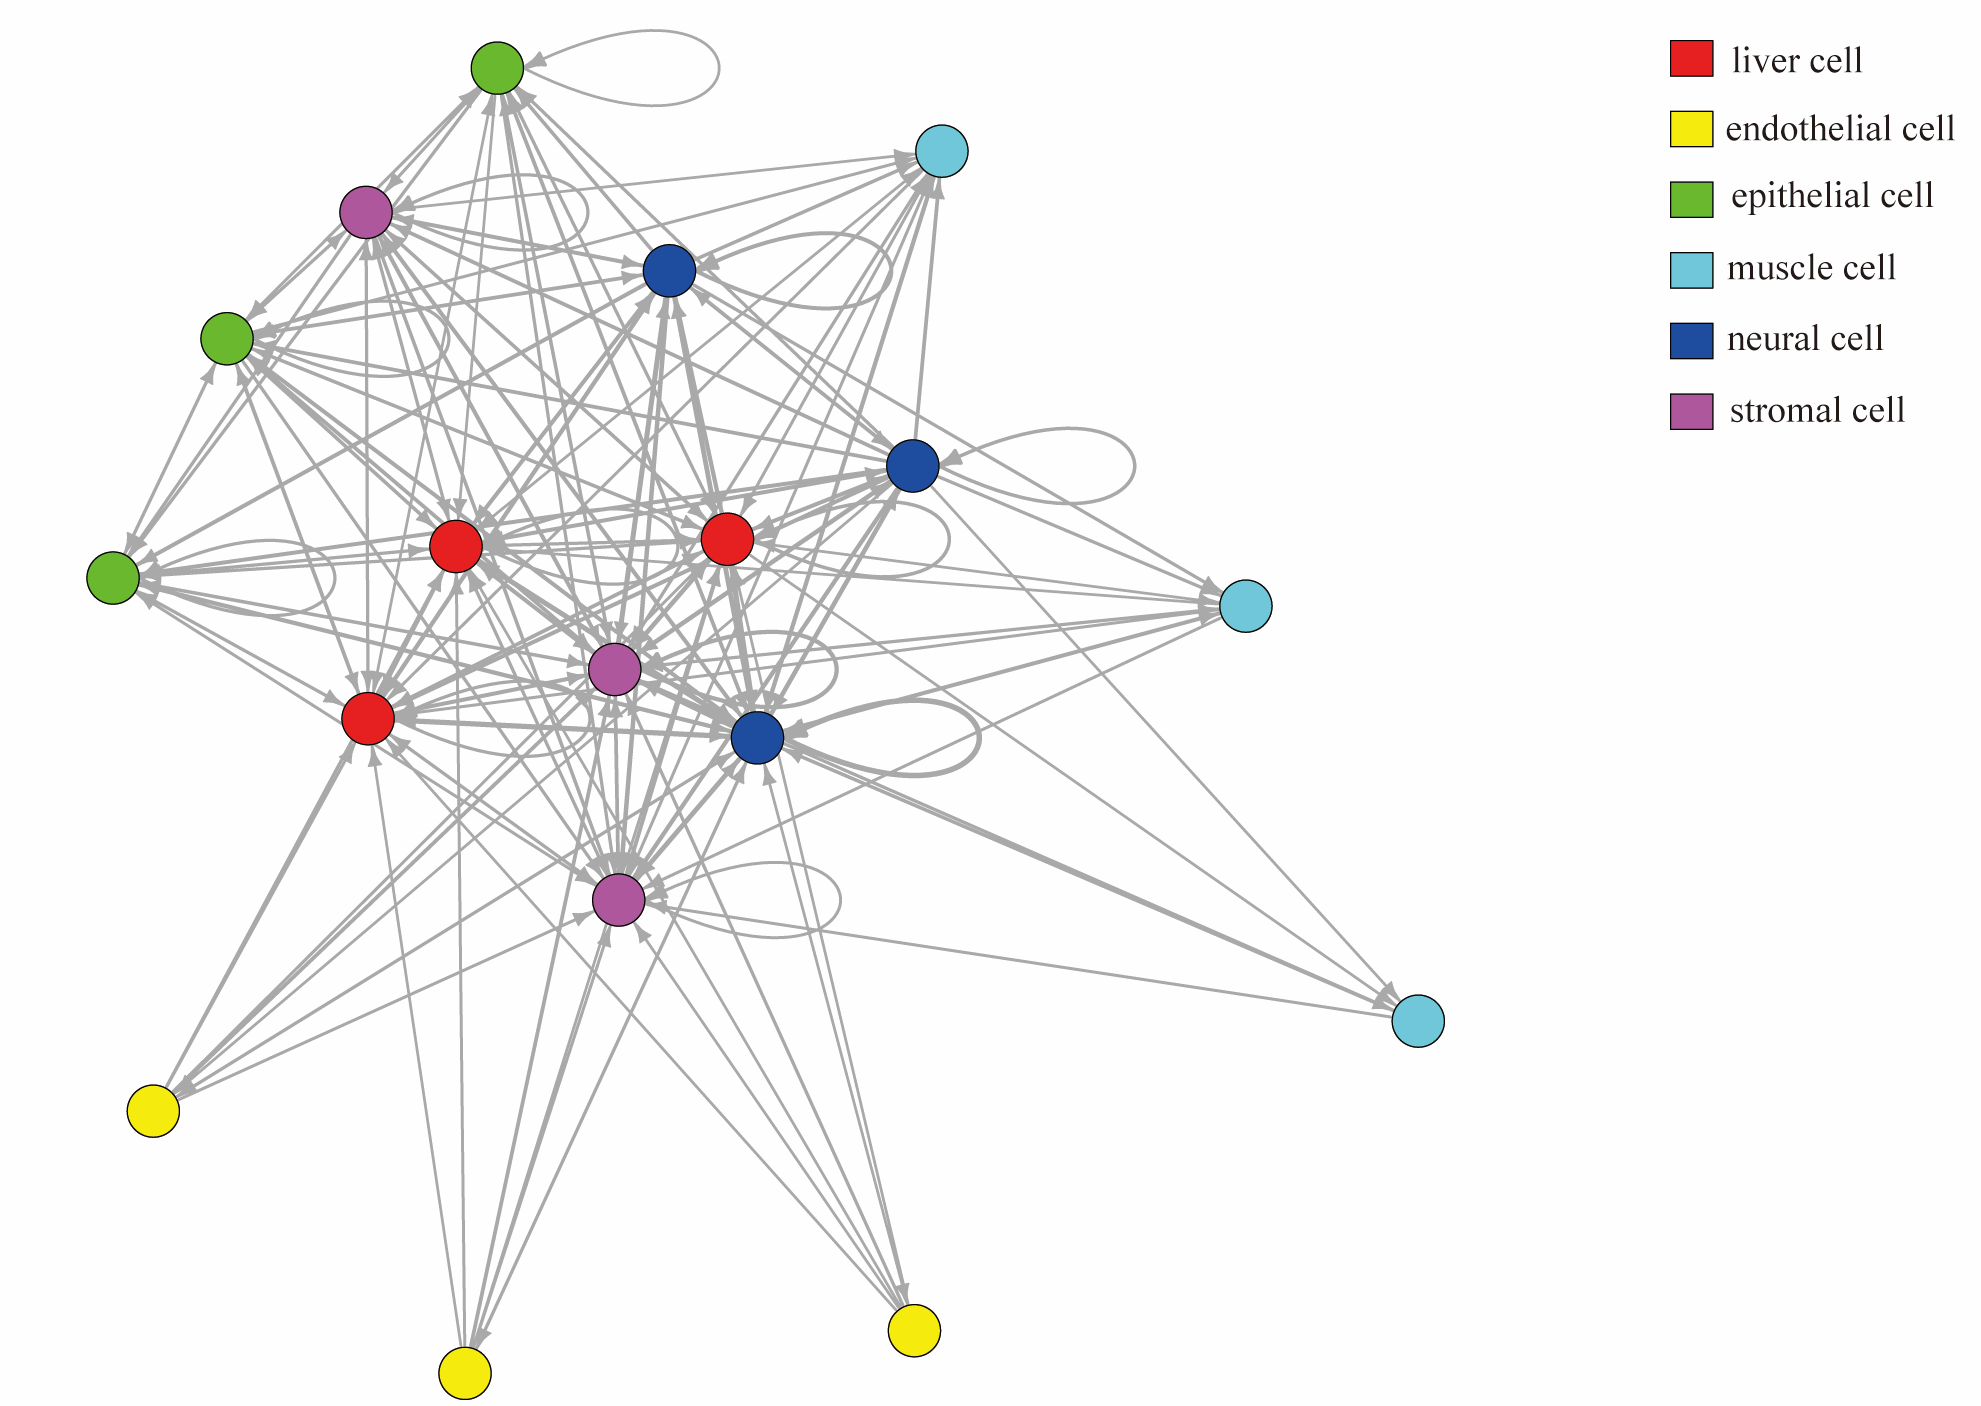

**Fig. S6 Network of potential cell–cell interactions in EBs.** Nodes: cell types; thickness of arrow-line: the sum of ligand-receptor pairings.

**
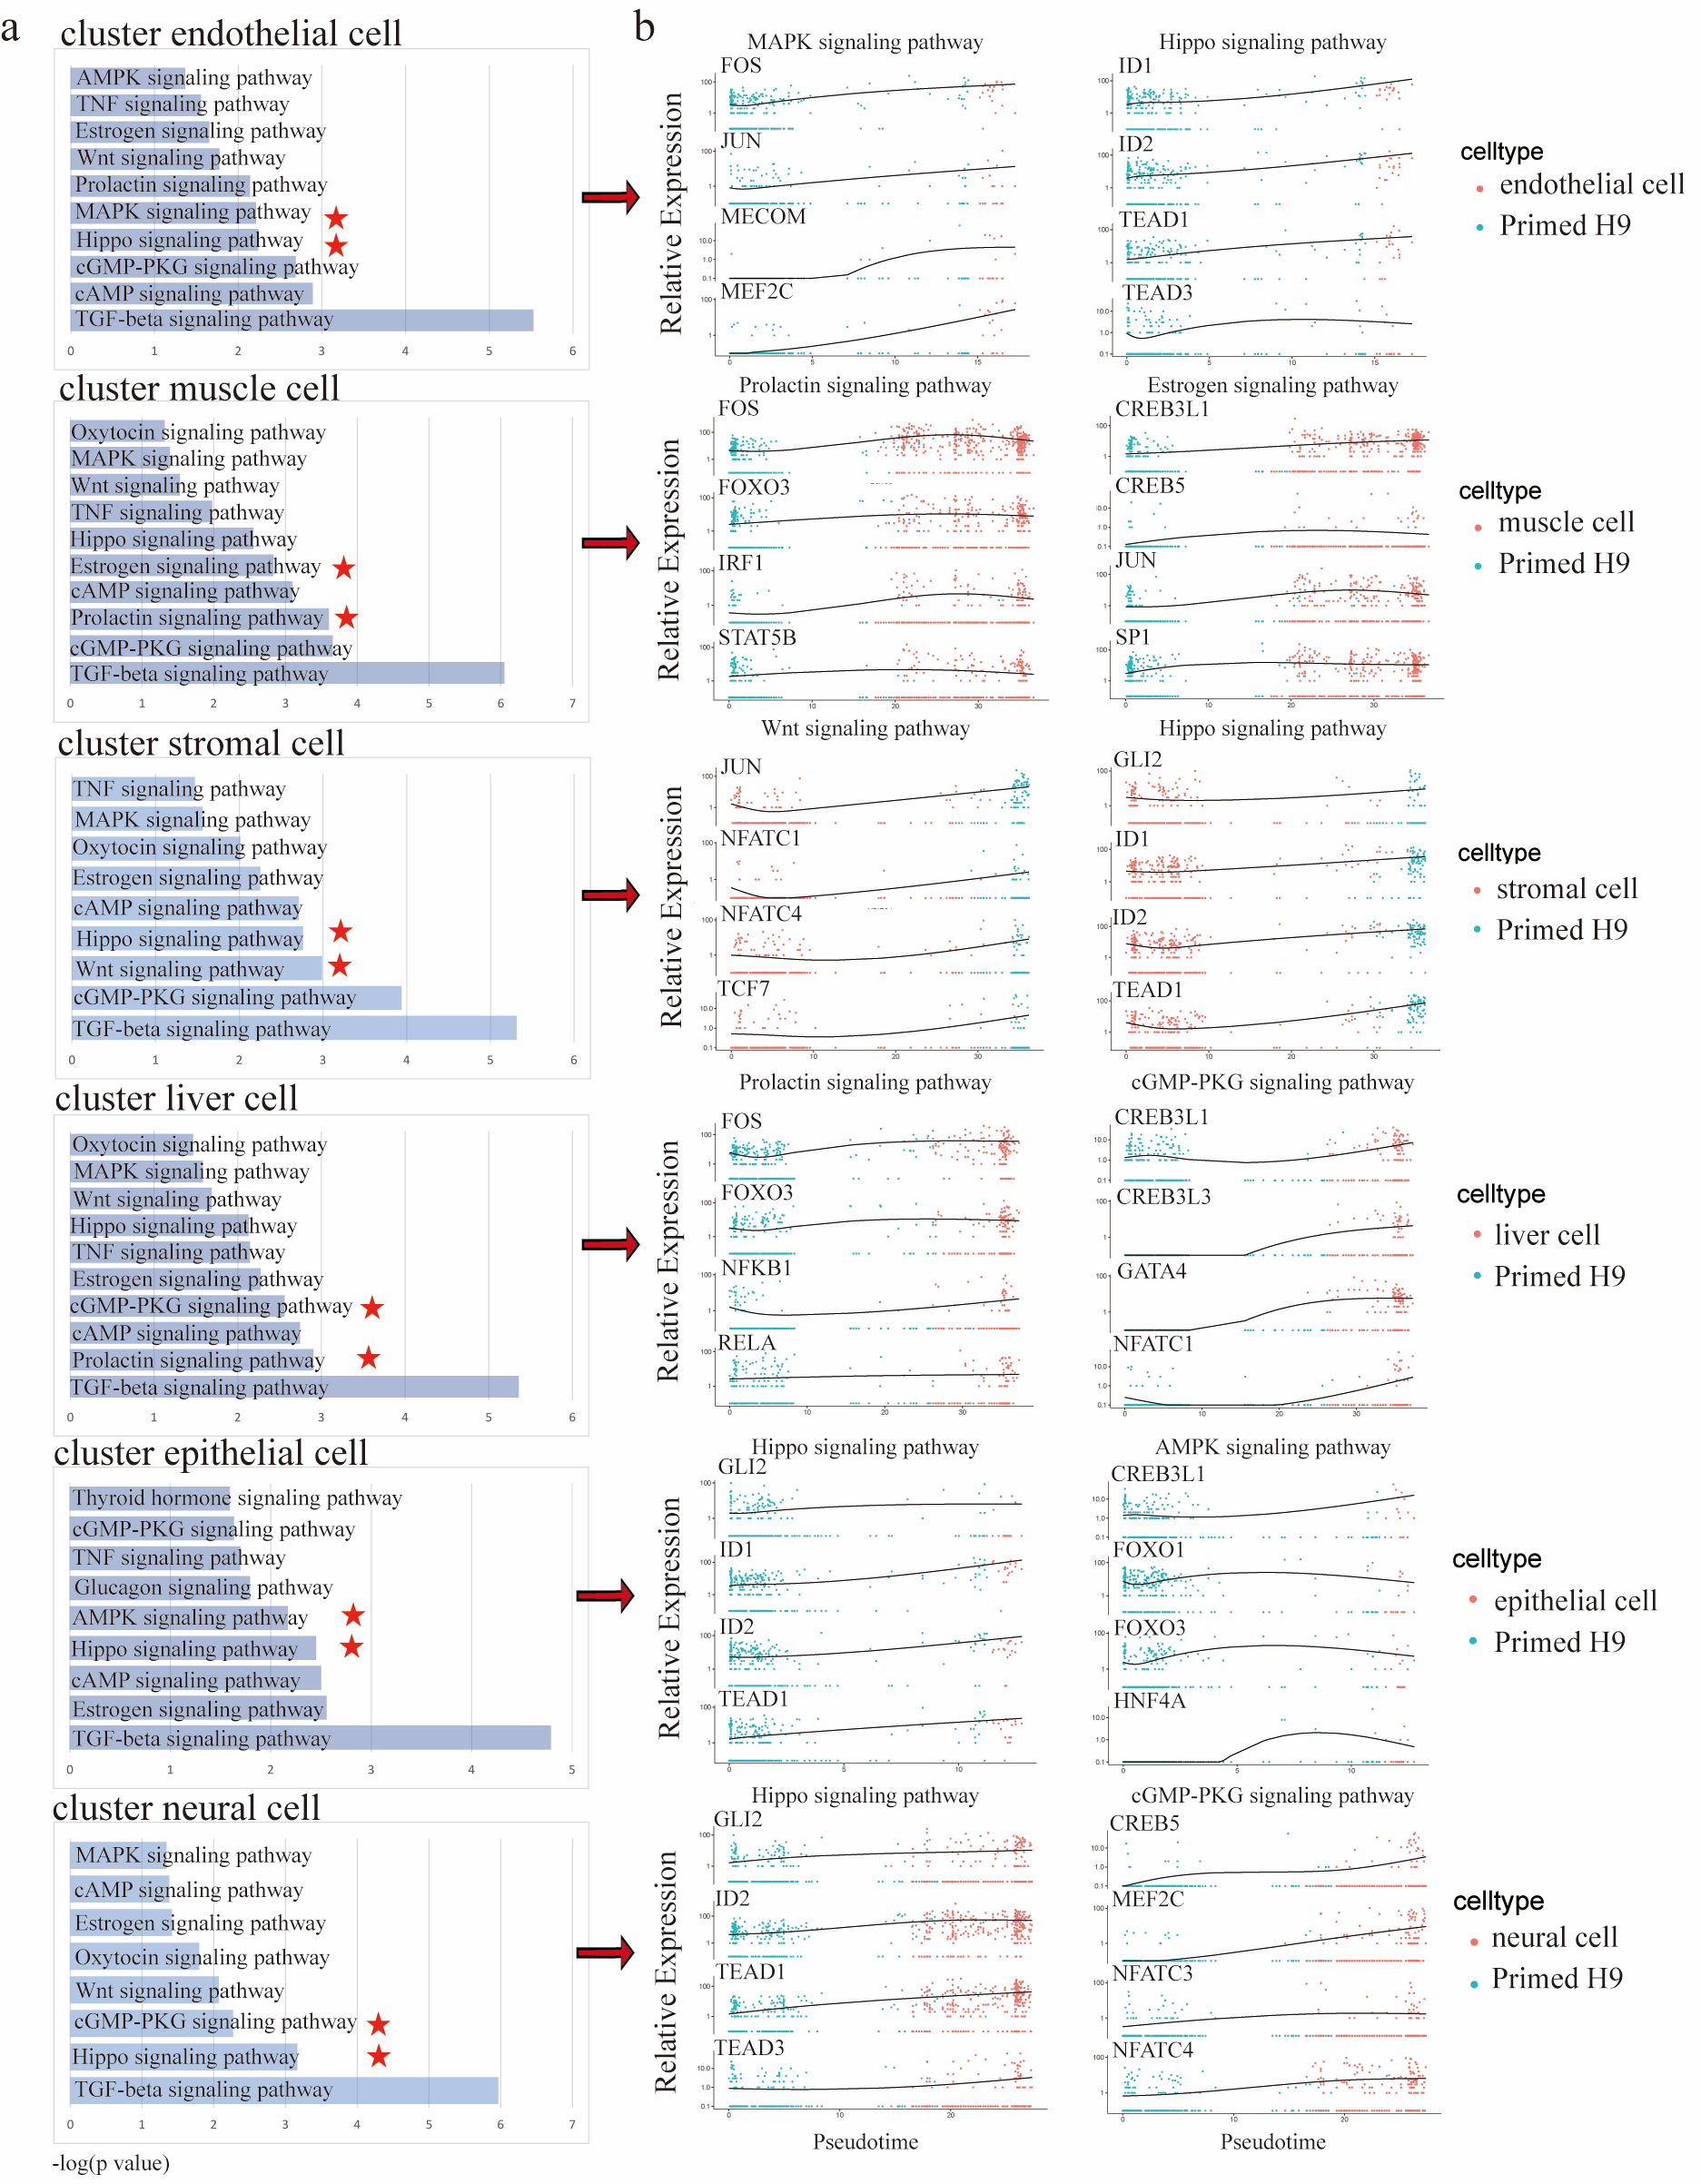
**

**Fig. S7 Signaling pathways involved in differentiation of various progenitor cells. a** KEGG pathway analysis of six progenitor cells using II and III gene clusters (from Fig. 5b). Signaling pathways used are listed in Additional file 14: Table S13. Ten signaling pathways are shown with *p*<0.05. *p* value is shown as –log(*p* value). The differential signaling pathways have star marks. **b** TFs expression dynamics of differential signaling pathways.

**
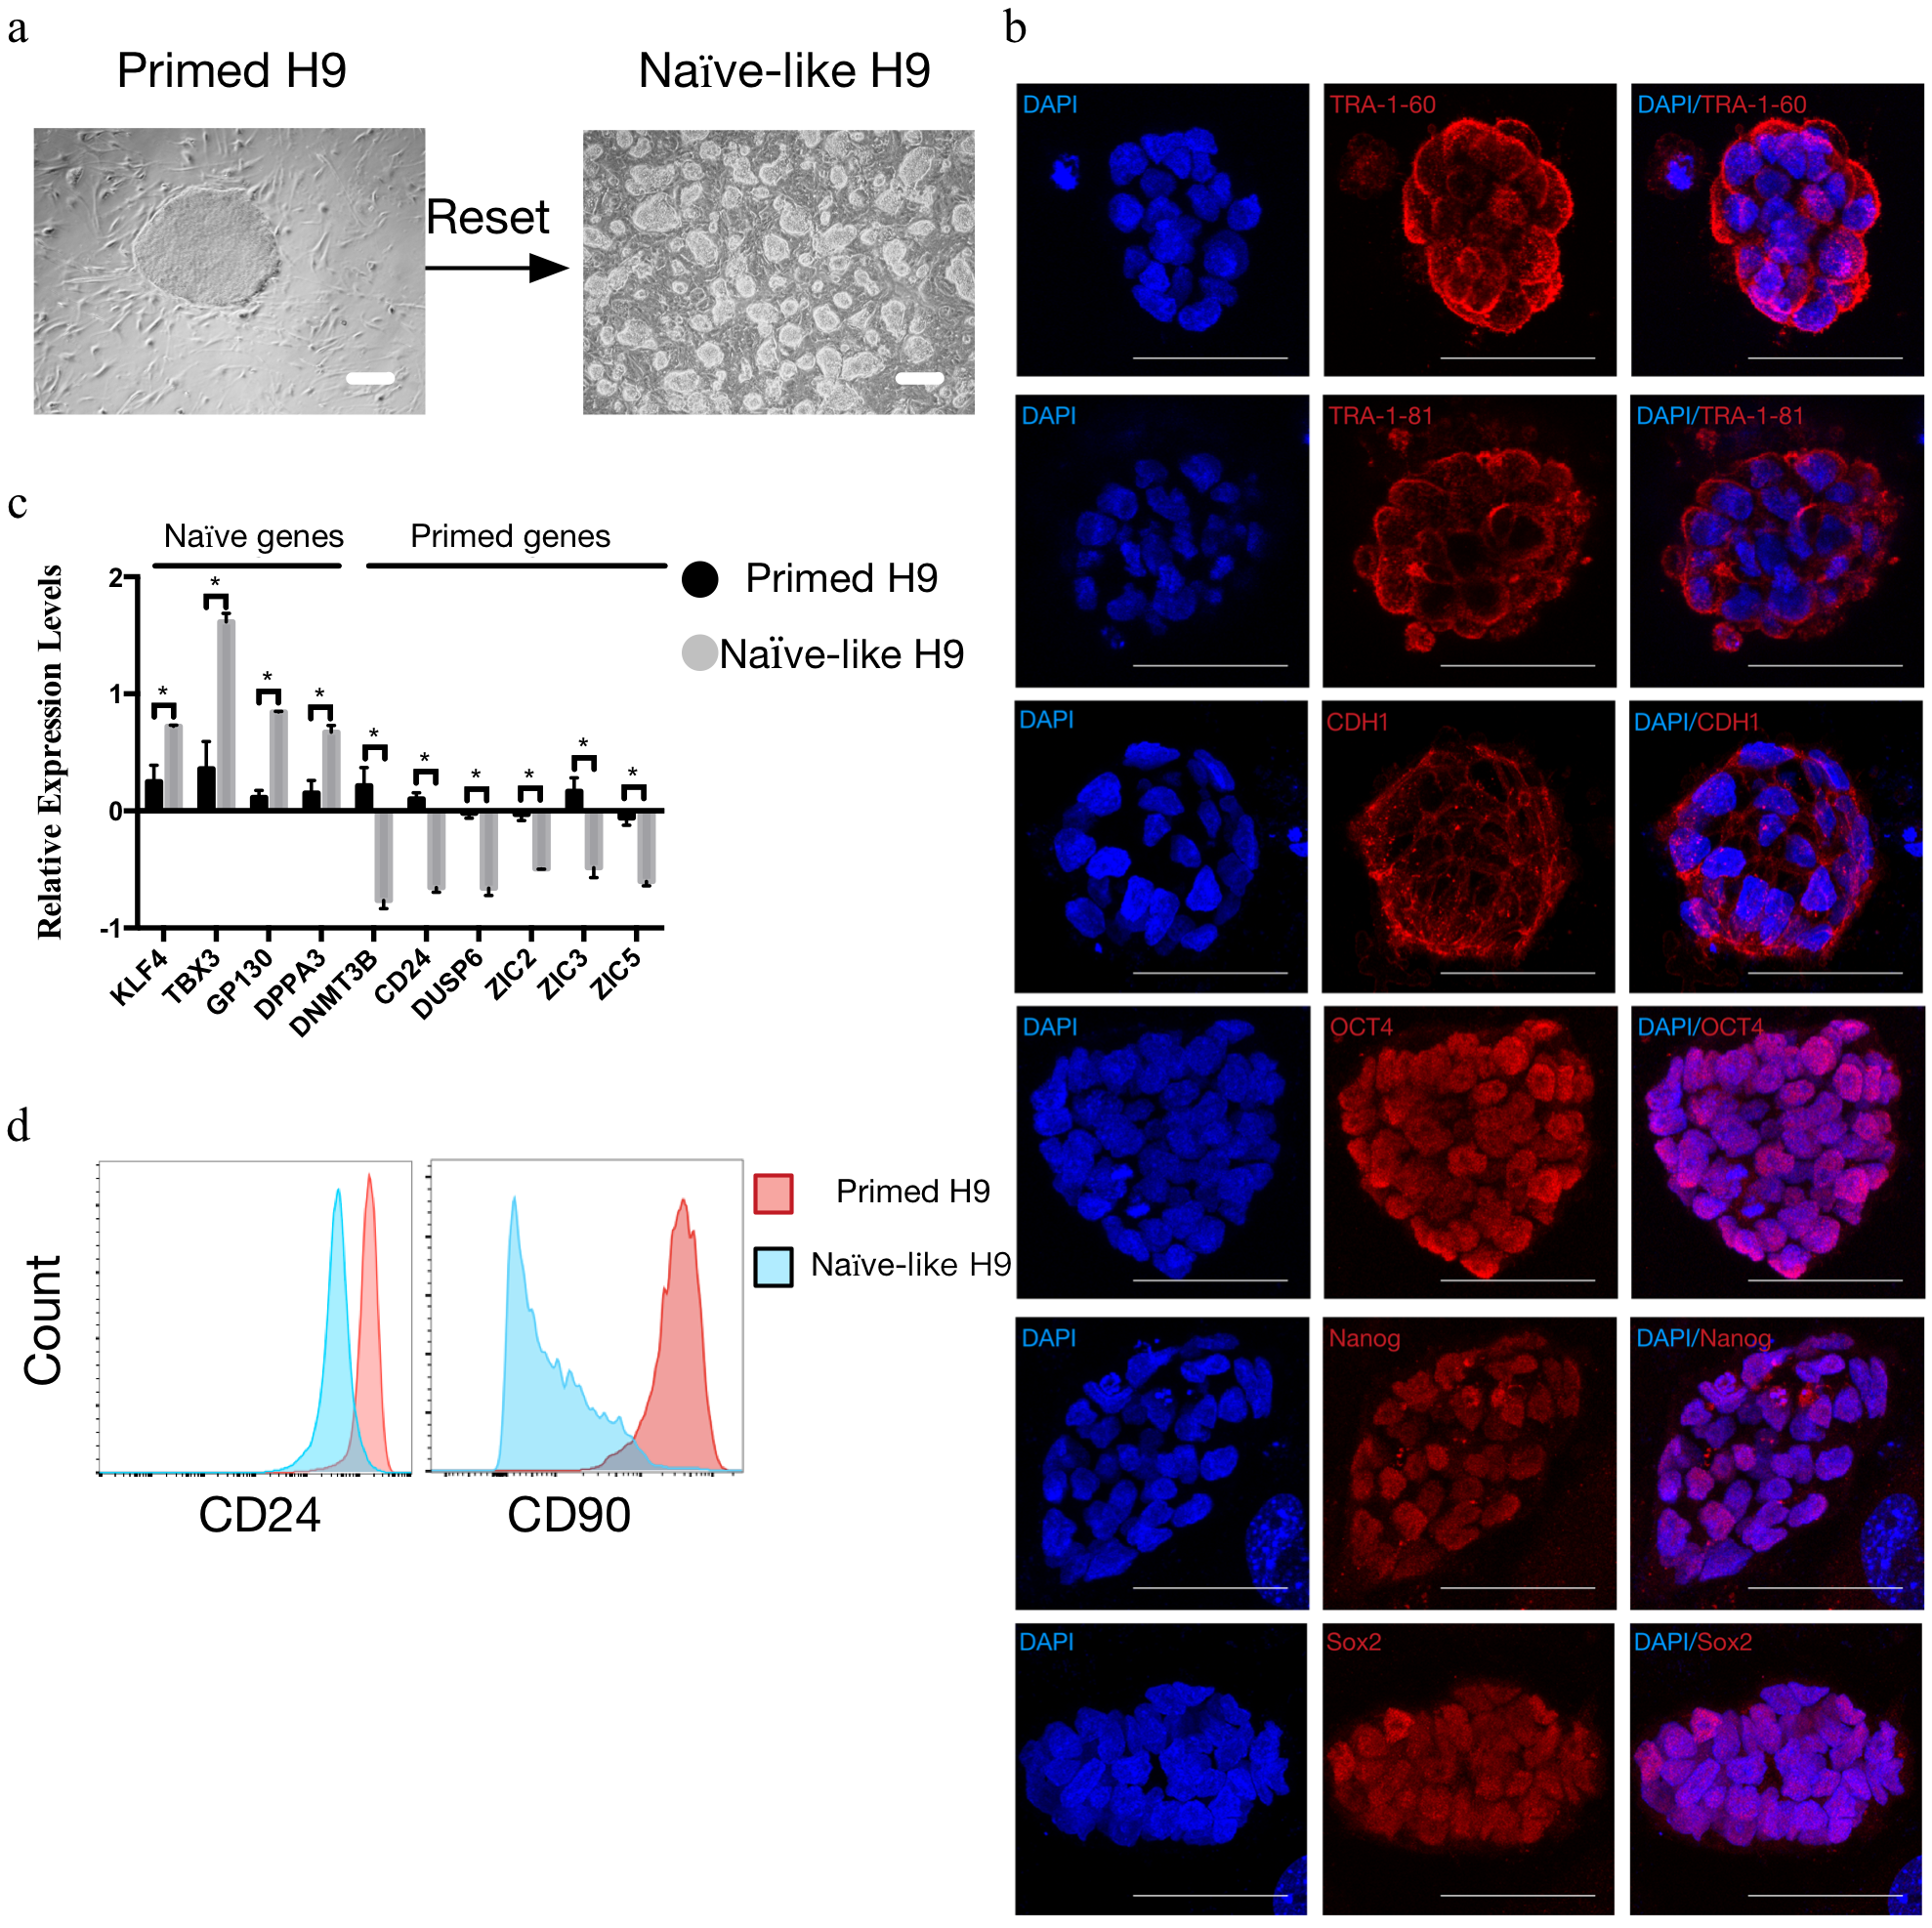
**

**Fig. S8 The identification of Naïve-like H9. a** The morphological change of H9 from primed to the naïve state. **b** Immunofluorescence staining of pluripotent markers, *Oct4*, *Nanog*, *Sox2*, *CDH1*, *TRA*-1-81 and *TRA*-1-60. Scale bars=100μm. **c** qPCR analysis of specific genes in Primed and Naïve-like H9. Significant difference was assessed by the t-test. *p*＜0.05. **d** Flow cytometer analysis of *CD24* and *CD90* in Primed and Naïve-like H9.

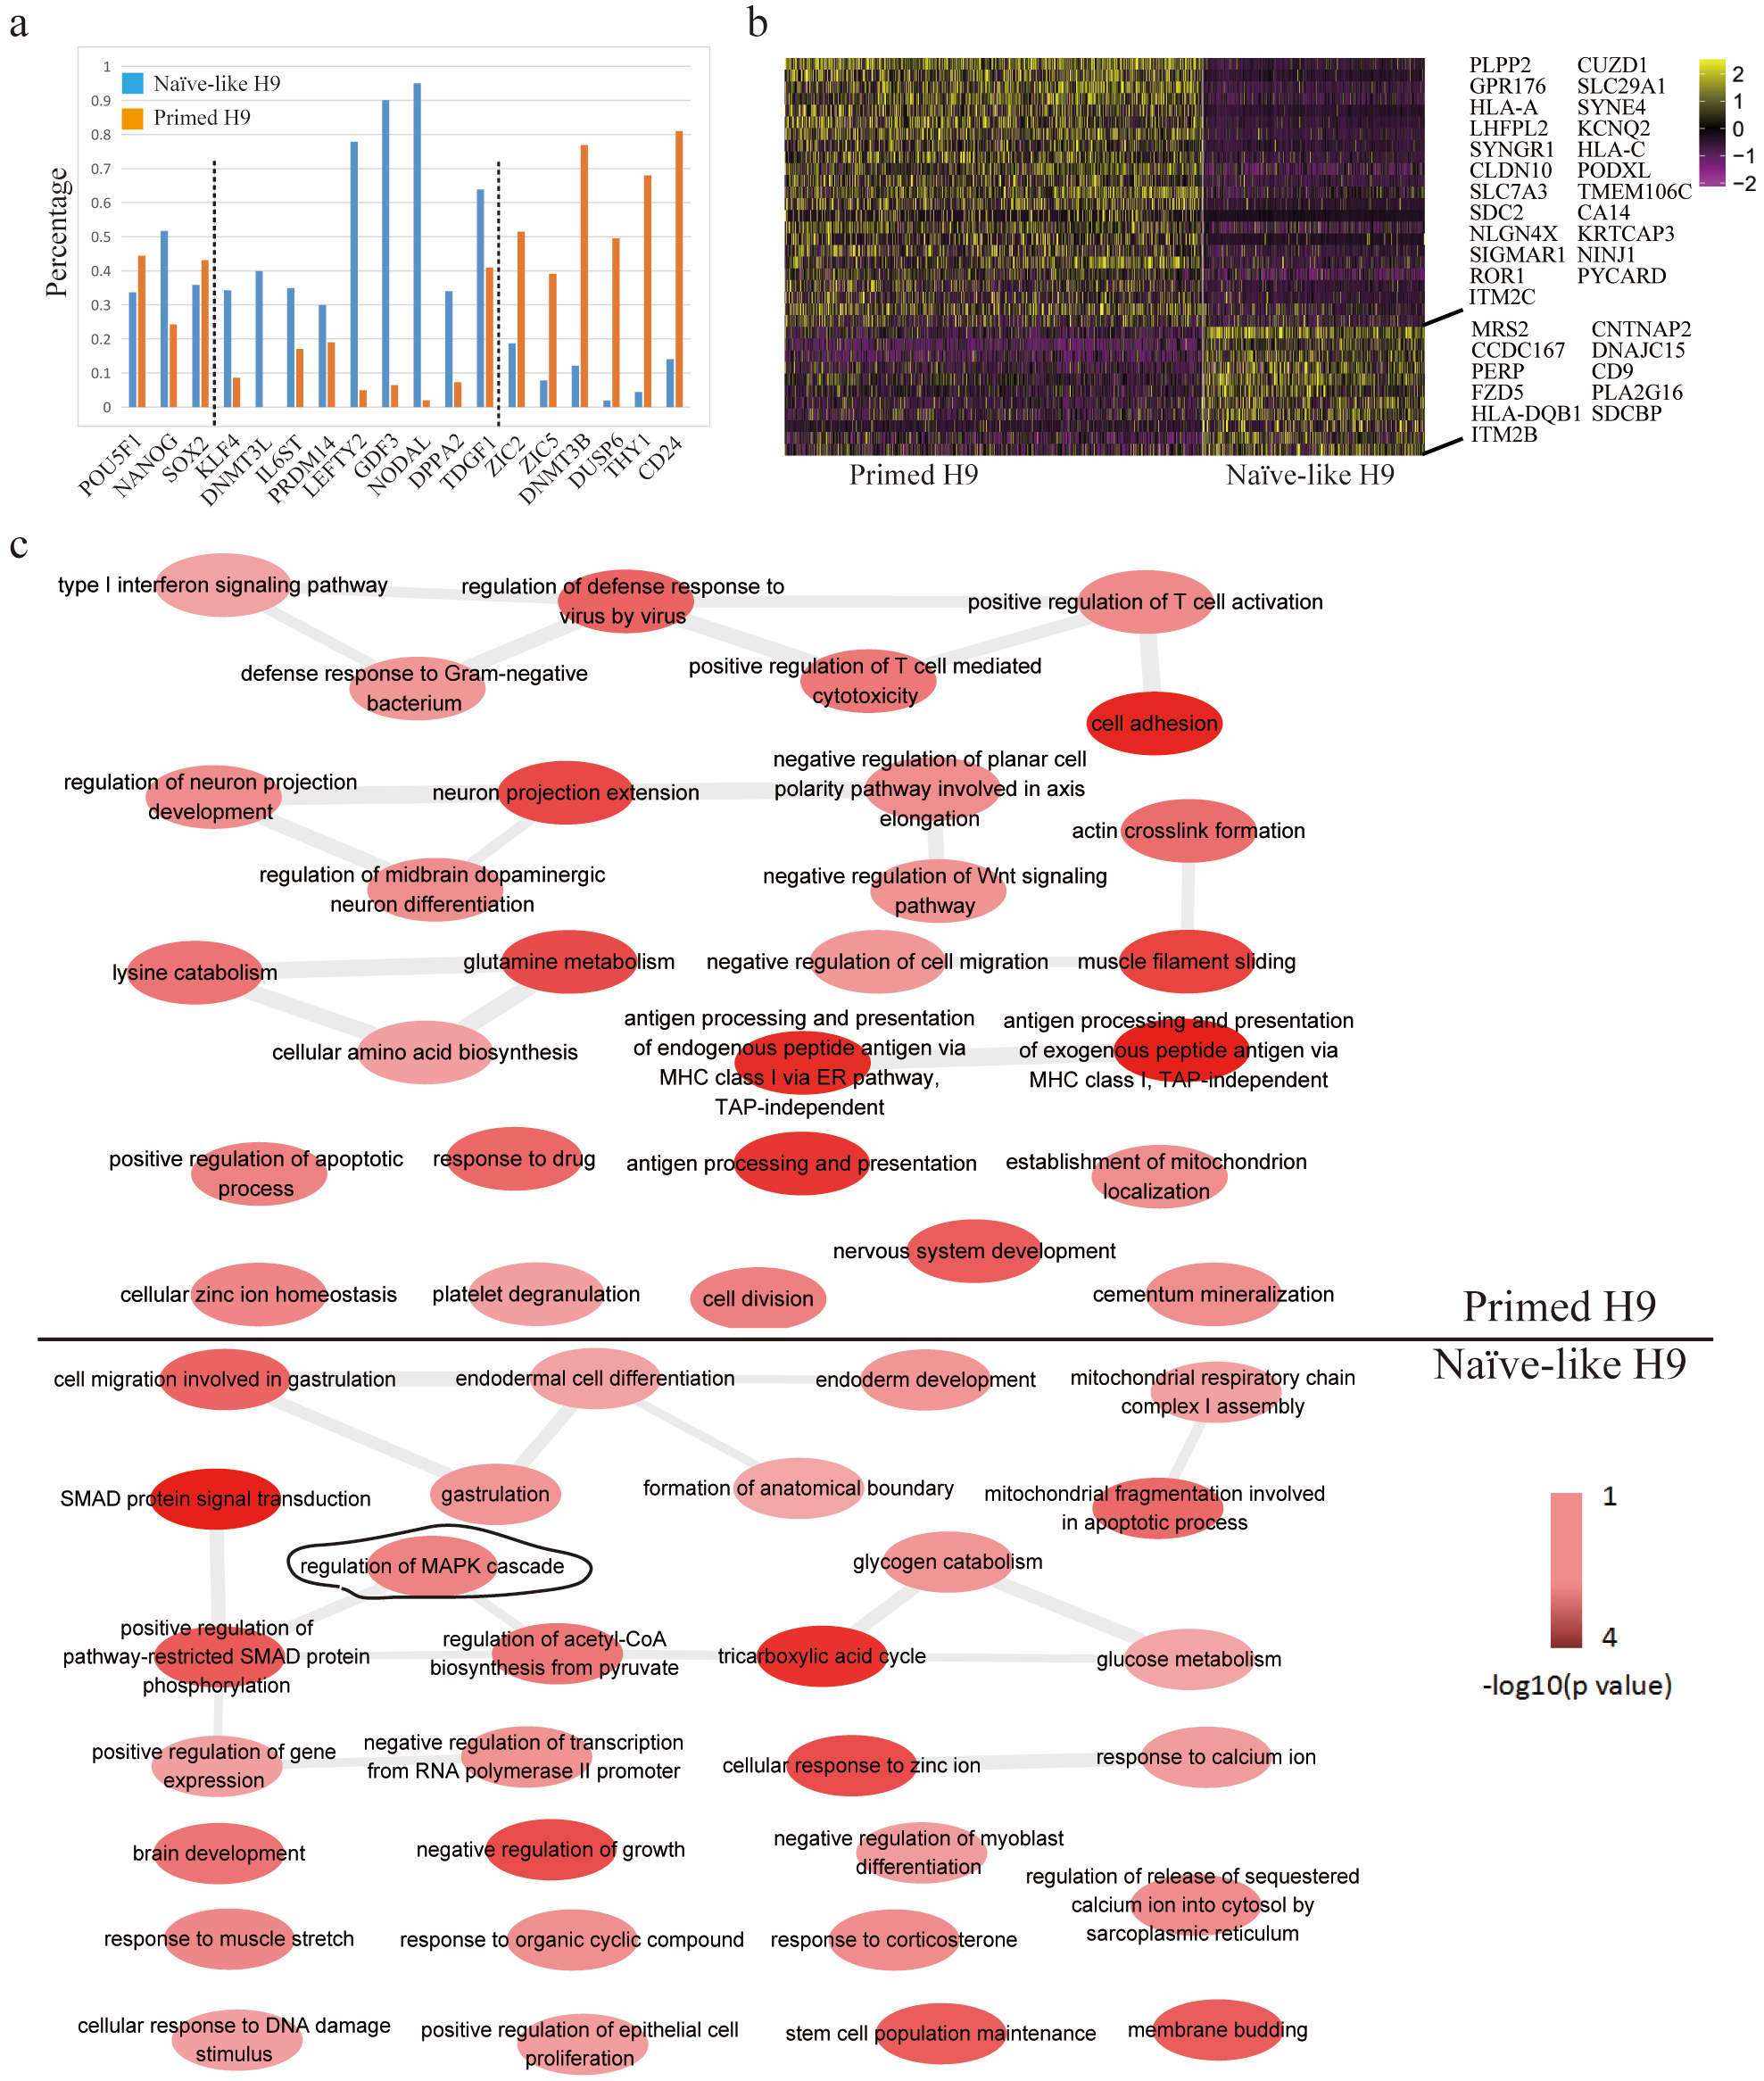

**Fig. S9 Surface marker analysis and GO analysis of Primed and Naïve-like H9. a** The percentage of genes (naïve genes, primed genes and pan-pluripotency genes) in Naïve-like H9 and Primed H9. The base line to judge a gene expression is the average of gene expression. **b** Heatmap shows the specific surface markers of Primed and Naïve-like H9. **c** GO terms of Primed and Naïve-like H9 were visualized by REVIGO and Cytoscape. Color indicates the *p* value of GO terms. GO terms used are listed in Additional file 15: Table S14.

**
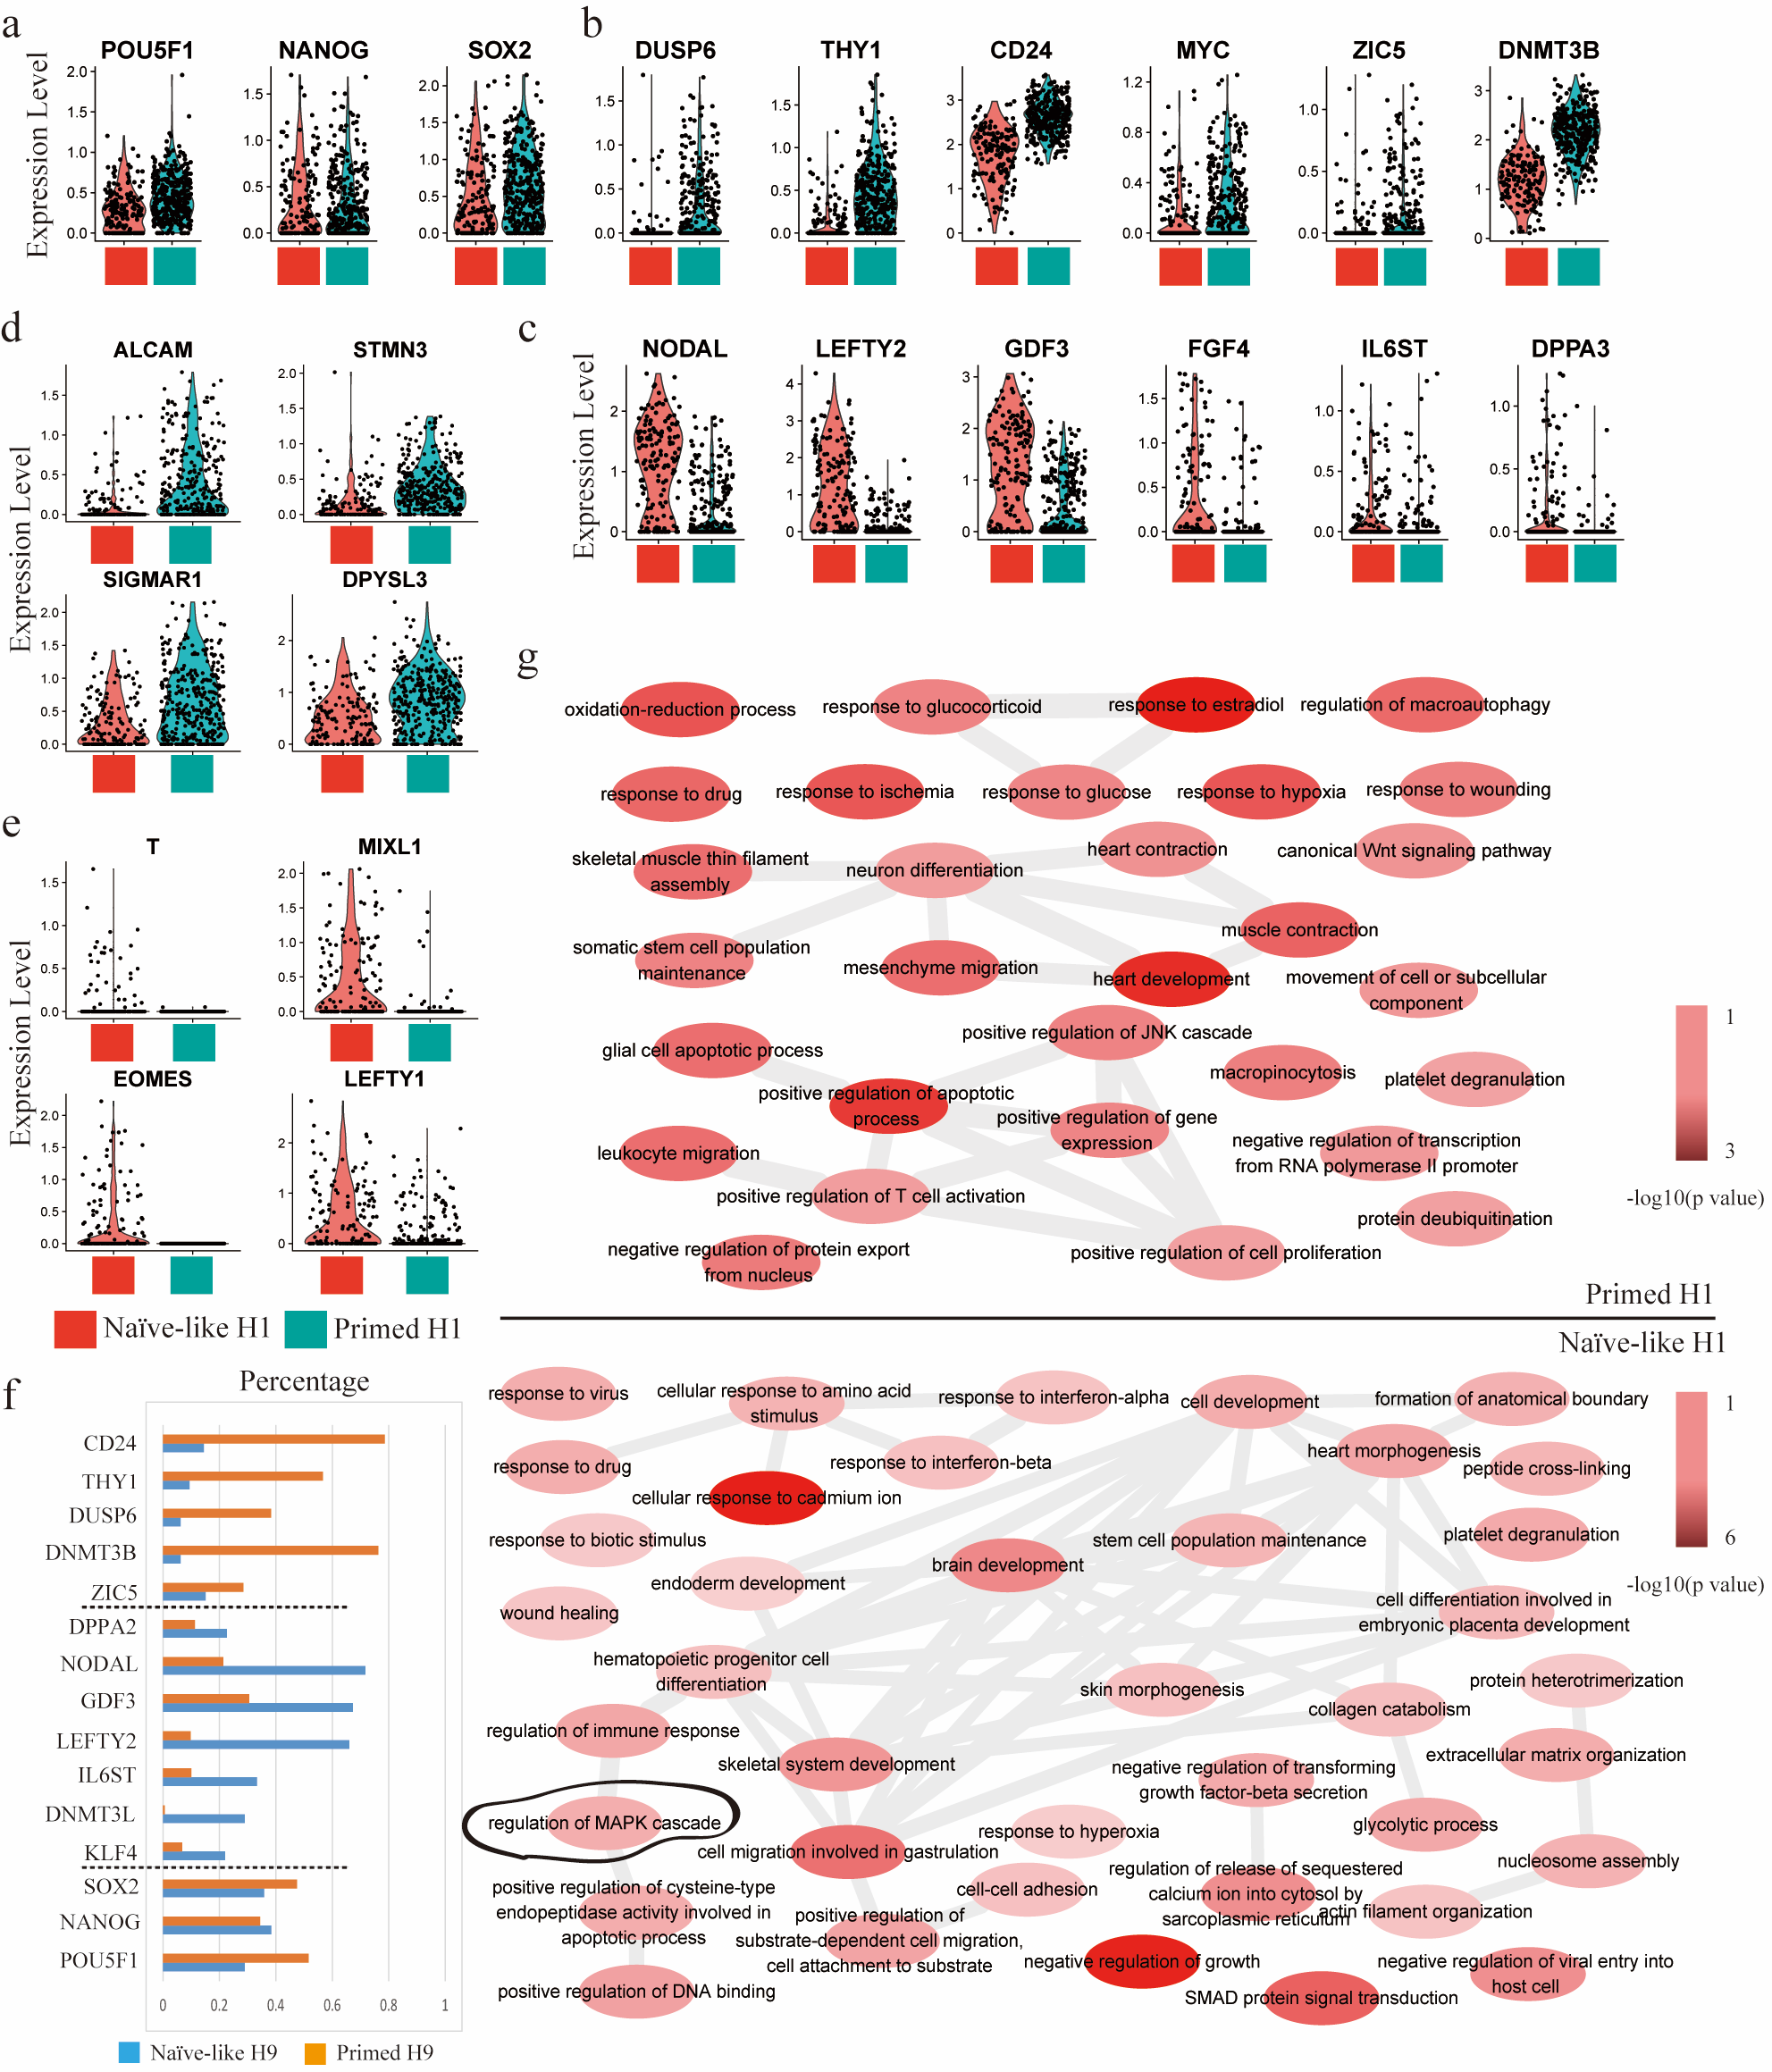
**

**Fig. S10 The identification and GO analysis of Primed and Naïve-like H1. a-e** Violin plots show the expression level distributions of pluripotent transcription factors (POU5F1, NANOG and SOX2) (a), primed genes (b), naïve genes (c), neural genes (d), and mesendoderm genes (e). **f** The percentage of genes (naïve genes, primed genes and pan-pluripotency genes) in Naïve-like H1 and Primed H1. The base line to judge a gene expression is the average of gene expression. **g** GO terms of Primed and Naïve-like H1 were visualized by REVIGO and Cytoscape. Color indicates the *p* value of GO terms.

How the deposited data were processed for this re-analysis (not part of the article)

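Single cells of the human embryonic stem cell lines H9 and H1 were profiled by the authors on C1 HT chips, and 11 single-cell libraries were used here: Primed H9, day 4 EBs, 4 replicates of day 8 EBs, day 10 reset H9, 2 replicates of day 20 reset H9, Primed H1 and Naïve-like H1. 12 bulk RNA-seq libraries of H9 were used as well, 2 each of Primed H9 and of days 3, 6, 10, 15 and 20 of reset. The condition of each library was taken from the labels of the deposited samples, and no column of the files was left unused (0 columns). Per-cell annotations of class or cluster were not used here, and neither were raw reads. Each library counts as 1 replicate, so Primed H9, day 4 EBs, day 10 reset H9 and each H1 group have no replicate among single cells. The files list 400 capture sites for each H1 group, and the sample labels do not state whether both were captured on 1 chip.

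For the single-cell files, the authors aligned reads to GRCh38 with STAR v2.5.2a and deposited raw read counts per gene and cell made with featureCounts v1.5.1, with no normalization. The annotation they counted against is not given in the sources used here, and neither is the use of molecular identifiers, so each count is taken as a read. Each matrix lists 56305 genes in the same order, with equal names except for 13 that appear as dates in both H1 files, where the name at the same place in the other files was used. Together they hold 5520 cells. The authors excluded capture sites without a cell or with more than 1 cell. A second file per library lists the capture sites of the chip as 0 or 1, and it was used only to compare the number of cells. For the bulk libraries, the authors aligned to GRCh38 with STAR v2.5.2a and quantified with RSEM v0.4.6, and the deposited values were read as RSEM expected counts per gene, although their label says FPKM: 81.1% to 82.1% of the values above 0 lie within 1e-6 of a whole number, and their totals are 16447800 to 20365400 per library. Genes at 0 in all 12 bulk libraries are not in that file, which lists 28444 genes, 27973 of them matched to GENCODE release 44 by identifier. Gene positions are those of GENCODE release 44 on GRCh38.

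Median depth per cell lay between 118374 and 254956 counts, and library totals between 52601170 and 156104391 counts. A gene with no count in a library was limited by 3 counts, divided by the library's total. This is the upper end of a 95% interval for a count of 0 that is bounded on the upper side only. The exact intervals given elsewhere are bounded on both sides, which would put this limit higher. Cells were kept with 2000 to 8800 genes detected and at most 600000 counts, as in the paper. Doublets were not called. Cells were normalized, scaled and clustered with Seurat 5.3.0 under R 4.3.3 at the paper's settings (8706 variable genes, 15 principal components, resolution 1.5), in sets that follow the paper: Primed H9 with day 4 and day 8 EBs, Primed H9 with the reset cells, all H9 cells, and the neural-like and muscle-like cells alone. The paper used Seurat v2.0.1, which is not the version used here. The 226 marker and named genes were held out of the variable genes. A cluster took the name of the class whose fixed markers had the highest mean log2 fold over the other cells after 5 CPM were added, where at least 3 markers were raised, each with a count in at least 5% of the cells. An EB cluster that came out highest for the set of a neural or muscle subset took the name of that class if at least 3 of the markers of the class were raised too, with a mean above 0, except for GABRP-12, which was kept apart. Names carry the ending -like, since the markers are those that the paper gives. The clusters were drawn from the same cells whose genes were then compared. Marker genes and genes that move with them are therefore expected to differ between classes. Their p-values set that difference against a spread between libraries that edgeR estimates partly from all genes. With so few libraries, a very small p-value rests on this shared estimate more than on the spread of the gene itself.

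Counts of the cells of a class in a library were summed, with at least 10 cells per sum, since cells of 1 library are not independent replicates. Sums were compared with edgeR 4.0.16 (TMM factors, filterByExpr, a quasi-likelihood F-test) and p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05 on the adjusted p. Where both sums came from the same libraries (day 8 EB classes, branches, subsets and the fates of day 20 reset H9), the library was a block, because cells in 1 library share its run. Comparisons with a lone library (Primed H9, and each H1 group) take its spread from the replicated groups and assume that it varies like them. Residual degrees of freedom are few: 3 for muscle-like and liver-like cells and for day 8 EBs against Primed H9, 2 for stromal-like and GABRP-12-like cells, 1 for neural-like and endothelial-like cells, the branches, the PODXL-6-like subset and the fates of day 20 reset H9, 1 for Naïve-like against Primed H9, and 2 for H9 and H1 together with the cell line as a covariate. A line by state term, with 1, was tested in the same libraries. Stromal-like cells were compared in 3 libraries and neural-like cells, branches and neural-like subsets in 2, since the others held fewer than 10 cells. Endothelial-like and GABRP-12-like cells reached 10 cells in too few libraries and were tested with at least 5 per sum, a choice made after the files were examined. Values per library are CPM, and the log2 CPM shown in figures has a prior count of 2.

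The genes named were fixed before the data were examined, as were the alternatives except those marked below. They are every gene named in the results text or a figure of the paper, for the comparison in which it is named, and, for each test across all genes, the 5 genes with the largest absolute log2 fold change among those called that change in the same direction in every library or pair. Values in the paper's text, figures and supplementary tables had been seen when this rule was written. Lists of genes for GO terms were taken from the paper's text and supplementary tables, and for those the number of genes higher, lower and called is given, with camera and fry from limma 3.58.1 for the lists of Table S5.

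Transcription factors were followed along an ordering of Primed H9 cells and the day 8 EB cells of 1 class. Monocle, which the paper used, was not available, so diffusion pseudotime was computed with numpy 2.4.6 and scipy 1.17.1 under Python 3.11.15 (2000 variable genes, 15 principal components, 30 neighbours, 10 diffusion components), with the 741 transcription factors of Table S7 held out. The day 8 EB cells were then divided into 3 equal stages. For ligand-receptor pairs of Table S6, a gene was counted as expressed in a class where at least 10% of its cells had a count. Mixing of libraries was measured as the share of the 30 nearest cells that come from the same library, a measure chosen after the files were examined. Tables were handled with pandas 2.3.3 and Matrix 1.6.5, and figures drawn with matplotlib 3.10.9.

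The plan for the bulk libraries assumed FPKM and named limma. Since the values were read as counts, they were rounded and tested with edgeR in 1 fit of all 12 libraries, and DESeq2 1.42.0 and limma on log2(CPM + 1), with 0.1 and 5 in place of 1, were added as alternatives after the files were examined. Distances between libraries were computed on log2(CPM + 1) over the 16092 genes with at least 1 CPM in 2 or more libraries. Replicate numbers of the bulk libraries are not stated to pair them across days, so replicate number was not a block in the reported test and was tried as one.

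14 designs, the single-cell comparisons above and bulk day 20 against Primed H9, were tested on simulated data; the other bulk comparisons and the tests between stages were not. The data were negative binomial counts with means fitted to the real sums, in which 200 genes were given known fold changes. Each gene took the dispersion that the trend over all genes gives, without the spread of single genes around it. The shares of false calls on the real sums may thus differ from those given here for both tools. Of the genes changed 8-fold, edgeR called 6.45% to 100% with the right sign over these designs, the lowest for GABRP-12-like cells and the highest for bulk day 20 against Primed H9. Of its calls, 0% to 33.3% fell on unchanged genes, the highest again for GABRP-12-like cells, and for the other designs at most 9.26%. For DESeq2 that share was 12.9% to 83.8%, and edgeR, chosen as the reported tool in the plan, was kept. Genes that change by less than 8-fold, or that have few counts, are recovered less often, and a gene that was not called is not shown to be unchanged.

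Alternatives were DESeq2 in place of edgeR, no filter on low counts, no library block, at least 20 cells per sum, resolution 0.8, 2000 variable genes, marker genes kept for clustering, a minimum of 1000 genes per cell, no upper limit on genes or counts, all day 20 cells in place of the fate 2-like ones, both day 20 libraries summed, each cell thinned to 50000 counts, each library left out in turn, another ordering or division of the pseudotime, another definition of an expressed ligand, and for bulk another pseudocount, filter, set of genes, block or set of samples in the fit. Added after the files were examined were the 5-cell sums, an epithelial-like cluster within the muscle-like cells, the measure of mixing, stages within each library, ligand-receptor pairs within each library, the bulk tools above, day 20 against days 10 and 3 in bulk, and thinning for the line by state term. For groups of at least 3 libraries each, other splits of the sums were also tested. Comparisons that the files cannot answer, such as protein levels or imaging, were left out. Values of some genes that the paper names are not reported here.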

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

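The tests of neighbouring cells, of the depth and the liver-like cells of day 8 EB replicate 4, of the choice of fate 2-like cells and of the number of H1 libraries were chosen only after the results were seen.

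In 11 measures of the 4 day 8 EB libraries, the gap between the most distant library and the nearest of the others was compared with the range of all 4, and in 4 of them it exceeded the 95% limit of Dixon's test for 4 samples. Chance gives such a gap in about 1 in 20 groups, and shares of cells within a library depend on each other, as do the top genes and the mitochondrial genes.

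Neural-like cells made up 92.6% of day 8 EB replicate 2 and 9.79%, 0.447% and 0% of replicates 1, 3 and 4, a gap of 0.894 of the range. The tables argue against depth per cell: with every cell thinned to 50000 counts, the median share of cells with a count over the 6 neural markers was 71.7% (67.8 to 75.6%) in replicate 2 and 22.7%, 8.56% and 14.9% in the others. They also argue against a few genes taking most of the counts, as the 10 largest genes held 15.8% of the counts in replicate 2 and 16.2%, 16.3% and 19.7% in the others. The criterion set beforehand for that cause was a share outside the range of the others; the share lies outside on the low side, and that a low share speaks against it was decided once the value was known. A library effect apart from cell type cannot be told apart from a difference in the cells: 90.7% of the nearest neighbours came from the same library where chance gives 28.5%, and each library is 1 culture and 1 preparation. A wrong label, the choice of capture sites and reads from other cells were not tested. The 4 libraries carry the same condition, and no biological explanation was tested.

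Stromal-like cells made up 36.2% of day 8 EB replicate 1 and 2.34%, 5.37% and 0.282% of replicates 2, 3 and 4, a gap of 0.858 of the range. Here too the 10 largest genes held an ordinary share, 16.2%, between those of replicates 2 and 3, which argues against a few genes taking most of the counts. Depth per cell stays open: after thinning, the median share of cells with a count over the 7 stromal markers was 88.0% (83.1 to 91.9%) in replicate 1, 32.3% and 73.9% in replicates 2 and 3, and 82.4% (79.3 to 85.1%) in replicate 4, so the intervals of replicates 1 and 4 overlap. Both shares are high, and a share of cells with a count does not show differences in level, so this test does not decide. Summed over the cells of a library, each of the 7 markers had its highest CPM in replicate 1, but the same genes named the class. A library effect apart from cell type stays open as well, since 58.4% of the nearest neighbours came from the same library where chance gives 12.0%, and each library is 1 culture. The same untested causes remain as for the neural-like cells, and no biological explanation was tested.

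Day 8 EB replicate 4 also held the largest share of counts in its 10 largest genes, 19.7% (0.881 of the range), and in mitochondrial genes, 19.0% against 15.6%, 15.7% and 16.0% (0.866). Its median of 146020 counts per cell lay inside the range of the others (119231 to 212432), which argues against depth. Within the muscle-like cells alone, the 10 largest genes held 19.6% of its counts (17.3 to 17.7% in the others) and the mitochondrial genes 19.3% (17.2 to 17.4%), but the muscle-like cells of replicate 4 lie mostly in another cluster than those of the others. Within the liver-like cells, which form 1 cluster, it was 20.5% (13.5 to 14.5% in the others) and 18.3% (11.5 to 13.5%), which argues against the mixture of classes as the whole cause. The state of the cells at capture, the time to lysis and a difference between runs were not tested, and no biological explanation was tested.

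A term for line by state, which asks whether the difference between Naive-like and Primed cells is the same in H9 and H1, was called for 148 of 23835 genes by edgeR, 65 with a higher and 83 with a lower value in H1, and 1166 had an unadjusted p under 0.05. None of the tested causes is excluded. With every cell thinned to 50000 counts, 49 genes were called, all 49 of them among the 148 (33.1%). With all day 20 cells in place of the fate 2-like ones it was 54, of which 46 were among them (31.1%). In both settings 148 of 148 genes had the same direction; a share under 1 in 5 had been named for a cause and most genes for none, and both values fall between. A difference between libraries apart from state cannot be told apart from a difference between lines, because there is 1 H1 library per state. H1 cells were labelled Naive-like by their sample, and H9 cells were taken from clusters, so the groups also differ in how they were drawn. The cell line itself, named in the design, remains open as an untested biological difference.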

How the results depend on the processing

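The tests of endothelial-like and GABRP-12-like cells at 5 cells per sum, the bulk tests by DESeq2 and limma, the bulk comparisons of day 20 with days 10 and 3, the stages and ligand-receptor pairs within each library, thinning for the line by state term and all other splits of the samples were chosen only after the results were seen.

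Of 2857 values of named genes under another setting, 2496 kept their direction and their side of the threshold of 0.05 on the adjusted p, 173 kept the direction and were no longer called, 142 became called and 46 changed direction. Most of the lost calls were without the library as a block (62 of 129 values), with 1 library or H1 left out (36 of 1053) and with all day 20 cells (33 of 311). Most of the gained calls were with 1 library or H1 left out (53), without a filter on low counts (44 of 489) and by DESeq2 (37 of 489). None of the genes that changed direction was called in the reported test or after the change. Of 50 shares of cells 47 stayed within the spread between libraries, which is wide, and of 161 counts of called genes 96 moved by more than 1.5 times. Of the 146 counts by direction 87 moved, of 122 shares of transcription factors 38, of 40 bulk distances 12 and of 10 counts of ligand-receptor pairs 3. The cause was not tested for any value below unless one is named.

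By DESeq2, the number of called genes rose in muscle-like cells from 22 to 516, in neural-like cells from 679 to 1142, in stromal-like from 218 to 1073, in liver-like from 499 to 1858, between the branches from 672 to 1119, between the fates from 1506 to 2446, in endothelial-like cells from 230 to 369, in GABRP-12-like cells from 91 to 341, between day 8 EBs and Primed H9 from 534 to 3339, and between Naive-like and Primed cells of H9 and H1 from 657 to 1873. On simulated counts 12.9% to 83.8% of the calls of DESeq2 fell on unchanged genes. The share of calls that are higher moved with it in muscle-like cells from 0% to 27.7%, in stromal-like from 76.6% to 42.0%, in liver-like from 63.5% to 46.8%, in GABRP-12-like from 62.6% to 37.8%, for day 8 EBs against Primed H9 from 45.9% to 63.3% and for Naive-like against Primed H9 from 38.9% to 49.7%. The median log2 fold change of all genes moved by more than 0.1 in liver-like cells, from -0.50 to -0.35, and in GABRP-12-like cells, from -1.53 to -0.87. HLA-DQB1, at 0.17 in H9 and H1 together, became -1.02, and SOX2 in the line by state term, at -8.10e-04, became 0.00486; neither was called.

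Without a filter on low counts it was 309 genes in muscle-like, 439 in stromal-like and 878 in liver-like cells, 2677 between the fates, 1423 for day 8 EBs against Primed H9 and 1506 for both lines, and SOX2 in the line by state term was 0.040. Without the library as a block it was 0 in muscle-like (820 at an unadjusted p under 0.05), 194 in neural-like, 3 in stromal-like, 210 in liver-like, 0 in endothelial-like (2737 unadjusted; DESeq2, with the block, 369) and 10 in GABRP-12-like cells, 219 between the branches, 10 in place of 5 for the PODXL-6-like subset and 189 between the fates, and in muscle-like cells ACTC1 -0.14 and IL6ST -0.043 changed direction. The fits differ in that the block takes out the differences between libraries.

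A minimum of 20 cells per sum gave 175 genes in muscle-like, 458 in stromal-like and 774 in liver-like cells. It leaves out replicate 2 in each of these comparisons, as it holds 11 to 14 cells of each class, and in muscle-like cells it reversed ACTC1 -0.17, COL1A1 -0.059, COL1A2 -0.093, COL3A1 -0.37, COL5A1 -0.28, IL6ST -0.30 and LUM -0.027; the reported values were ACTC1 0.17, COL1A1 0.73, COL1A2 0.61, COL3A1 0.51, COL5A1 0.40, IL6ST 0.24, LUM 0.76, none called. Without replicate 2 these are the same values, and leaving out each library in turn gave log2 fold changes from -0.22 to 0.68 for ACTC1, -0.059 to 1.27 for COL1A1, -0.093 to 1.10 for COL1A2, -0.37 to 1.2 for COL3A1, -0.28 to 0.97 for COL5A1, -0.30 to 0.59 for IL6ST and -0.027 to 1.50 for LUM. ACTC1 also changed direction with the marker genes kept for clustering (-0.13) and at resolution 0.8 (-0.017), where no cluster was GABRP-12-like (a mean share of 0% in place of 1.56%). Leaving out 1 library gave 7 to 175 called genes in muscle-like cells (lowest without replicate 4, highest without replicate 2), 230 to 458 in stromal-like (without replicates 1 and 2), 262 to 774 in liver-like (without replicates 1 and 2) and 42 to 89 in GABRP-12-like cells (without replicates 3 and 1). For day 8 EBs against Primed H9 it gave 56 to 1905 (without replicates 1 and 2), and log2 fold changes from -0.49 to 0.15 for FLT1, -0.39 to 0.79 for FZD3 and -1.14 to 0.50 for ECSCR, which changed direction without replicate 2, 2 and 3. DRAXIN in the PODXL-6-like subset ran from -0.67 to 0.73; with 1 library left there is no test.

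With all day 20 cells in place of the fate 2-like ones, 1247 genes were called for both lines and 54 in place of 148 for the line by state term. In H9, MYC -0.14, SOX2 0.020 and TDGF1 -0.58 changed direction (reported MYC 0.19, SOX2 -0.23, TDGF1 0.19), in both lines GAL -0.22 and PLA2G16 -0.17 (reported GAL 0.27, PLA2G16 0.17), and in the line by state term ALCAM -0.041, CTD-2501M5.1 0.38, ERVH48-1 0.35, FSTL1 -0.045, LINC01356 0.75, PLPP2 0.24, SYNE4 0.26 and ZIC5 -0.027 (reported ALCAM 0.71, CTD-2501M5.1 -0.22, ERVH48-1 -0.57, FSTL1 0.56, LINC01356 -0.40, PLPP2 -0.87, SYNE4 -0.23, ZIC5 0.54). With both day 20 libraries summed, HLA-DQB1 was -0.13. Without H1, which is the comparison within H9, 1144 genes were called and CD9 0.93, MYC 0.19 and TDGF1 0.19 changed direction (reported CD9 -0.062, MYC -0.53, TDGF1 -0.70). Leaving out day 20 replicate 1 or 2 gave 341 to 799 called genes, and log2 fold changes from -0.19 to -0.15 for HLA-DQB1 and -0.045 to 0.11 for PLA2G16.

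In bulk, DESeq2 called 177, 306, 49 and 122 genes between successive days from 3 to 20, where edgeR called 1, 0, 1 and 0, with 1740, 2063, 1235 and 1765 at an unadjusted p under 0.05, and 76.3, 37.6, 73.5 and 54.1% of the DESeq2 calls were higher on the later day. Between days 20 and 10 it called 1077 in place of 98, and between days 20 and 3 2231 in place of 1213. Without a filter edgeR called 682, 710, 538 and 356 between successive days, 1751 between days 20 and 10 and 2869 between days 20 and 3. By limma on log2(CPM + 0.1), log2(CPM + 1) and log2(CPM + 5), it was 19, 4 and 0 between days 6 and 3 (1670 unadjusted for the 0), 0, 9 and 2 between days 10 and 6 (2082 for the 0), and 186, 208 and 190 between days 20 and 10. With only the libraries of both days in the fit, which leaves fewer degrees of freedom, it was 0 between days 6 and 3 (1797 unadjusted), 0 between days 15 and 10 (905) and 22 between days 20 and 10. Replicate numbers were not shown to pair the libraries: over 15 pairs of days the correlation of the difference between replicates ran from -0.0992 to 0.339 (median 0.0559), with 4 above 0.1, although replicate 2 lay above replicate 1 on principal component 2 at all 6 times. With replicate number as a block, 29, 24, 2 and 0 genes were called between successive days (1898 unadjusted for the 0) and 563 between days 20 and 10.

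Leaving out 1 bulk library, with the lone library assumed to vary like the others, gave 1865 to 2743 genes between day 20 and Primed H9 (lowest without day 20 replicate 2, 4288 reported), 1187 to 1624 between day 3 and Primed H9 (lowest without day 3 replicate 2, 2841 reported), 0 to 60 between days 6 and 3 (highest without day 6 replicate 1), 0 to 88 between days 10 and 6 (highest without day 10 replicate 1), 0 to 3 between days 15 and 10 (highest without day 15 replicate 2) and 0 to 3 between days 20 and 15 (highest without day 15 replicate 2). Between days 20 and 10 it was 0 to 27 (highest without day 10 replicate 2), and between days 20 and 3 0 to 458 (0 without day 3 replicate 1). Where edgeR called none, 709 to 3020 genes had an unadjusted p under 0.05, and no other tool was run with a library left out. Fewer libraries give a larger error, so the lower counts do not show a smaller difference. Over their replicate distance, day 20 and Primed H9 lay 2.10 apart, 1.92 with a pseudocount of 0.1, 2.92 over the 500 and 2.56 over the 2000 most variable genes. For day 3 and Primed H9 the ratio was 1.67, 1.51 and 1.81 with pseudocounts of 0.1 and 5, 1.59 without a filter, and 1.95 and 1.86 over the 500 and 2000 most variable genes. Over the 500 genes, days 6 and 3 moved from 1.11 to 1.30, days 20 and 10 from 1.38 to 1.62 and days 20 and 3 from 1.60 to 2.19, with 1.89 over 2000. Variable genes were picked in the same libraries, which favours genes that differ.

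Of the factors of cluster II, 37.0% were highest in the late stage; ranked on the first principal component it was 45.5%, with 2 stages in place of 3 53.1%, with stages within each library 44.2%, and with 1 library left out 31.3 to 43.4% (without replicates 2 and 4). With 2 stages the share rises by construction, since fewer stages compete. Of cluster III, 73.4% were highest in the early or middle stage, 64.8% on the first principal component, 66.9% with stages within each library and 69.2 to 71.8% with 1 library left out (without replicates 4 and 1), and of cluster I 76.1% were highest in Primed H9 and 82.1% with 2 stages. Counting a gene as expressed above its mean gave 2.92 ligand-receptor pairs for liver-like cells and 2.37 among the other classes, in place of 6.64 and 5.59, by construction, as fewer cells pass; with 1 library left out the former was 5.25 to 7.64 (without replicates 4 and 3). Liver-like cells had more pairs than the other classes among themselves under each of these settings. The share of cells kept was 99.4%, 99.7% with a minimum of 1000 genes and 99.7% without upper limits.

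Whether chance can be excluded was asked for comparisons with at least 3 libraries in each group. With the library as a block, only 8 splits part every library in muscle-like and liver-like cells and only 4 in stromal-like and GABRP-12-like cells, so chance cannot be excluded by them, although the real split alone (1 in each) gave as many calls. By group alone, 1 of 35 splits, the real one, gave as many calls in liver-like cells, and 35 did in muscle-like cells, each with no call by edgeR (820 unadjusted for the real one). These decide nothing either, since the classes were drawn from the expression that is tested, so chance is not excluded for any of these comparisons.

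Depth limits what can be seen: a class of 10 cells sums to few counts of a rare gene, single libraries of Primed H9, day 4 EBs, day 10 and H1 have no replicate, and genes that change by less than 8-fold were recovered less often on simulated counts. A fit with 1 library of each class has no residual degrees of freedom, so leaving out a library gave values and no test for neural-like cells, the branches, the PODXL-6-like subset, endothelial-like cells, the fates of day 20, and Naive-like against Primed H9. Pseudocounts of 0.1 and 5 could not enter edgeR and were used with limma and in the distances, and FPKM filters were read as CPM, since the bulk values were read as counts.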

Differences from the paper's values

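The epithelial-like cluster within the muscle-like cells and the share of neighbours from the same library were chosen only after the results were seen.

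Values of the paper's Table S9 are differences of mean expression between Naive-like and Primed H9 in natural logarithms, and the values here are given on that scale. The paper's test took cells as replicates, and the tests here take libraries, which bears on p-values and not on these means. The Naive-like group here is the fate 2-like cells of both day 20 libraries, which need not be the cells that the paper took. Of 21 differences compared here, 9 lay farther from the paper's than the SD between both day 20 libraries, all 9 with the paper's sign and closer to 0: -0.421 for DUSP6 (the paper's -0.457), 0.19 for EOMES (the paper's 0.285), 0.621 for FGF4 (the paper's 0.842), 1.61 for GDF3 (the paper's 1.98), 0.735 for LEFTY1 (the paper's 0.893), 1.74 for LEFTY2 (the paper's 2.09), 0.77 for MIXL1 (the paper's 1.06), 1.53 for NODAL (the paper's 1.88) and -0.549 for STMN3 (the paper's -0.593). Of the alternatives set before the data were examined, leaving out day 20 replicate 1 brought DUSP6, GDF3, MIXL1 and NODAL within that SD and not EOMES, FGF4, LEFTY1, LEFTY2 and STMN3. All 9 stayed outside it with all day 20 cells and without day 20 replicate 2. Over all differences, 15 lay outside it with all day 20 cells, 6 without day 20 replicate 1 and 13 without replicate 2. For NODAL the difference here is 2.21 in log2; each value is a difference between logs of 1 plus the mean expression over cells, scaled to a fixed total per cell, and not a fold of summed counts.

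In the same table, the share of Primed H9 cells with a count of T is 0 (the paper's), and here it was 0.00288, with 6 counts of T in 2 of 695 cells. The table gives shares to 3 decimals, at which the share here would not round to 0. No alternative changes the Primed H9 cells, so it differs under all of them: all day 20 cells, and without day 20 replicate 1 or 2. The other shares of that table, 42 with this one, did not differ, nor did those read by eye from the shares of cells in Fig. S9a, nor the numbers of cells and of genes per cell in the text. Of the shares of the table, 5 differed with all day 20 cells, 1 without day 20 replicate 1 and 3 without day 20 replicate 2. Of those read by eye, 11, 2 and 3 did.

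The paper states that the Naive-like H9 libraries show a weak batch effect. Here 91.0% of the nearest day 20 neighbours of a day 20 cell came from its own library, where chance gives 50.0%, although the summed counts of both libraries correlated at 0.988. For day 8 EBs, where the paper states a batch effect, it was 86.4% against 28.1%.

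The paper's text names HAND1, APLNR and ACTC1 among muscle markers, and a figure of its supplement adds PDGFRA and CDH11. Here 5 of 5 had a log2 fold change above 0 in muscle-like cells with the library as a block, though the mean of ACTC1 over libraries was lower (833 against 968 CPM), and 0 were called by edgeR over all genes, where 4 of them had an unadjusted p under 0.05 and DESeq2 called 0. 4 were called over the list alone, and without a filter on low counts APLNR, HAND1, PDGFRA and CDH11 were called, as was APLNR without replicate 2 and with at least 20 cells per sum (adjusted p = 0.0471 in both, 1.61e-21 to 0.970 over the alternatives). ACTC1 was higher in 2 of 4 libraries (log2 fold change 0.17) and was called under none of the settings run. For epithelial cells, which the paper gives as a cluster of its own, no cluster of the EB set had at least 3 of 5 markers raised, and 60 cells of replicate 4 did when the muscle-like cells were clustered again.

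The paper gives LDHA, POSTN and IGF2 as enriched in 1 subset of muscle cells. Within replicate 4, the one library where this could be read, POSTN and IGF2 were higher here and LDHA was not, with 1075 against 1152 CPM. Over the muscle-like cells of all libraries LDHA was raised in that subset (log2 fold 0.74), as the paper has it, and the cells it is compared with in replicate 4 lie mostly in an EB cluster with LDHA raised over other cells. Of the genes it lists there for glycolytic process, 1 of 3 was higher. For the PODXL-6 subset of neural cells it names DRAXIN beside PODXL and TUBB2A. DRAXIN had a log2 fold change of 0.026, higher in 1 of 2 libraries, while PODXL (1.34) and TUBB2A (1.78) were higher in both; none was called by edgeR or DESeq2 over all genes, and 4 of 8 listed genes were over the list alone.

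The paper describes the factors of cluster II as high at the end of differentiation and those of cluster III as high in the middle. Over all listings with a count, 37.0% of cluster II were highest in the late stage, and 27.5% of cluster III in the middle stage, with 487 of 1060 highest in the early one. With 2 stages in place of 3, 53.1% of cluster II were highest in the later one. Stage and library are confounded, with 98.8% of the late muscle-like and 100% of the late liver-like cells from replicate 4. With stages within each library, 54.2% of cluster II were higher in the late than in the middle stage in muscle-like cells (49.3% of all genes). In liver-like cells it was 59.0% (52.0% of all genes), with none called. In neural cells the share for cluster II was 57.7%. For cluster I, which the paper places at the start, 76.1% were highest in Primed H9.

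The paper gives CLEC2B as a receptor of liver cells, and it had no count in 261 liver-like cells (a share of up to 1.40%). It gives SHBG as a ligand of liver cells, and 3.07% of liver-like cells had a count. The share was 3.19% in muscle-like, 3.85% in endothelial-like and 6.67% in epithelial-like cells, and lower in neural-like (0.926%) and stromal-like cells (0.806%). CLDN4 had a count in some cells of each class, and CLEC3A in the 4 classes that the paper names and in 1 liver-like cell.

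Of the 9 genes that the paper gives as high in Naive-like H9, 6 were called, and IL6ST, PRDM14 and TDGF1 were not in H9 under any setting with a test. IL6ST was called in H9 and H1 together by DESeq2 and without a filter on low counts, and IL6ST and PRDM14 were called in bulk. TDGF1 was lower in bulk (-0.36) and in Naive-like H1 (164 CPM against 542 in Primed H1). With H1, 3 of the 9 were called over all genes and 6 over the list alone, and NODAL and KLF4, not called by edgeR, were by DESeq2, without the filter and without H1, NODAL also without day 20 replicate 2 and KLF4 also with all day 20 cells.

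Of the surface genes given for Primed H9, 21 of 23 were called lower, and of those given for Naive-like H9 7 of 11 were called higher; all had the paper's direction and all were called over the list alone. PODXL, NINJ1, FZD5, ITM2B, CD9 and SDCBP were not called over all genes in H9 under any setting with a test; in bulk PODXL, NINJ1, FZD5 and ITM2B were called. With H1, 16 and 3 of these lists were called, and PODXL by DESeq2, without a filter and without day 20 replicate 1.

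Of the mesendoderm genes that the paper gives as high in Naive-like cells, 7 of 8 were called in H9, and GSC was called by DESeq2 and in bulk. Of the neural genes that it gives as high in Primed cells, 6 of 8 were called, all with its direction; DPYSL3 was called in bulk, and CPNE1 under no setting in H9 and not in bulk. Of the top genes of Naive-like H9, 19 of 20 were called, and GAL was by DESeq2 and with cells thinned to 50000 counts. Of FOS, ID1 and JUND, shown as high in Naive-like H9, 2 of 3 were called, and JUND under no setting and not in bulk. FOS in bulk was lower and not called (log2 fold change -0.64), and ID1 was called there. The paper also gives this pathway for Naive-like H1. With H1, 0 of the genes FOS, ID1 and JUND were called by edgeR (1 at an unadjusted p under 0.05) and none by DESeq2, and ID1 had 55.6 CPM in Naive-like and 59.5 in Primed H1.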

Other observations

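The bulk comparisons of day 20 with day 3 and day 10 were chosen only after the results were seen. The bulk libraries of day 20 and day 3 lay 1.60 times the replicate distance apart, and 1213 of 17553 genes were called between them by edgeR, 607 higher and 606 lower on day 20. Between 0 (without day 3 replicate 1) and 458 (without day 3 replicate 2) were called with 1 library left out, 19 without day 20 replicate 2 and 239 without day 20 replicate 1. DESeq2 called 2231, and 3020 genes had an unadjusted p under 0.05 without day 3 replicate 1.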
